# Regulation of Cell Type-Specific Immunity Networks in Arabidopsis Roots^[CC-BY]^

**DOI:** 10.1105/tpc.20.00154

**Published:** 2020-07-22

**Authors:** Charlotte Rich-Griffin, Ruth Eichmann, Marco U. Reitz, Sophie Hermann, Katherine Woolley-Allen, Paul E. Brown, Kate Wiwatdirekkul, Eddi Esteban, Asher Pasha, Karl-Heinz Kogel, Nicholas J. Provart, Sascha Ott, Patrick Schäfer

## Abstract

While root diseases are among the most devastating stresses in global crop production, our understanding of root immunity is still limited relative to our knowledge of immune responses in leaves. Considering that root performance is based on the concerted functions of its different cell types, we undertook a cell type-specific transcriptome analysis to identify gene networks activated in epidermis, cortex, and pericycle cells of Arabidopsis (*Arabidopsis thaliana*) roots challenged with two immunity elicitors, the bacterial flagellin-derived flg22 and the endogenous Pep1 peptide. Our analyses revealed distinct immunity gene networks in each cell type. To further substantiate our understanding of regulatory patterns underlying these cell type-specific immunity networks, we developed a tool to analyze paired transcription factor binding motifs in the promoters of cell type-specific genes. Our study points toward a connection between cell identity and cell type-specific immunity networks that might guide cell types in launching immune response according to the functional capabilities of each cell type.

## Abstract (precis)

Root cell types possess distinct immunity gene networks that are linked to cell identity networks, as revealed by cell type-specific RNA-seq and a paired motif enrichment tool for promoter analyses.

## INTRODUCTION

Plant roots are essential for plant health and development. In addition to anchoring plants, roots take up nutrients and water and provide protection from soil-based microbes. Conducting these different tasks is especially challenging under changing environments and acute stress conditions. Roots have evolved complex tissues comprising a diversity of cell types with different functions. Organized in concentric layers, Arabidopsis (*Arabidopsis thaliana*) roots consist of an outermost epidermis, followed by cortex, endodermis, pericycle, and root vascular tissue containing xylem and phloem cells (Dolan et al., 1993; Brady et al., 2007). This organization is implemented by the stem cell niche in the very root tip where cell fate is determined, and cell types maintain their given identity throughout their lifetime (van den Berg et al., 1995; Sabatini et al., 2003; Wendrich et al., 2017). Cell types nevertheless possess some plasticity, as exemplified for founder cells that originate from xylem-pole pericycle cell files that initiate lateral root formation (De Smet, 2012; Du and Scheres, 2018). Recent developments in single-cell transcriptomics have helped to further characterize cell types and to define root development but still cannot provide deep transcriptomic profiles (Birnbaum, 2018; Denyer et al., 2019; Jean-Baptiste et al., 2019; Ryu et al., 2019; Zhang et al., 2019; Rich-Griffin et al., 2020). Studies of cell type-specific transcriptomics based on fluorescence-activated cell sorting (FACS), in turn, have significantly advanced our knowledge of the individuality of cell type function in regulating root integrity under changing environments (Birnbaum et al., 2003, 2005; Dinneny et al., 2008; Gifford et al., 2008, 2013; Bargmann et al., 2013; Geng et al., 2013; Walker et al., 2017). While these studies revealed the importance of a coordinated regulation of cell type-specific gene networks to master root development and secure overall root functionality (e.g., growth) under abiotic stress, the function of root cell types in regulating root immunity remains elusive.

**Figure:**
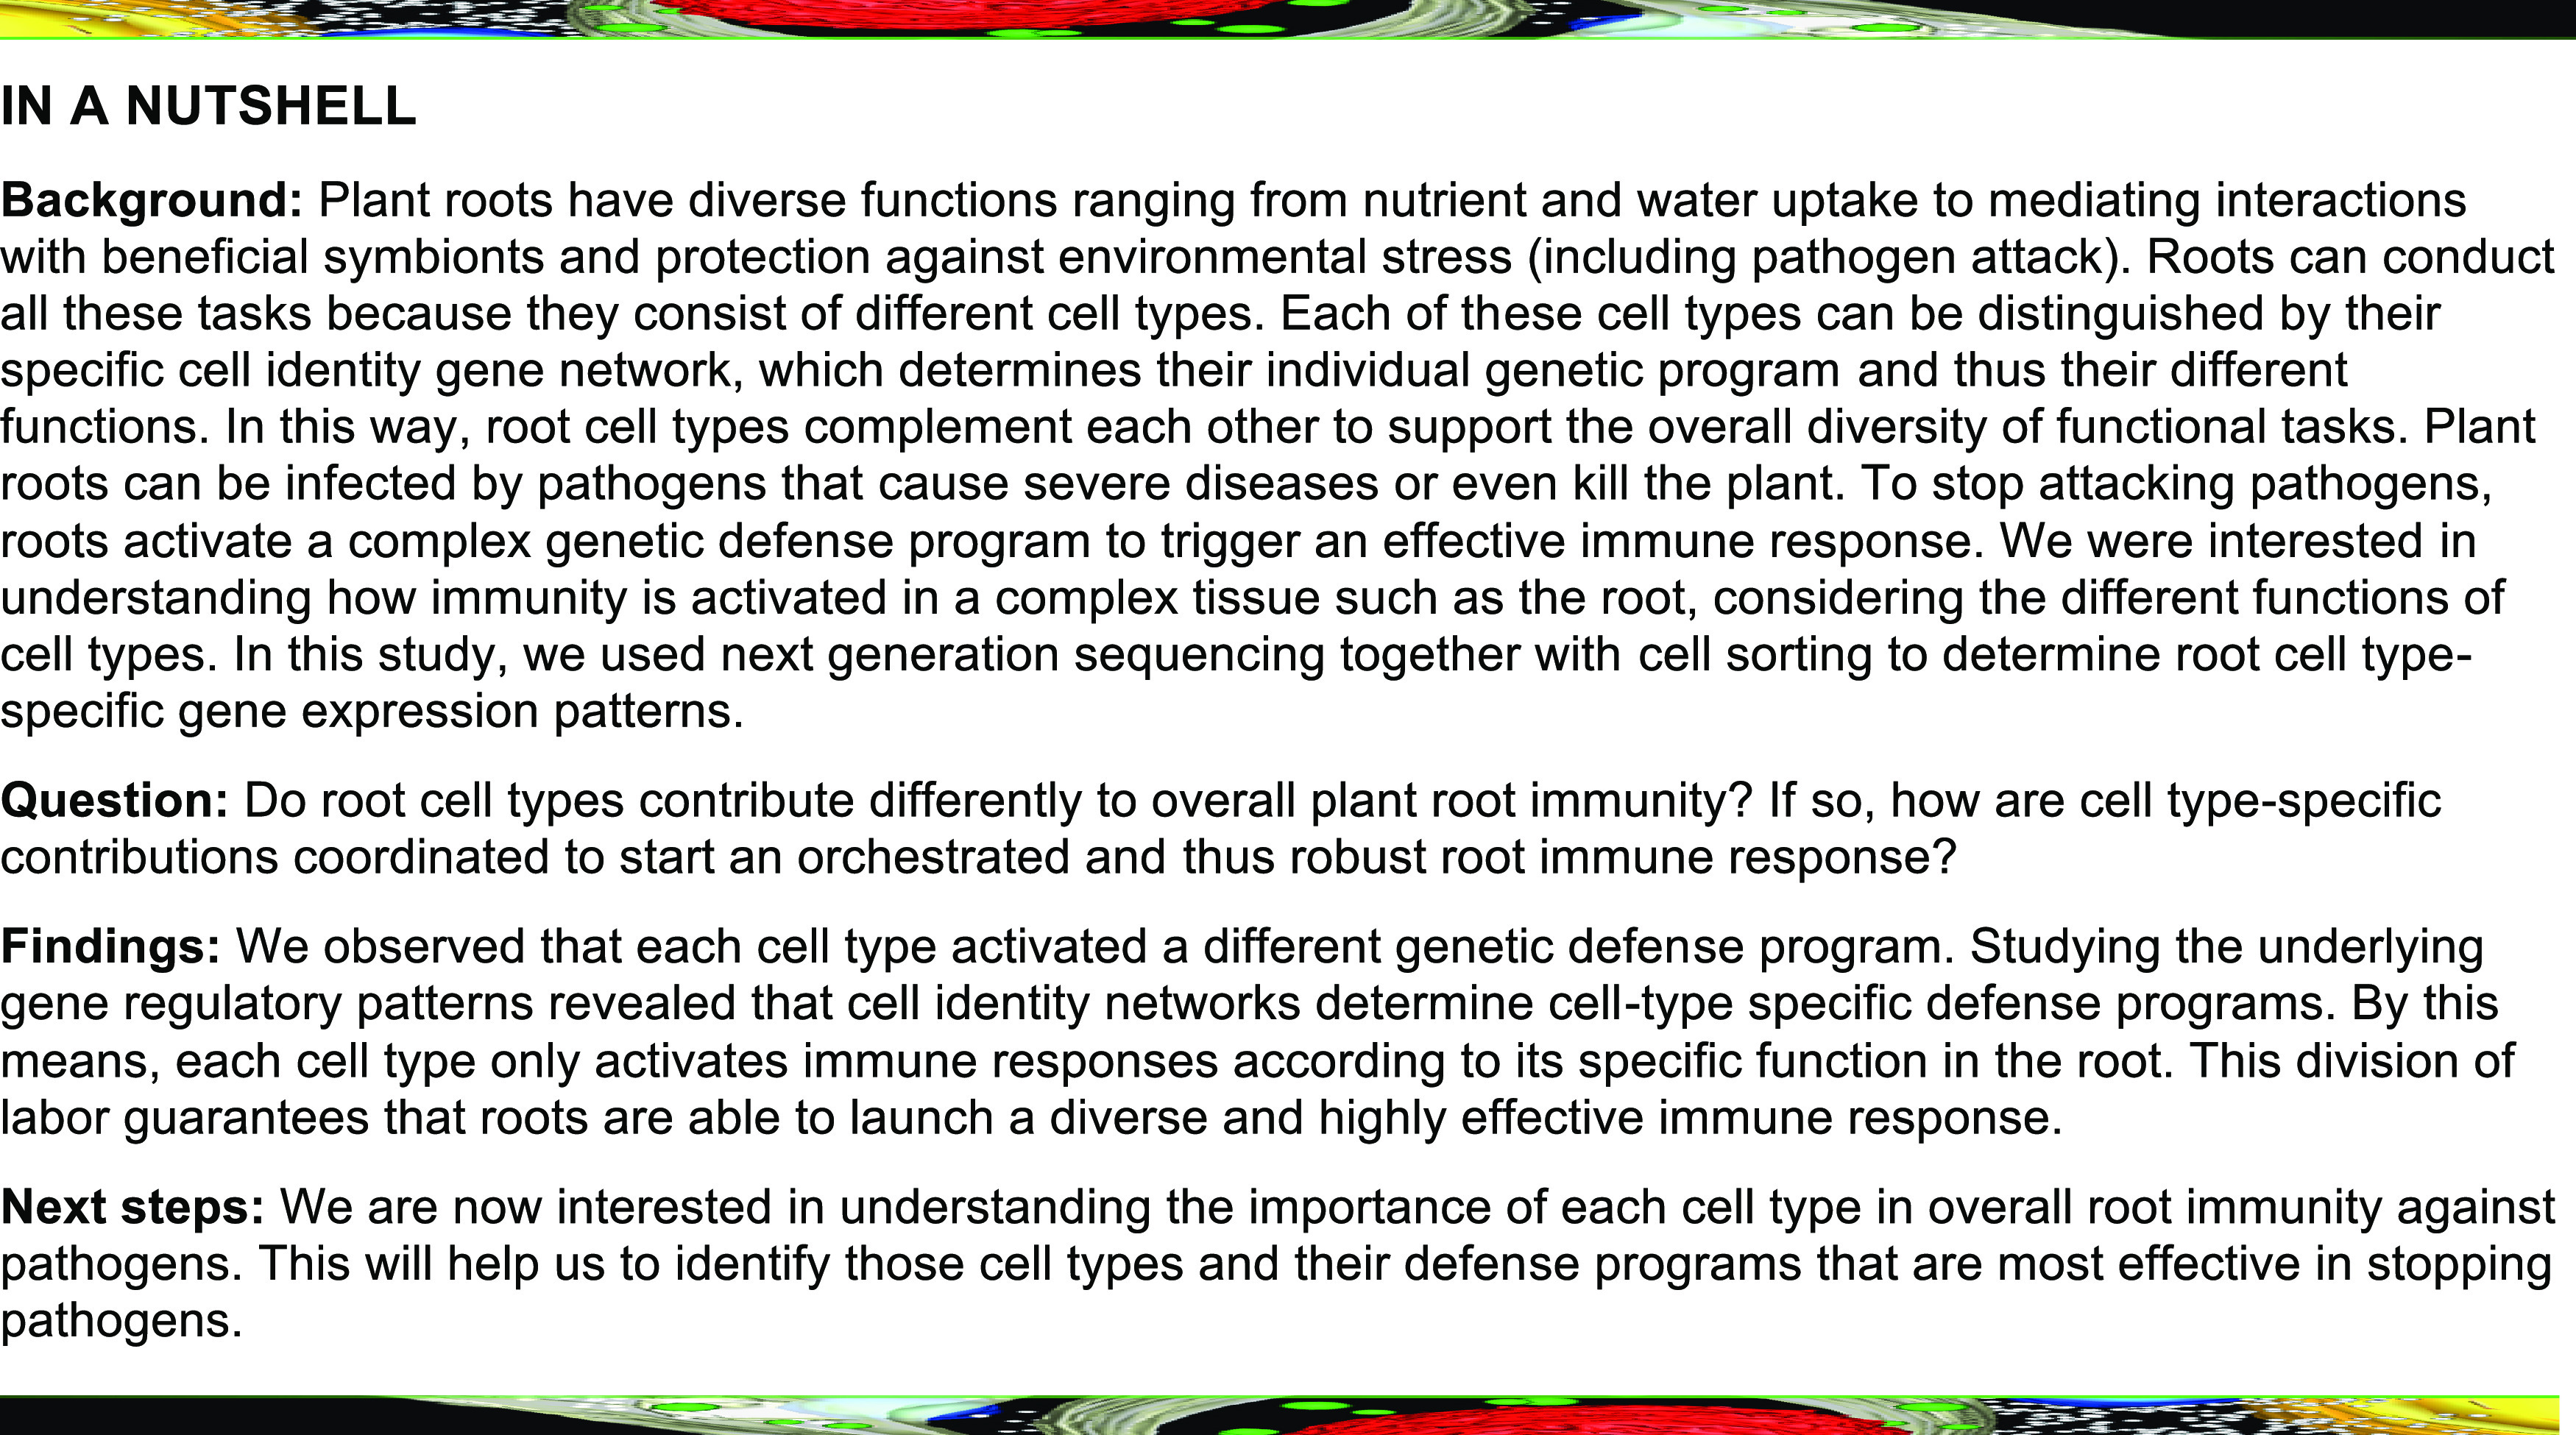

The surface of leaves and roots is the habitat of complex microbiomes consisting of 10^6^ to 10^9^ microbes (per cm^2^ of leaf area or g of soil, respectively); among them are pathogens with lifestyles ranging from biotrophy (life cycle completed on living cells) to necrotrophy (killing cells to complete the life cycle; Berendsen et al., 2012; Bulgarelli et al., 2013; Lareen et al., 2016). Root diseases represent a major threat to crop production, and enhancing root resistance against pathogens by improving processes regulating pattern-triggered immunity (PTI) is an altogether untapped approach to sustain food security (Gewin, 2010; Alexandratos and Bruinsma, 2012; Delgado-Baquerizo et al., 2020; Panth et al., 2020). Plasma membrane-localized pattern recognition receptors (PRRs), to date primarily characterized in leaves, recognize microbe-associated molecular patterns (MAMPs) as nonself molecules from microbes to induce PTI (Jones and Dangl, 2006; Boller and Felix, 2009; Cook et al., 2015). Recognition of the archetypal MAMP flg22 (the active epitope of bacterial flagellin) by the PRR FLAGELLIN-SENSITIVE2 (FLS2) activates PTI responses, including the rapid production of reactive oxygen species (ROS), MITOGEN-ACTIVATED PROTEIN KINASE (MAPK) phosphorylation, and the induction of immunity genes to restrict pathogen infection (Felix et al., 1999; Gómez-Gómez et al., 1999; Asai et al., 2002; Zipfel et al., 2004). Similarly, root cells can recognize flg22 via FLS2 to trigger effective PTI (Millet et al., 2010; Jacobs et al., 2011; Beck et al., 2014; Wyrsch et al., 2015; Poncini et al., 2017; Stringlis et al., 2018). In addition to MAMPs, plants produce damage-associated molecular patterns (DAMPs) in response to pathogens, which are recognized by PRRs as well. Pep1, one of the best studied DAMPs produced in Arabidopsis, is encoded by *PROPEP1* and recognized by the plasma membrane-localized PEP RECEPTOR1 (PEPR1) and PEPR2, triggering similar PTI responses as flg22 (Huffaker et al., 2006; Krol et al., 2010; Yamaguchi et al., 2010; Flury et al., 2013). The PEPR1/2 and FLS2 pathways share common signaling components such as MAPKs (Schulze et al., 2010; Liu et al., 2013; Yamada et al., 2016) but retain certain key differences that might be at least partially explained by additional activities of PEPRs. Qi et al. (2010) identified a unique guanylyl cyclase activity for PEPR1 mediating apoplastic Ca^2+^ influx upon Pep recognition. PEPR1/2-triggered immune signaling was further shown to maintain PTI in plants impaired in MAMP perception and signaling (Tintor et al., 2013; Yamada et al., 2016). Thus, there are clear differences and interdependencies between flg22 and Pep1-induced PTI in Arabidopsis. Nevertheless, the gene networks and underlying regulatory patterns defining DAMP and MAMP-mediated PTI in roots are currently unknown.

Motivated by recent findings suggesting distinct competences of different root cell types in launching PTI (Wyrsch et al., 2015), we wanted to know if flg22 and Pep1 trigger different transcriptional networks in three Arabidopsis root cell types, epidermis, cortex, and pericycle, and if so, whether it would be possible to identify distinct cell type-specific regulatory patterns. Our study demonstrated that very distinct immunity gene networks are activated in the three cell types. Considering that homomeric or heteromeric tandems of transcription factors (TFs) are often sufficient to determine regulatory specificity in eukaryotic cells (Halfon et al., 2000; Vandepoele et al., 2006; Junion et al., 2012; Ezer et al., 2014), we conducted combinatorial TF binding motif analyses to explain the regulatory patterns of cell type-specific gene networks. More specifically, by developing a statistical test for the enrichment of paired TF motifs that accounted for a multiplicity of TF binding sites, we were able to explain cell type-specific differences of Pep1- and flg22-elicited immune networks by specific TF motif combinations. Moreover, our study suggested the importance of cell identity in determining cell type-specific immunity networks. We discuss the significance of such a regulatory connection in specifying cell type functionality and, thus, in securing root integrity under conditions of environmental stress.

## RESULTS

### flg22 and Pep1 Activate Root Immunity through Partially Nonoverlapping Signaling Pathways

Treating Arabidopsis roots with the immunity elicitor flg22 or Pep1 induces PTI responses (e.g., ROS burst, MAPK phosphorylation, induction of PTI marker genes, and eventually inhibited plant growth; Supplemental Figures 1A to 1F). flg22 and Pep1 have been shown to act through overlapping pathways (Krol et al., 2010; Yamaguchi and Huffaker, 2011; Tintor et al., 2013). We previously demonstrated that the beneficial root endophyte *Serendipita indica* (formerly *Piriformospora indica*) suppresses PTI to facilitate root colonization and that flg22 treatment of roots inhibits *S. indica* colonization (Jacobs et al., 2011). In colonized Arabidopsis roots, this fungus inhibits MAPK phosphorylation, PTI marker gene induction, and growth inhibition after flg22 (Supplemental Figures 1B, 1C, and 1E) but not Pep1 treatment (Supplemental Figures 1A to 1C and 1E). Consistent with an effective Pep1-induced immunity, *S. indica* showed improved root colonization of the Pep1 receptor mutant *pepr1 pepr2* (Supplemental Figure 1F). These data suggest that flg22 and Pep1 recruit, at least partially, different signaling pathways to activate PTI in roots.

To further explore if PTI can be activated across different root zones, we treated Arabidopsis lines (Poncini et al., 2017) expressing PTI marker gene promoters fused to nucleus-localized mVENUS (*MYB DOMAIN PROTEIN51*, *pMYB51*:*NLS-3xmVENUS*; *PEROXIDASE5*, *pPER5*:*NLS-3xmVENUS*) with flg22 and Pep1. The analyses were conducted to exclude gene induction by other stresses (e.g., wounding). In contrast to recent reports using the same PTI marker lines (Zhou et al., 2020), both elicitors induced all markers in the root apical meristem (RAM), transition zone (TZ), elongation zone, and differentiation zone of roots grown on ATS medium and to a much lesser degree on half-strength Murashige and Skoog (MS) medium (except for *pPER5*:*NLS-3xmVENUS* in RAM/TZ by Pep1; Figure 1A; Supplemental Figures 2A and 2B). Consistently, root growth inhibition was stronger in flg22- or Pep1-treated plants grown on ATS medium (Supplemental Figures 2C and 2D). These findings indicate some extent of PTI suppression, likely because the MES-based buffer system commonly used in MS medium (but not in ATS medium) interfered with the well-known induction of pH changes in response to MAMP perception (Felix et al., 1999). As a result of this MS medium-based PTI quenching effect, all subsequent experiments were done with plants grown on ATS medium.

**Figure 1.**
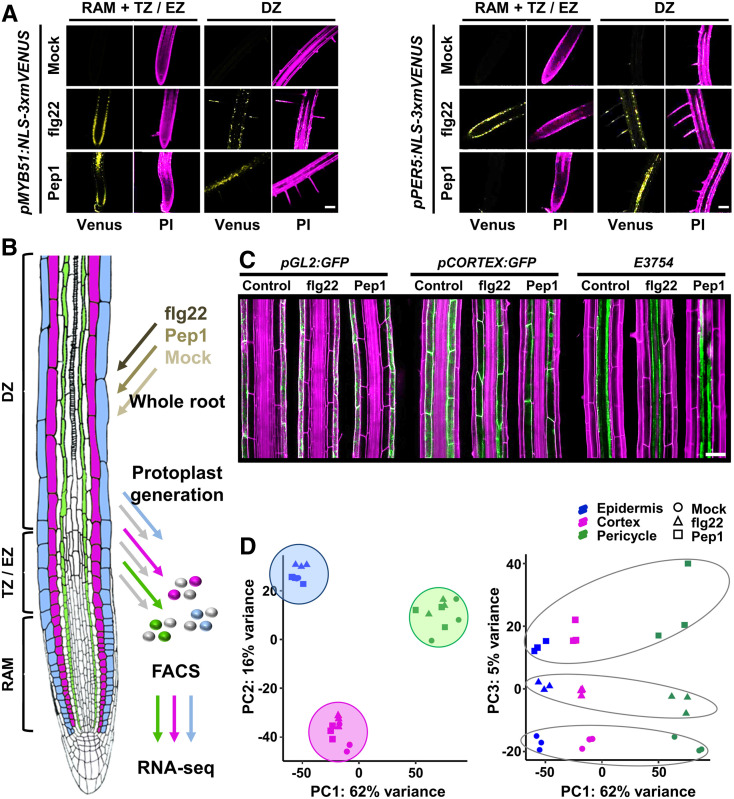
Measurement of Transcriptomic Responses to Immune Elicitors in Three Root Cell Types. **(A)** flg22 and Pep1 activate PTI reporter genes in cells of the RAM with TZ, elongation zone (EZ), and differentiation zone (DZ). PI, propidium iodide. **(B)** Schematic showing the experimental design of this study. For more details, see Supplemental Figure 3. **(C)** Confocal images demonstrating that flg22 and Pep1 do not affect cell type-specific expression of markers *pGL2*:*GFP* (epidermis, atrichoblast), *pCORTEX*:*GFP* (cortex), and *E3754* (xylem-pole pericycle) used for FACS. **(D)** Principal component (PC) analysis of all replicates for each cell type and treatment comparing PC1 and PC2 (left) and PC1 and PC3 (right). All data were based on two **(A)** or three (**[B]** to **[D]**) biological experiments with *n* ≥ 14 (**[A]** and **[C]**) and *n* ≥ 15,000 (**[B]** and **[D]**) plants per experiment and treatment. Bars in **(A)** and **(C)** = 50 µm.

### Root Cell Types Differ in Their Immunity Gene Networks

Considering the diverse functions of root cell types in root development (Birnbaum et al., 2003; Brady et al., 2007; Gifford et al., 2013) and abiotic stress signaling (Dinneny et al., 2008; Geng et al., 2013), we explored to what extent flg22 and Pep1 affected gene networks in different root cell types. For our studies, we used Arabidopsis lines specifically expressing GFP in epidermis (atrichoblast, *pGL2*:*GFP*), cortex (*pCORTEX*:*GFP*), or pericycle (xylem pole, *E3754*; Masucci et al., 1996; Brady et al., 2007; Gifford et al., 2008; Bargmann et al., 2013; Lin et al., 2015) and treated the roots of ∼15,000 seedlings (per biological repeat) per line with either flg22, Pep1, or mock (Figure 1B; Supplemental Figures 3A and 3B). We selected these cell types due to the importance of the epidermis and cortex (as outer, environment-facing cell layers) in protecting the root against pathogen invasion, while pericycle cells (the outermost cell layer of the inner root tissue and intimately associated with the vasculature) regulate lateral root formation and transport processes and are highly responsive to immune elicitors (Takano et al., 2002; Parizot et al., 2012; Wyrsch et al., 2015; Ross-Elliott et al., 2017). Importantly, previous studies have demonstrated PEPR1/2 and FLS2 function in these cell types and that flg22 and Pep1 reach pericycle cells within minutes after treatment (Wyrsch et al., 2015; Ortiz-Morea et al., 2016). flg22- or Pep1-elicited roots were gently washed to remove flg22 and Pep1 before generating protoplasts from the roots. For each Arabidopsis line and treatment, ∼20,000 GFP-expressing protoplasts were extracted using FACS (Figure 1B; Supplemental Figures 3A and 3B). Importantly, the cell type-specific expression patterns of the marker genes were unchanged in immunity-activated roots (Figure 1C), ensuring uniformity of our isolated cell populations. Similar to cell type transcriptome analyses of abiotic stress networks (Dinneny et al., 2008; Geng et al., 2013), we treated whole roots rather than protoplasts to capture the tissue context of, and intercellular communication between, cell types. In addition, cells were analyzed at 2 h after elicitor treatment to capture early transcriptional changes defining effective PTI and to exclude gene network crosstalk resulting from growth inhibition as a later PTI response (Zipfel et al., 2004).

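Root cells were sorted by fluorescence-activated cell sorting (FACS) from 3 Arabidopsis lines that each express green fluorescent protein in 1 cell type, and their RNA was sequenced. The GL2 promoter marked the non-hair cells of the epidermis, the CORTEX promoter marked the cortex and the enhancer trap line E3754 marked the pericycle next to the xylem poles. Each cell type gave 3 libraries labelled mock, 3 labelled flg22 and 3 labelled Pep1, numbered replicate 1 to 3, which makes 27 libraries. The elicitors are flg22, a peptide of bacterial flagellin, and Pep1, a peptide that plants release on damage. The paper states 1 µM elicitor for 1 h on seedlings 12 d old, with cells sampled 2 h after treatment because protoplasting and sorting took about 1 h, and the sample labels give 1 h too but 1000 µM (written there in mM) and 10 d. The authors aligned the reads to the TAIR10 genome with STAR and counted read pairs over exons without strand with LiBiNorm, while the sample labels name TopHat2 and HTSeq. The deposited values are raw counts per gene. In the count tables, the counts assigned to genes sum to 271138507, of which 186883055 belong to the genes that were tested. A library held from 4172741 to 17188823 gene counts, with a median of 9872815. In the epidermis, the lowest, median and highest totals were 9532251, 9871153 and 12675668 for mock, 7967631, 8130364 and 14731758 for flg22, and 6454068, 11523035 and 17188823 for Pep1. The cortex totals were 10022956, 11063171 and 14149915 for mock, 5376401, 8782043 and 14980142 for flg22, and 5742286, 6849560 and 9973642 for Pep1. The pericycle totals were 8015286, 11813114 and 13182958 for mock, 9680851, 9872815 and 10610936 for flg22, and 4172741, 5452897 and 13322042 for Pep1. Mitochondrial genes took 21.9 to 42.0% of the gene counts of a library (median 29.4%). As in the paper, organelle genes were left out, and so were genes of rRNA and ribosomal proteins, which left 2322577 to 12291555 counts per library (median 6540203). The tests below the library level used edgeR on the 9 libraries of a cell type, with TMM normalization, the replicate number as a block, and genes kept by filterByExpr at a count minimum of 10. A difference was called at a Benjamini-Hochberg adjusted p under 0.05, without a fold change threshold. The library names carry a number of the sequencing facility from which 7 sequencing pools can be read, and 6 of the 9 conditions lie within 1 pool each. After the data had been examined, comparisons between libraries of different replicate numbers, with the treatment label as the other term of the same fit, were added beside those between treatment labels.

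**Figure D1:**
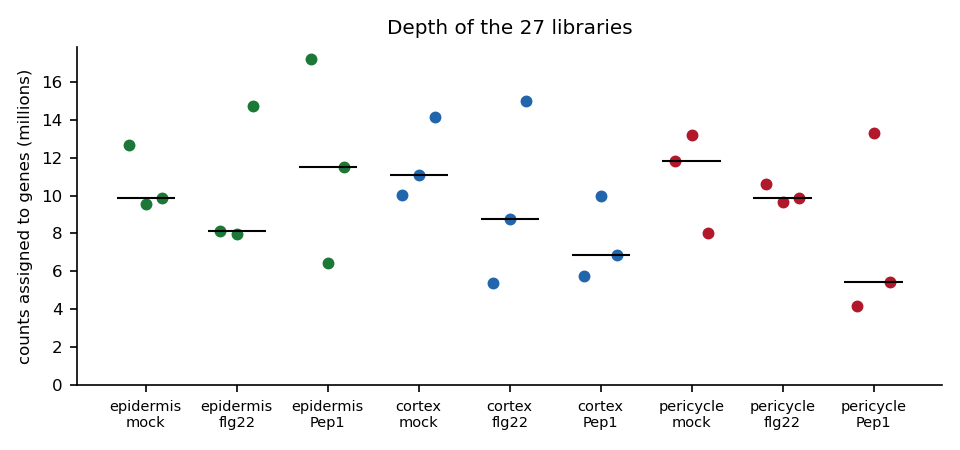
Gene counts per library for the 27 libraries, by cell type, treatment label and replicate number. Each point is 1 library, and the totals run from 4172741 to 17188823.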

RNA-seq of FACS-isolated cells (Figure 1B) resulted in ∼315 million reads (∼11.6 million read pairs per library) that were uniquely mapped to gene features in the Arabidopsis genome (Supplemental Table 1; Supplemental Figures 4A to 4F). Principal component (PC) analysis revealed that 82% of the variation was contained within the first three principal components, where PC1 (62% of the variation) separates between cell identity and PC2 (16% of variation) between treatments (Figure 1D; Supplemental Figures 5A and 5B). 

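Cell type set the libraries apart on the first component, with mean scores of -113.9 for the epidermis, -5.55 for the cortex and 119.5 for the pericycle. The second component parted the cortex, with a mean score of 103.3, from the epidermis (-53.4) and the pericycle (-50.0). Cell type accounted for 96.0% of the variance of the first component and for 88.9% of that of the second. On the third component, libraries numbered 1 had a mean score of 41.0 ± 14.1 (SD, n = 9), those numbered 2 of 9.03 ± 13.4 and those numbered 3 of -50.0 ± 56.6. Replicate number accounted for 57.2% of the variance of this component and treatment label for 3.44%, and on the 500 most variable genes these shares of the third component were 96.6% and 0.0684%. The mean scores by label were 7.92 for mock, -13.0 for flg22 and 5.04 for Pep1. Of the variance within cell types, the treatment label took 58.1% on the first, 44.3% on the second and 51.9% on the fourth component. The replicate number took 24.5%, 25.25% and 31.8% there. The labels follow the sequencing pools in part, so the shares of the label do not separate label from pool, and they were not tested. On the third component these shares within cell types were 10.0% for the label and 67.6% for the number. The first 3 components held 30.3%, 19.2% and 7.94% of the variance of log2 CPM, 57.5% together. The pericycle library labelled flg22 replicate 3 stood apart at -198.9 on the third component. On the 500 most variable genes after the variance-stabilizing transformation of DESeq2, the first component held 57.4%.

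**Figure D2:**
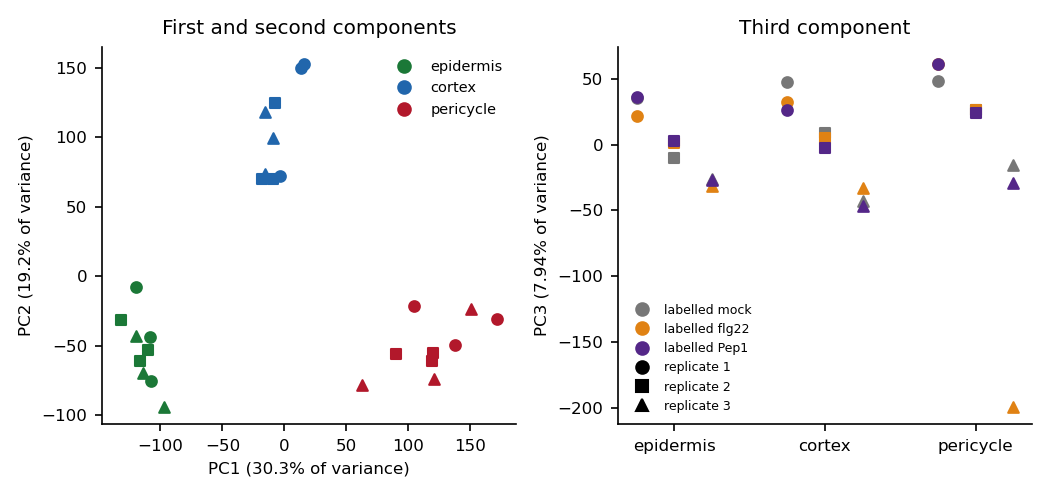
Scores of the 27 libraries on the first 3 principal components of log2 CPM. Color gives the cell type or the treatment label and the symbol gives the replicate number, and cell types separate on the first pair of components.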

Cell type marker genes were significantly expressed in the respective cell type populations, indicating that FACS was efficient for cell type isolation (Supplemental Figures 5C to 5E).

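Transcripts of PHO1 (AT3G23430, chromosome 3 from 8387398 to 8393467 in TAIR10.1), which exports phosphate to the xylem, were rare in mock-labelled libraries of the epidermis, with a log2 difference of -10.76 (standard error 0.63, edgeR adjusted p = 3.23e-06) for epidermis minus pericycle, and stood at 0.265 ± 0.152 (SD, n = 3) CPM in the cortex. HMA4, which loads zinc into the xylem, reached 165 ± 77.1 CPM in the pericycle, and the borate exporter gene BOR1 reached 51.1 ± 35.5 CPM. AED3 (AT1G09750, chromosome 1 from 3157501 to 3159148), which encodes an aspartyl protease, was highest in the cortex, at 222 ± 110 CPM, with a log2 difference of -5.43 (standard error 0.49, edgeR adjusted p = 8.93e-05) for epidermis minus cortex. Genes that set the non-hair fate were highest in the epidermis, namely WER at 85.6 ± 41.8 CPM, MYB23 at 68.9 ± 22.6 CPM and TTG2 at 58.3 ± 9.43 CPM. GL2 itself (AT1G79840, chromosome 1 from 30036956 to 30041440), whose promoter chose the sorted cells, stood at 156 ± 88.6 CPM in the epidermis, 6.36 ± 1.56 CPM in the cortex and 22.3 ± 15.3 CPM in the pericycle, and its level there is no finding of its own. Of the marker genes tested, 4 of 8 of the non-hair epidermis, 1 of 3 of the cortex and 3 of 8 of the pericycle were higher in their own cell type than in both others in edgeR, and without the replicate block 4 marker genes were. None of 14 root hair genes tested and none of 8 endodermis genes passed that test in any of the sorted cell types. The tested root cap list held 4 genes, of which 1 was higher in the epidermis than in both other cell types. Of 5 photosynthesis genes tested, 1 was higher in the cortex, and of 8 xylem and phloem genes, 3 were higher in the pericycle.

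**Figure D3:**
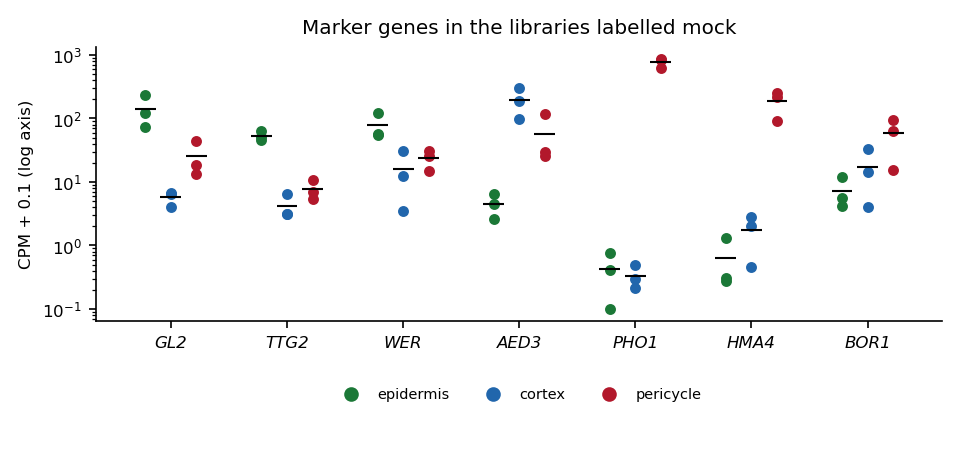
CPM of the marker genes GL2, TTG2, WER, AED3, PHO1, HMA4 and BOR1 in the 9 mock-labelled libraries, on a logarithmic axis. Each point is 1 library and the bars are the means of 3 libraries per cell type.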

First, we identified differentially expressed genes (DEGs) in each cell type after flg22 or Pep1 treatment. 

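Cortex libraries labelled Pep1 differed from those labelled mock in 42 genes, of which 8 were higher and 34 lower. Among the 8, NAC004 (AT1G02230, chromosome 1 from 434965 to 436922), a NAC transcription factor gene, rose with a log2 fold change of 1.86 (standard error 0.27, edgeR adjusted p = 0.0265). WRKY46, which encodes a transcription factor of salicylic acid responses, rose by 1.13 (standard error 0.19, edgeR adjusted p = 0.0418). Pericycle libraries labelled Pep1 were higher than mock in 2 genes, the amino acid permease gene AAP2 at 2.41 (standard error 0.36, edgeR adjusted p = 0.0426) and AT1G07590, which encodes a protein with tetratricopeptide-like repeats, at 2.65 (standard error 0.40, edgeR adjusted p = 0.0426). These Pep1 libraries also had a larger share of reads that overlapped no gene than the mock libraries (8.84 to 9.31% against 6.65 to 7.12%). In the epidermis, edgeR called 0 genes between the libraries labelled Pep1 and mock (89 genes at an unadjusted p under 0.05, 0 in DESeq2). Between the libraries labelled flg22 and mock, edgeR called 0 genes in each cell type, with 280 genes in the epidermis, 886 in the cortex and 1275 in the pericycle at an unadjusted p under 0.05 and 7, 110 and 754 genes in DESeq2. Libraries numbered 2 were higher than those numbered 1 in 282 genes of the epidermis, 275 of the cortex and 16 of the pericycle, and lower in 3, 36 and 0. For the libraries numbered 3 against 1, 587 genes were higher and 270 lower in the epidermis, 1088 and 926 in the cortex, and 79 and 25 in the pericycle. Among the largest rises in the epidermis were GAD4, which encodes a glutamate decarboxylase, at 5.55 (standard error 0.89, edgeR adjusted p = 0.0202) between numbers 2 and 1, and the nitrilase gene NIT4 at 6.79 (standard error 0.71, edgeR adjusted p = 0.00239) between numbers 3 and 1. Without the replicate block edgeR called 0 genes between treatment labels, and with rRNA and ribosomal protein genes kept it called 118 genes with the label Pep1 in the cortex and 0 in the pericycle. The cortical count with Pep1 depends on single libraries, as it was 0 without Pep1 replicate 1, 2 or 3 or mock replicate 1, 3 without mock replicate 3, 15 without flg22 replicate 3 and 18 without mock replicate 2. It was 119 without flg22 replicate 1 and 249 without flg22 replicate 2, while the pericycle count went from 0 (without Pep1 replicate 1 or 3 or mock replicate 1 or 3) to 6 (without Pep1 replicate 2). Between numbers 2 and 1 the lowest count on leaving out 1 library was 20 in the epidermis (of 285, without mock replicate 1), 127 in the cortex (of 311, without Pep1 replicate 2) and 11 in the pericycle (of 16, without flg22 replicate 1). Between numbers 3 and 1 it was 167 in the epidermis (without mock replicate 1), 1124 in the cortex (without Pep1 replicate 3) and 57 in the pericycle (without flg22 replicate 1). The tests covered 16008 genes in the epidermis, 16382 in the cortex and 17704 in the pericycle. In simulated cortex counts, edgeR found 90% of genes changed 8-fold and 13% of those changed 2-fold.

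**Figure D4:**
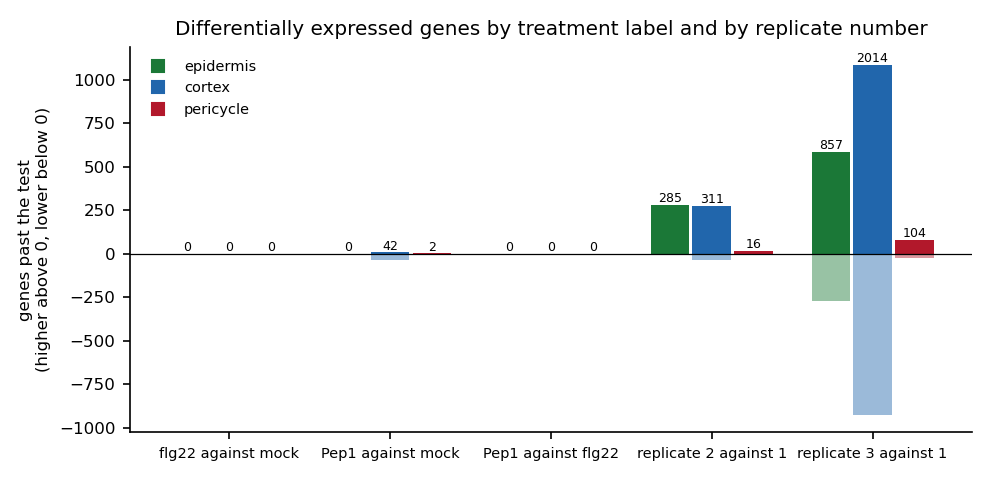
Number of genes called in edgeR at an adjusted p under 0.05 in each cell type, for comparisons between treatment labels and between replicate numbers. Bars above 0 count genes that were higher and bars under 0 those that were lower, up to 1088 higher and 926 lower in the cortex.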

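The genes called with either elicitor label included SBH2, which encodes a sphingoid base hydroxylase, higher in cortex libraries labelled Pep1 by 1.36 (standard error 0.23, edgeR adjusted p = 0.0434). FBS3, an F-box gene, rose there by 1.44 (standard error 0.19, edgeR adjusted p = 0.0254). NRT3.1, a partner protein of high-affinity nitrate transporters, fell with a log2 fold change of -1.76 (standard error 0.25, edgeR adjusted p = 0.0254), and ZAT6, a zinc finger gene of phosphate homeostasis, with -1.47 (standard error 0.21, edgeR adjusted p = 0.0265). Over all cell types and both elicitor labels the calls made 44 different genes in edgeR and 1772 in DESeq2. Between replicate numbers, libraries numbered 2 or 3 differed from those numbered 1 in 2430 genes in edgeR and 4430 in DESeq2. This set holds the cytochrome P450 gene CYP706A1, of which 39.9% of the 100-base stretches recur elsewhere in the genome, at 8.51 (standard error 0.77, edgeR adjusted p = 0.00127) in the epidermis. It also holds TIP2;2, a vacuolar aquaporin gene, with a log2 fold change of -5.12 (standard error 0.84, edgeR adjusted p = 0.00627) in the pericycle.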

In total, 3276 unique DEGs responded to one or both elicitors in at least one cell type. 

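The epidermal libraries numbered 3 had more transcript than those numbered 2 of B120, a lectin receptor kinase gene, with a log2 fold change of 3.29 (standard error 0.42, edgeR adjusted p = 0.0493). They had less of WRKY29, a transcription factor gene of flagellin signaling, with -3.53 (standard error 0.36, edgeR adjusted p = 0.0284), and of YUC3, a gene of auxin synthesis, with -2.53 (standard error 0.26, edgeR adjusted p = 0.0284). Libraries numbered 3 differed from those numbered 1 in 2350 genes over the 3 cell types, and those numbered 2 in 479. Between the libraries labelled Pep1 and mock, all 44 genes called came from the cortex and the pericycle. Compared directly, the libraries labelled Pep1 and flg22 differed in 0 genes of each cell type in edgeR, with 1106 genes in the epidermis, 1031 in the cortex and 868 in the pericycle at an unadjusted p under 0.05 and 18, 161 and 615 in DESeq2. Between numbers 3 and 2 the same test called 14 genes in the epidermis, 327 in the cortex and 0 in the pericycle (828 in the pericycle at an unadjusted p under 0.05, 470 in DESeq2). The 14 epidermal genes depend on single libraries, as the count was 0 without mock replicate 1 or 2, flg22 replicate 1 or 3 or Pep1 replicate 2 or 3, 8 without mock replicate 3 or flg22 replicate 2 and 42 without Pep1 replicate 1. The cortical count moved with single libraries too and was lowest without cortex mock replicate 2.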

Consistent with a recent study (Poncini et al., 2017), Pep1 treatment elicited markedly more DEGs (3082) in roots than flg22 (884). 

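CER4, which encodes a reductase of wax alcohol synthesis, was lower in epidermal libraries numbered 3 than in those numbered 1, with a log2 fold change of -4.61 (standard error 0.48, edgeR adjusted p = 0.00239), and passed the count filter in no other cell type. In the cortex, MYB43, a transcription factor gene, was lower by -4.28 (standard error 0.48, edgeR adjusted p = 0.00032) and PGSIP3, a gene of xylan modification, had -4.26 (standard error 0.59, edgeR adjusted p = 0.000921). In the pericycle, UMAMIT28, which encodes an amino acid exporter, had a log2 fold change of -4.66 (standard error 1.00, edgeR adjusted p = 0.0468). Between numbers 3 and 1, 327 genes were called in the epidermis alone, 1462 in the cortex alone and 8 in the pericycle alone. Between numbers 2 and 1 these counts were 167, 191 and 0. Between the labels Pep1 and mock, 42 genes were called in the cortex alone and 2 in the pericycle alone, and between flg22 and mock none in edgeR (751 in the pericycle alone in DESeq2).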

In total, Pep1 resulted in the cell type-specific expression of 702 (epidermis; 365 up/337 down), 1159 (cortex; 532 up/627 down), and 157 (pericycle, 79 up/78 down) DEGs compared with 368 (epidermis; 351 up/17 down), 244 (cortex; 128 up/116 down), and 32 (pericycle; 10 up/22 down) genes with cell type-specific regulation by flg22 (Figures 2A and 2B; Supplemental Table 2; Supplemental Data Sets 1 and 2). 

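RBOHD, the NADPH oxidase gene of the immune oxidative burst, stood at 4.09 ± 0.766 (SD, n = 3) CPM in epidermal libraries numbered 1 and at 61.6 ± 7.13 CPM in those numbered 3. In the cortex its level was 155 ± 35.6 CPM in libraries numbered 1 and 321 ± 78.5 CPM in those numbered 3, and in the pericycle 600 ± 148 and 791 ± 275 CPM. RBOHD was the single gene whose difference between numbers 3 and 1 differed between cell types in edgeR's interaction test (adjusted p = 0.000569). Of the genes called between numbers 3 and 1, 76.5% were called in 1 cell type, and of those called between numbers 2 and 1, 74.7%. A call in 1 cell type does not show a difference between cell types, and the interaction test called 1 of 19144 genes in both comparisons (1213 and 985 at an unadjusted p under 0.05). For the labels Pep1 and mock, all 44 genes (100%) were called in 1 cell type, and the interaction test called 0 genes (1100 at an unadjusted p under 0.05, 130 in DESeq2). For flg22 and mock the share is not defined in edgeR because no gene was called, and the interaction test called 9 genes, a count that ran from 0 to 126 on leaving out 1 library. In simulated counts this interaction test found 31% of genes changed 8-fold in the cortex alone and 0% of those changed 2-fold.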

Altogether, 65% (2018 genes) of all Pep1-responsive genes and 73% (644 genes) of all flg22-responsive genes (upregulated and downregulated) showed specific expression in only one of the three cell types (Figures 2A and 2B; Supplemental Figure 6; Supplemental Data Set 2). 

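IGMT4 (AT1G21130, chromosome 1 from 7398814 to 7400736), which methylates indole glucosinolates, had 10.2 ± 8.88 (SD, n = 3) CPM in epidermal libraries numbered 1 and 414 ± 88.7 CPM in those numbered 3. Its log2 fold change between these numbers was 5.45 (standard error 0.62, edgeR adjusted p = 0.00288) in the epidermis, 6.31 (standard error 0.60, edgeR adjusted p = 0.000127) in the cortex and 4.82 (standard error 0.49, edgeR adjusted p = 0.000203) in the pericycle. GST11 (AT1G02920, chromosome 1 from 658578 to 659980), a glutathione transferase gene, rose by 6.38 (standard error 0.40, edgeR adjusted p = 1.72e-05) in the cortex and PER4 (AT1G14540, chromosome 1 from 4974021 to 4975705), a peroxidase gene, by 4.82 (standard error 0.41, edgeR adjusted p = 0.000127) between numbers 2 and 1. These 3 genes were among 12 that passed the test in all 3 cell types both between numbers 2 and 1 and between numbers 3 and 1, all 12 higher in the libraries numbered 2 and 3. The others are GSTU12, PER5, PRX71, IGMT2, the chitinase genes AT1G02360 and AT2G43620, the hydrolase gene AT2G39400, the peroxidase gene AT5G39580 and AT2G38870, which encodes a protease inhibitor. GST1 and IGMT3 did not pass between numbers 2 and 1 in the pericycle, where their log2 fold changes were 2.76 (standard error 0.61, edgeR adjusted p = 0.211) and 2.07 (standard error 0.43, edgeR adjusted p = 0.141). PER61 passed in no comparison in the main edgeR fit, and 24.2% of the 100-base stretches of IGMT2 and 25.9% of those of IGMT3 recur elsewhere in the genome. Of these paper-named genes none was called between treatment labels in the main edgeR fit, where the median log2 fold change of 10 of them lay between -0.71 and -0.00111 over the 6 comparisons. Without the low-count filter, edgeR called GST11 (edgeR adjusted p = 0.0142), PER61 (edgeR adjusted p = 0.00700) and PRX71 (edgeR adjusted p = 0.0494) lower in cortex libraries labelled Pep1. In DESeq2, GST11 and PER61 were lower in cortex libraries labelled Pep1, with log2 fold changes of -1.13 (DESeq2 adjusted p = 0.0493) and -1.83 (DESeq2 adjusted p = 0.0283). In that tool, 55 genes passed between the numbers in all 3 cell types and 0 between the labels.

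**Figure D5:**
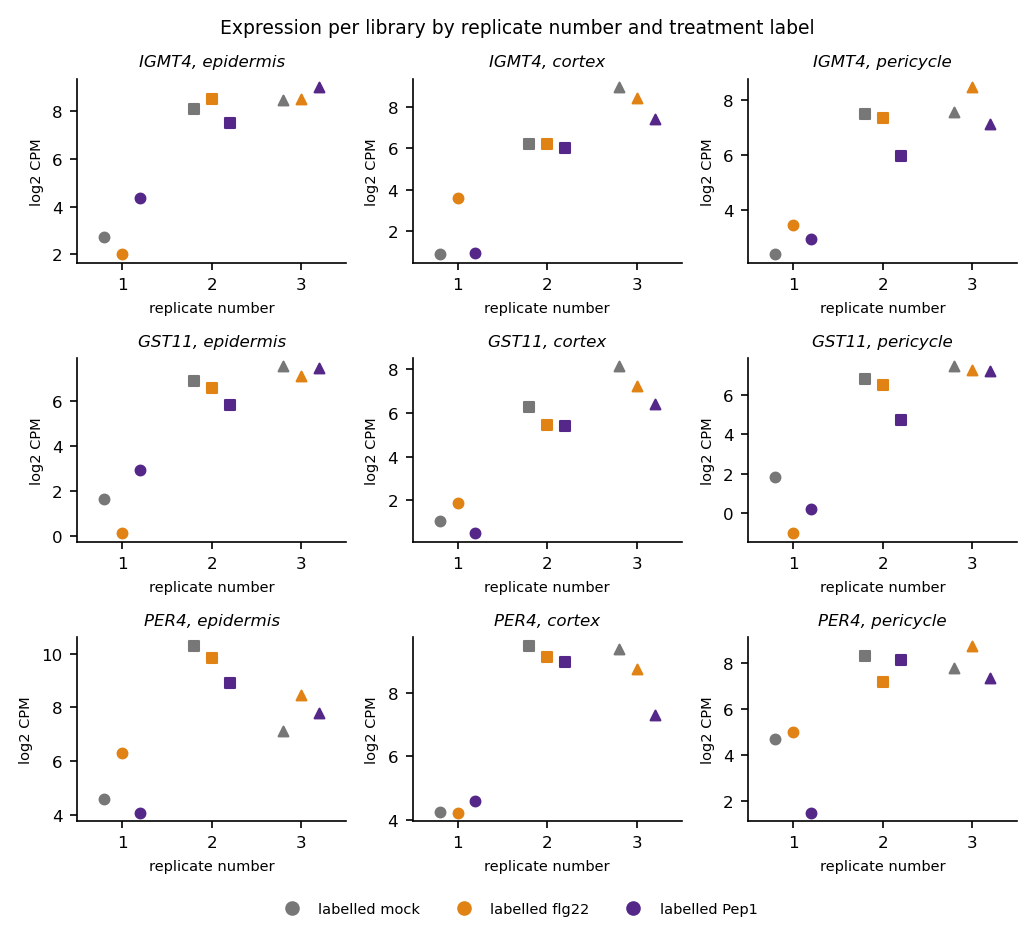
Log2 CPM of IGMT4, GST11 and PER4 in the 9 libraries of each cell type. The replicate number is on the horizontal axis and the color gives the treatment label, and in each cell type the libraries numbered 1 are lowest.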

Only 35 genes (e.g., *GLUTATHIONE S-TRANSFERASES* [*GST1/11* and *GSTU12*], *PEROXIDASES* [*PER4/5/61* and *PRX71*], and *INDOLE GLUCOSINOLATE O-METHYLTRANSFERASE*S [*IGMT2/3/4*]) were expressed across all cell types upon flg22 or Pep1 treatment (Supplemental Figure 6; Supplemental Tables 3 and 4). Pericycle replicates were less consistent and noisier, potentially reducing the number of DEGs observed (Supplemental Figure 4; Supplemental Table 2).

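Pericycle libraries of the same condition were less alike than those of the other cell types, with Pearson correlations of log2 CPM across genes from 0.708 to 0.849 (median 0.787, 9 pairs). Epidermal pairs ranged from 0.900 to 0.960 (median 0.945) and cortex pairs from 0.884 to 0.944 (median 0.926). Genes within a library are not independent replicates, so these correlations describe the libraries. The biological coefficient of variation of edgeR was 80.4% in the pericycle, 36.0% in the cortex and 33.5% in the epidermis. With every library thinned to 2322577 counts, these values were 0.698, 0.301 and 0.313 as fractions. In simulated pericycle counts of this spread, edgeR found 57% of genes changed 8-fold and 2% of those changed 2-fold, against 96.5% and 6% in the epidermis. The variance between replicates was 28.8 to 134 times that of counting noise over the 3 cell types.

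**Figure D6:**
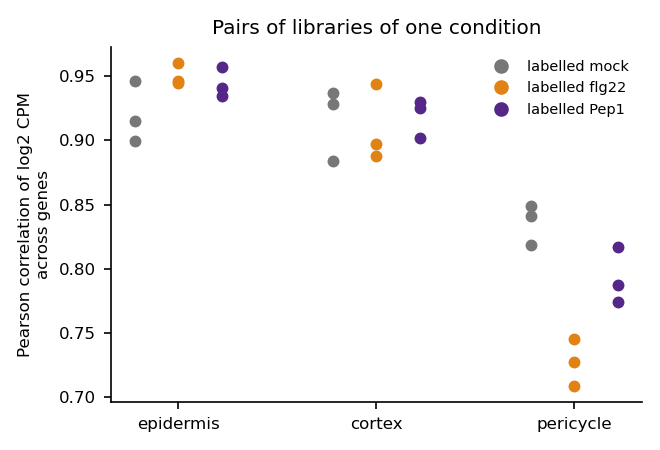
Pearson correlation of log2 CPM across genes for the 9 pairs of replicates within conditions of each cell type. Each point is 1 pair and the color gives the treatment label, and the median was lowest in the pericycle at 0.787.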

**Figure 2.**
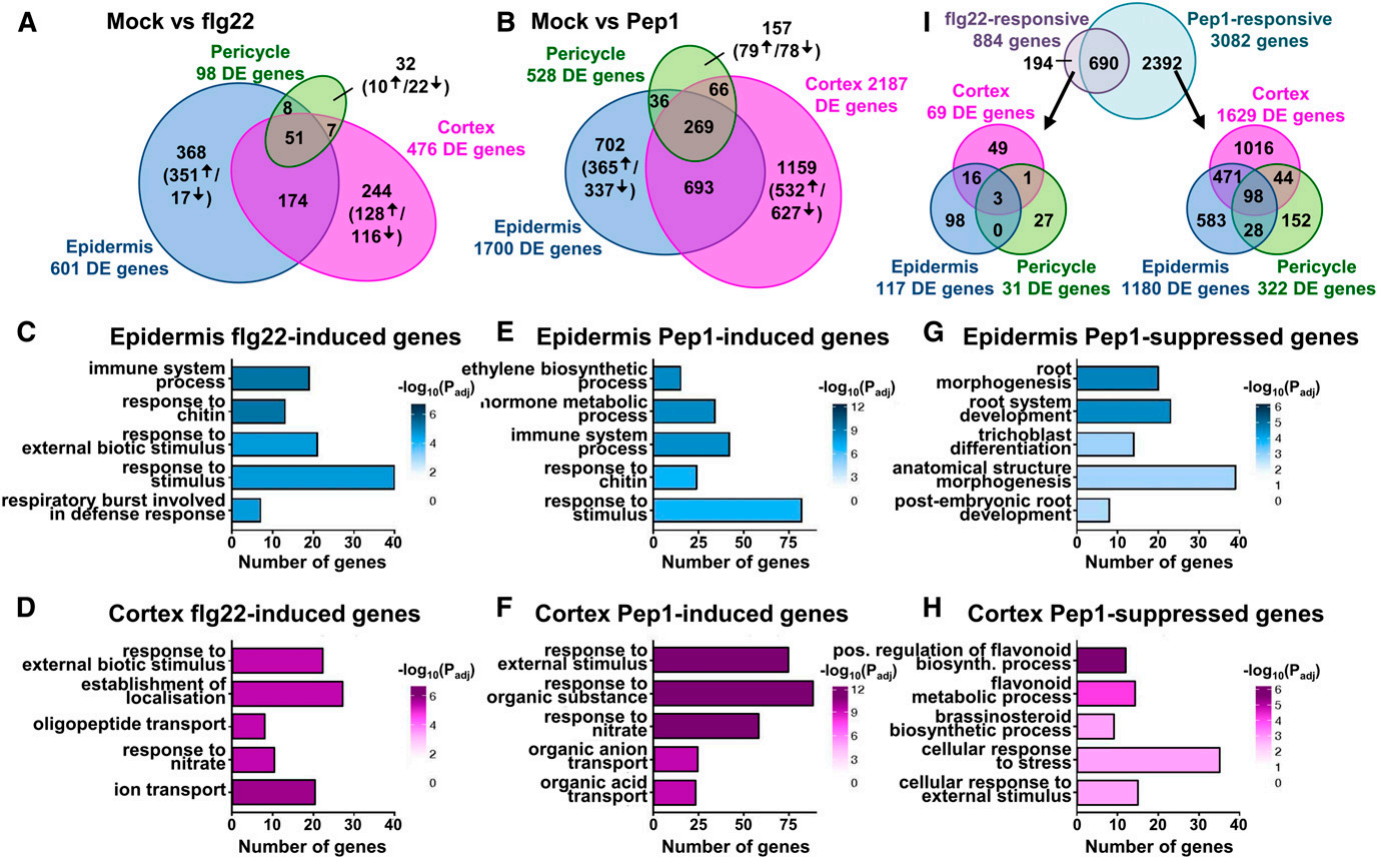
Root Cell Types Differ in Their Immunity Gene Networks. **(A)** and **(B)** Venn diagrams indicating the number of DEGs with cell type-specific expression or expression across cell types upon treatment with flg22 **(A)** or Pep1 **(B)**. Numbers in parentheses indicate upregulated/downregulated DEGs. **(C)** and **(D)** The top 5 nonredundant, most significantly enriched GO terms in genes specifically induced by flg22 in the epidermis **(C)** or cortex **(D)**. In order to make consistent comparisons, the top 128 upregulated genes from each cell type were used to calculate GO enrichment. Tone of color indicates significance degree [log_10_ (P_adj_)]. **(E)** and **(F)** The top 5 nonredundant, most significantly enriched GO terms in genes specifically induced by Pep1 in the epidermis **(E)** or cortex **(F)**. In order to make consistent comparisons, the top 365 upregulated genes from each cell type were used to calculate GO enrichment. Tone of color indicates significance degree [log_10_ (P_adj_)]. **(G)** and **(H)** The top 5 nonredundant, most significantly enriched GO terms in genes specifically suppressed by Pep1 in the epidermis **(G)** or cortex **(H)**. In order to make consistent comparisons, the top 337 downregulated genes from each cell type were used to calculate GO enrichment. Tone of color indicates significance degree [log_10_ (P_adj_)]. **(I)** Venn diagrams show the overlap of flg22- and Pep1-responsive DEG sets aggregated across cell types (top) and the split by cell types for 194 flg22-specific (bottom left) and 2392 Pep1-specific (bottom right) DEGs per cell type.

To determine if the cell type specificity of flg22- and Pep1-responsive gene networks reflects specific functions, we conducted Gene Ontology (GO) analyses. In the epidermis and cortex, flg22- and Pep1-induced genes were enriched in immunity-associated terms (Figures 2C to 2F). 

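Some marker genes of pattern-triggered immunity (PTI) were called higher in the libraries numbered 2 or 3 than in those numbered 1. Of 21 tested in the epidermis, 10 were higher between numbers 2 and 1 in edgeR and 0 lower (17 higher when adjusted over the list alone). They include CYP81F2, a P450 of indole glucosinolate defense, with a log2 fold change of 4.47 (standard error 0.64, edgeR adjusted p = 0.0141), and PER5 with 4.58 (standard error 0.47, edgeR adjusted p = 0.00432). In the cortex 7 of 21 were higher and 0 lower (12 higher and 1 lower when adjusted over the list alone), and in the pericycle 2 of 22 were higher (5 when adjusted over the list alone). Between numbers 3 and 1, 10 were higher in the epidermis, 10 higher and 1 lower in the cortex, and 4 higher in the pericycle (16, 12 and 1, and 9 when adjusted over the list alone). WRKY18, a regulator of defense genes, was the cortical gene that was lower, at -1.39 (standard error 0.24, edgeR adjusted p = 0.00361). Against all other genes, camera placed this list higher in the epidermis between numbers 2 and 1 with an adjusted p = 0.0278 with an estimated correlation, and the value was 0.25 in the cortex and 0.145 in the pericycle. Of 18 genes of indole glucosinolate and camalexin synthesis in the epidermis, 10 were higher between numbers 2 and 1 and 11 between numbers 3 and 1 (13, and 13 with 2 lower, when adjusted over the list alone). The cortex had 8 and 11 of 19 higher with 1 lower between numbers 3 and 1 (10, and 13 with 2 lower, when adjusted over the list alone), and the pericycle 2 and 5 of 22 (6 and 7 when adjusted over the list alone). CYP83B1 of that pathway rose by 3.14 (standard error 0.30, edgeR adjusted p = 0.000128) and the transporter gene PEN3 by 2.00 (standard error 0.31, edgeR adjusted p = 0.00416). Between treatment labels none of these genes was called in the main edgeR fit, and of 134 list tests 26 passed with the preset correlation of camera and 0 with an estimated one.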

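CERK1 (AT3G21630, chromosome 3 from 7615357 to 7618671), the chitin receptor kinase gene, stood at 61.3 ± 8.55 (SD, n = 3) CPM in cortex libraries numbered 1 and at 211 ± 7.70 CPM in those numbered 2, a log2 fold change of 1.79 (standard error 0.19, edgeR adjusted p = 0.000418). In the epidermis its change between these numbers was 0.87 (standard error 0.33, edgeR adjusted p = 0.383). WAKL2, a wall-associated kinase gene, rose in the cortex by 2.36 (standard error 0.38, edgeR adjusted p = 0.00836), and WRKY8, a transcription factor gene of defense, by 4.25 (standard error 0.67, edgeR adjusted p = 0.00737). FLS2, the receptor gene of flg22, rose in the cortex by 3.00 (standard error 0.26, edgeR adjusted p = 0.000139). In the epidermis, the kinase gene MPK5 rose by 2.82 (standard error 0.34, edgeR adjusted p = 0.00743) and ATCHITIV, a chitinase gene of which 75.7% of the exon length lies under another gene, by 3.17 (standard error 0.41, edgeR adjusted p = 0.0104). NHL10 (AT2G35980, chromosome 2 from 15110492 to 15111539), a marker of defense at the plasma membrane, had 2.97 (standard error 0.64, edgeR adjusted p = 0.0691) in the epidermis, which misses the threshold. Of 24 genes of pattern recognition and early signaling, 3 were higher in the epidermis, 4 in the cortex and 0 in the pericycle between numbers 2 and 1 (9, 8 and 0 when adjusted over the list alone, with 1 lower in the cortex). Between the labels flg22 and mock, the log2 fold changes of CERK1, WAKL2, WRKY8 and FLS2 in the cortex were -0.09, -0.12, -0.12 and 0.02, and those of MPK5 and ATCHITIV in the epidermis were -0.09 and -0.93, none of them called in edgeR. No difference of these genes between cell types passed the interaction test.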

In total, 21% of epidermis-specific (e.g., *NDR1/HIN1-LIKE10* [*NHL10*], *MPK5*, *CHITINASE CLASS IV* [*ATCHITIV*]) and 22.5% of cortex-specific (e.g., *CHITIN ELICITOR RECEPTOR KINASE1* [*CERK1*], *WALL ASSOCIATED KINASE-LIKE2* [*WAKL2*], *WRKY DNA BINDING PROTEIN8* [*WRKY8*]) flg22-responsive genes were associated with immunity terms. 

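FRK1 (AT2G19190, chromosome 2 from 8326049 to 8329944), a receptor-like kinase gene induced by flg22, had 8.78 ± 1.65 (SD, n = 3) CPM in epidermal libraries numbered 1, 120 ± 12.7 CPM in those numbered 2 and 22.2 ± 5.42 CPM in those numbered 3. Its log2 fold change between numbers 3 and 1 was 1.31 (standard error 0.26, edgeR adjusted p = 0.0238) and that between numbers 2 and 1 was 3.76 (standard error 0.27, edgeR adjusted p = 0.002). WRKY33, a regulator of camalexin synthesis, had 1.30 (standard error 0.39, edgeR adjusted p = 0.0993) in the epidermis. In the cortex, BIR1, a kinase gene that restrains defense, rose between numbers 3 and 1 by 1.29 (standard error 0.20, edgeR adjusted p = 0.00189), WRKY22 by 1.59 (standard error 0.25, edgeR adjusted p = 0.0022) and ANAC019, a NAC gene of jasmonate signaling, by 4.47 (standard error 1.03, edgeR adjusted p = 0.0161). Of the 24 pattern recognition genes, 7 were higher in the epidermis, 14 in the cortex and 0 in the pericycle in this comparison (12, 15 and 0 when adjusted over the list alone). Between the labels Pep1 and mock, the log2 fold changes were -0.21 for FRK1 and -0.19 for WRKY33 in the epidermis, and 0.34, -0.25 and -0.25 for BIR1, WRKY22 and ANAC019 in the cortex, none of them called in edgeR. ANAC019 was tested in the cortex alone because its counts were too low elsewhere.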

Pep1 induced similar proportions of, but distinct, genes associated with immunity: 18% in the epidermis (e.g., *WRKY33*, *FLG22-INDUCED RECEPTOR-LIKE KINASE1* [*FRK1*]) and 19% in the cortex (e.g., *BAK1-INTERACTING RECEPTOR-LIKE KINASE1* [*BIR1*], *WRKY22*, *ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN19* [*ANAC019*]). The GO term analysis revealed functional specificity; notably, immune and hormone responses were more pronounced in flg22- or Pep1-treated epidermal cells (e.g., immune system process, hormone metabolic process; Figures 2C and 2E). In turn, flg22- and Pep1-induced genes in cortex cells were significantly enriched for terms associated with transport processes (e.g., establishment of localization, oligopeptide transport, organic anion transport; Figures 2D and 2F; Supplemental Data Set 3). 

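Among hormone genes, CBP60G, a transcription factor gene that promotes salicylic acid synthesis, was higher in libraries numbered 3 than in those numbered 1 in both outer cell types, by 1.91 (standard error 0.30, edgeR adjusted p = 0.0106) in the epidermis and 2.26 (standard error 0.29, edgeR adjusted p = 0.00056) in the cortex. ICS1, the gene of the main salicylic acid synthase, was lower in the cortex, at -1.58 (standard error 0.35, edgeR adjusted p = 0.0126). JAZ6, a repressor gene of jasmonate responses, rose by 3.00 (standard error 0.50, edgeR adjusted p = 0.0138) in the epidermis and JAZ7 fell with -2.38 (standard error 0.58, edgeR adjusted p = 0.021) in the cortex. The ethylene synthesis genes ACS2 and ACO4 rose in the cortex by 2.79 (standard error 0.64, edgeR adjusted p = 0.0152) and 2.95 (standard error 0.42, edgeR adjusted p = 0.00113). Of 8 salicylic acid genes tested in the epidermis 2 were higher, and of 10 in the cortex 2 were higher and 2 lower (3, and 2 and 2, when adjusted over the list alone). Of 18 jasmonate genes in the epidermis 1 was higher, and of 22 in the cortex 2 were higher and 2 lower (2, and 2 and 3, when adjusted over the list alone). Of 14 ethylene genes, 2 were higher and 1 lower in the epidermis and 6 were higher in the cortex (6 and 1, and 8 and 1, when adjusted over the list alone). In the pericycle no gene of these 3 lists passed edgeR over all genes, and 2 salicylic acid genes passed when adjusted over the list alone. Between numbers 3 and 1, camera gave the ethylene list in the cortex an adjusted p = 0.399 with an estimated correlation and the salicylic acid list in the epidermis 0.405. Between treatment labels none of these genes was called.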

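LHT1, which takes up amino acids, rose between cortex libraries numbered 1 and 2 by 2.25 (standard error 0.26, edgeR adjusted p = 0.000953) on the log2 scale and the ammonium transporter gene AMT2 by 1.25 (standard error 0.23, edgeR adjusted p = 0.0165). The sulfate uptake transporter gene SULTR1;2, the nitrate transporter gene NRT1.8 and the arginine transporter gene AT4G21120 also rose in this comparison. NRT1.8, which retrieves nitrate from the xylem, differed between numbers 3 and 1 by 2.51 (standard error 0.30, edgeR adjusted p = 0.000442), whereas the amino acid permease gene AAP1 fell, at -1.58 (standard error 0.32, edgeR adjusted p = 0.0086). In the epidermis, the sugar transporter gene STP13 rose by 3.28 (standard error 0.36, edgeR adjusted p = 0.00273) and the ammonium transporter gene AMT1;3 was the 1 of the list that fell. Of 26 nutrient transport genes tested in the cortex, 5 were higher between numbers 2 and 1, and 9 were higher and 2 lower between numbers 3 and 1 (10, and 10 and 2, when adjusted over the list alone). Of 26 in the epidermis, 1 was higher in the first comparison, and 4 were higher and 1 lower in the second (5, and 4 and 2, when adjusted over the list alone). None of 31 passed in the pericycle over all genes (1 higher and 2 lower between numbers 3 and 1 when adjusted over the list alone). Between treatment labels, 1 gene of this list was called, NRT3.1 in the cortex (1 higher and 2 lower when adjusted over the list alone). Camera gave the cortical list an adjusted p = 0.185 with an estimated correlation between numbers 2 and 1.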

Due to the small number of genes (140 genes across all cell types), we were unable to conduct GO analyses for flg22-suppressed genes. However, GO terms associated with Pep1-repressed genes were enriched in terms associated with developmental processes in the epidermis (e.g., root morphogenesis, root system development; Figure 2G) and in flavonoid metabolism and growth hormone synthesis in the cortex (e.g., positive regulation of flavonoid, brassinosteroid biosynthetic process; Figure 2H).

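Several of the 34 genes that were lower in cortex libraries labelled Pep1 than in those labelled mock encode proteins of the nucleolus or of RNA processing, going by their products, and no list of such genes was tested. NUC-L1 (AT1G48920, chromosome 1 from 18098081 to 18101732), a nucleolin gene needed for ribosomal RNA synthesis, fell with a log2 fold change of -3.94 (standard error 0.52, edgeR adjusted p = 0.0254). NAP57 (AT3G57150, chromosome 3 from 21153815 to 21156075), a pseudouridine synthase gene of the nucleolus, had 70.9 ± 8.13 (SD, n = 3) CPM in the libraries labelled mock and 4.49 ± 1.04 CPM in those labelled Pep1, a change of -4.09 (standard error 0.54, edgeR adjusted p = 0.0254), and HDA3, a nucleolar histone deacetylase gene, fell with -5.17 (standard error 0.60, edgeR adjusted p = 0.0254). GRP4 and GR-RBP3, RNA-binding protein genes, had -5.14 (standard error 0.82, edgeR adjusted p = 0.0369) and -4.36 (standard error 0.67, edgeR adjusted p = 0.0318), and the RNA helicase gene PMH1 had -3.62 (standard error 0.54, edgeR adjusted p = 0.0304). Ribosomal protein genes took 0.352 to 0.659% of the gene counts in the cortex libraries labelled Pep1, 0.405 to 1.53% in those labelled flg22 and 1.50 to 1.94% in those labelled mock. The paper removed the reads of such genes because they were preferentially amplified in some samples, and whether this bears on the 34 genes was not tested. The cortex libraries labelled Pep1 also had fewer gene counts than those labelled mock (5742286 to 9973642 against 10022956 to 14149915), fewer genes detected (18476 to 19743 against 20105 to 20729) and a larger share of reads that overlapped no gene (7.60 to 7.93% against 6.45 to 7.38%). Of 12 genes of cell division and the meristem, none was called over all genes and CYCB2;1, MAP65-3 and CYCB1;2 were lower when adjusted over the list alone, with a list median of -1.96 (camera adjusted p = 2.82e-05 with the preset correlation, adjusted p = 0.893 with an estimated correlation). The heat shock list had a median of -1.01 (camera adjusted p = 0.0223 with the preset correlation, adjusted p = 0.893 with an estimated correlation). None of 8 flavonoid genes tested in the cortex passed in any comparison between labels or between numbers 2 or 3 and 1. Of the brassinosteroid genes, ROT3 was lower in libraries numbered 3 than in those numbered 1, at -2.51 (standard error 0.52, edgeR adjusted p = 0.0301) in the epidermis and -1.94 (standard error 0.36, edgeR adjusted p = 0.00479) in the cortex (2 and 3 lower when adjusted over the list alone). In the pericycle, GASA1, a gibberellin-regulated gene, and PIP2B, an aquaporin gene, were lower in libraries numbered 3, at -3.40 (standard error 0.54, edgeR adjusted p = 0.00489) and -2.80 (standard error 0.38, edgeR adjusted p = 0.00189). Within the 1 sequencing pool that holds all 3 cortex libraries labelled mock and 1 labelled Pep1, the 34 genes, which had been chosen with that same Pep1 library so that a fall was built in, had a median log2 difference of -2.88, and edgeR called 0 genes (1212 at an unadjusted p under 0.05), with the lone library assumed to vary like the others. Over all pools, DESeq2 called 800 genes in the cortex with the label Pep1.

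**Figure D7:**
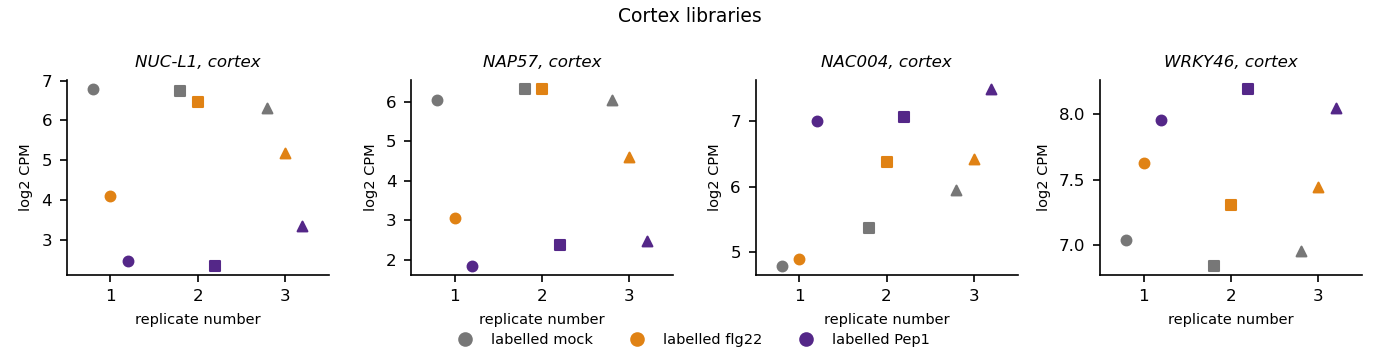
Log2 CPM of NUC-L1, NAP57, NAC004 and WRKY46 in the 9 cortex libraries. The horizontal axis is the replicate number and the color is the treatment label, and the libraries labelled Pep1 are lowest for the first pair of genes and highest for the second.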

### flg22-Regulated Genes Are Largely Encompassed within a More Diverse Pep1 Gene Network

We next determined the commonalities of flg22 and Pep1 responses between treatments and across cell types (Figure 2I). Aggregating across cell types, 78% (690 of 884 DEGs) of flg22-responsive genes were also regulated by Pep1, whereas 22% (194 of 884 DEGs) were specific to flg22 (Figure 2I). 

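Between replicate numbers, the genes that passed for numbers 2 and 1 largely passed for numbers 3 and 1 too, among them the phosphatase gene PP2C5, with log2 fold changes of 4.95 (standard error 0.24, edgeR adjusted p = 0.000338) and 4.47 (standard error 0.24, edgeR adjusted p = 0.000568) in the epidermis. Of the 479 genes of the first comparison over all cell types, 399 (83.3%) were called in the second. In the epidermis the lists shared 225 higher genes, against 10.3 for independent lists of these sizes, and in the cortex 223 higher genes against 18.3. For lower genes the cortex lists shared 35 against 2.04, the epidermis 3 against 0.0506, and the pericycle shared 14 higher genes against 0.0714. Simulated libraries without any change shared 0 genes, but their lists held at most 1 gene each, and part of the excess may come from the shared libraries numbered 1, which are too few to be split. Between the labels flg22 and mock edgeR called 0 genes over all cell types, so the share also called with Pep1 is not defined. In DESeq2, 267 of 868 genes called with the label flg22 (30.8%) were called with Pep1 as well.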

Of the 194 flg22-specific DEGs, 89% (174 DEGs) were only expressed in one cell type (DEGs: 98 in epidermis, 49 in cortex, 27 in pericycle; Figure 2I; Supplemental Data Set 4). 

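Genes that passed between numbers 3 and 1 and not between numbers 2 and 1 in any cell type numbered 1951 in edgeR and 2993 in DESeq2. They include the patellin gene PATL2, of membrane traffic, which fell with a log2 fold change of -3.45 (standard error 0.62, edgeR adjusted p = 0.014) in the pericycle, and the cell wall arabinogalactan gene AGP22, with -3.65 (standard error 0.54, edgeR adjusted p = 0.00824) in the epidermis. PATL2 had -1.06 (standard error 0.30, edgeR adjusted p = 0.137) between numbers 2 and 1 in the cortex, a change of the same sign that misses the threshold. With the treatment labels, all 44 genes of Pep1 were without a call for flg22 in edgeR, against 904 of 1171 in DESeq2.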

The majority of Pep1-responsive genes were specific to Pep1 (2392 of 3082 DEGs; 77%). These Pep1-specific genes were also largely cell type-specific, with 1016 DEGs expressed in the cortex, 583 in epidermal cells, and 152 in pericycle cells (Figure 2I; Supplemental Data Set 4). GO analyses of these elicitor-specific DEGs revealed that flg22-responsive genes in epidermal and cortical cells were enriched in GO terms defining transport processes (e.g., organic acid transport, amino acid transport, nitrate transport), whereas Pep1-enriched terms were associated with hormone metabolism and signaling (e.g., hormone metabolic process, salicylic acid biosynthetic process) in these two cell types (Supplemental Data Set 5). 

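Tested over all 9 libraries of a cell type at once, edgeR called 592 genes in the epidermis, 1458 in the cortex and 66 in the pericycle for the replicate number. The same joint test called 0 genes of each cell type for the treatment label. The paper concludes that both elicitors activate distinct networks in each cell type and that the response to flg22 lies largely within a more diverse response to Pep1.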

Overall, our results show that both flg22 and Pep1 activate distinct gene networks in each cell type and that the flg22 response is largely encompassed within a much more diverse Pep1 response.

### Immunity Networks Only Partially Overlap with Cell Identity Gene Networks

Our observation that Pep1-repressed genes function in root growth and development (Figure 2G) is in agreement with the reported root growth-inhibiting effect of PTI (Gómez-Gómez et al., 1999; Jacobs et al., 2011). It is known that the maintenance of the identity of each cell type, which is defined by cell type-specific functions, is essential for overall root integrity and root growth, especially under stress (Iyer-Pascuzzi et al., 2011; Geng et al., 2013). 

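NRT1.5, which loads nitrate into the xylem, marked the pericycle at 723 ± 307 (SD, n = 3) CPM in mock-labelled libraries, with a log2 difference of -10.82 (standard error 0.98, edgeR adjusted p = 9.37e-05) for cortex minus pericycle. CYP79B3, of indole glucosinolate synthesis, stood at 67.8 ± 4.18 CPM there, and 7 of 11 tested genes of aliphatic glucosinolate synthesis were higher in the pericycle than in both other cell types. TT4, the chalcone synthase gene of flavonoid synthesis, was highest in the cortex at 1416 ± 904 CPM, against 10.5 ± 6.22 CPM in the epidermis, a log2 difference of -7.05 (standard error 0.57, edgeR adjusted p = 4.07e-05). CERK1 and PEN2, a myrosinase of defense, were highest in the epidermis, at 525 ± 226 and 1634 ± 918 CPM. PEN2 exceeded the cortex by 1.34 (standard error 0.32, edgeR adjusted p = 0.0172). None of 22 tested PTI markers was higher in 1 cell type than in both others. Genes higher in 1 cell type than in both others in edgeR numbered 601 in the epidermis, 230 in the cortex and 506 in the pericycle of 17759 tested. DESeq2 called 869, 469 and 823. Without the replicate block edgeR called 290 in the epidermis and 59 in the cortex. On leaving out 1 mock library at a time, the lowest counts were 249 in the epidermis (without epidermis replicate 1), 34 in the cortex (without pericycle replicate 2) and 214 in the pericycle (without pericycle replicate 2). In simulated mock libraries the test found 77.8% of genes raised 8-fold in the pericycle and 0.25% of those raised 2-fold. Mock libraries of different cell types share no sequencing pool, so a difference between pools is not separated from one between cell types. The mock-labelled libraries also carry different replicate numbers, between which genes of defense differed, so these levels may not all describe untreated cells.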

To determine if PTI affects cell (type) identity networks, we first defined the cell identity-specific transcriptomes (using our RNA-seq data from mock-treated samples) and identified 950 genes as specifically enriched in epidermis, 512 in cortex, and 1055 in pericycle (Supplemental Data Set 6). These enriched data sets were confirmed to strongly overlap (P < 10^−6^, Fisher’s exact test) with published cell identity gene sets (Bargmann et al., 2013), and distinct GO terms were associated with each set of identity genes specifying the different functions of each cell type (Figures 3A to 3C; Supplemental Data Set 6). By comparing cell identity with cell type-specific PTI gene sets (by combining flg22 and Pep1 DEGs per cell type), we found that PTI affected 18% (epidermis), 28% (cortex), and 5% (pericycle) of respective cell identity genes (Figures 3D to 3F; Supplemental Data Set 7). Similarly, salt stress or iron deprivation-regulated networks overlapped with cell identity networks, which was found to support cell type-specific responses to abiotic stresses (Dinneny et al., 2008; Iyer-Pascuzzi et al., 2011). 

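AAP2 (AT5G09220, chromosome 5 from 2866222 to 2869156), an amino acid permease gene of the vasculature, and AT1G07590 (chromosome 1 from 2336477 to 2339391) were the pericycle identity genes that were also called with the label Pep1. AAP2 stood at 431 ± 61.6 (SD, n = 3) CPM in the libraries labelled mock and at 2483 ± 1540 CPM in those labelled Pep1. They make 0.395% of the pericycle identity genes, against 0.0596 genes for independent lists (two-sided Fisher's exact test, p = 0.000885), and the same mock libraries enter both lists. As a set, the pericycle identity genes were higher with both elicitor labels than with mock. Their median log2 fold change was 0.526 with Pep1 and 0.534 with flg22, and 0.0409 between the labels Pep1 and flg22. With Pep1 20.2% of them were below 0, against 52.1% of all genes tested in the pericycle, and with flg22 24.7%, against 55.8%. The same mock libraries enter both comparisons. In the epidermis and the cortex, 0 identity genes were called with a treatment label in edgeR (independent lists give 0.599 in the cortex), and in DESeq2 the shares were 4.48% in the cortex and 7.17% in the pericycle. Of the 230 cortex identity genes, 60 (26.1%) were called between replicate numbers in the cortex alone, such as the vacuolar aquaporin gene TIP2;3, at -2.87 (standard error 0.33, edgeR adjusted p = 0.000371), against 21.6 for independent lists (two-sided Fisher's exact test, p = 1.3e-13). In the epidermis 39 of the identity genes were in this overlap (6.49% of them), against 16.1 (two-sided Fisher's exact test, p = 3.71e-07), and in the pericycle 4 (0.791% of its identity genes), against 0.179 (two-sided Fisher's exact test, p = 1.11e-05). The mock libraries that define identity genes enter these comparisons too, so the overlap without any change need not equal that of independent lists. Of all cortex identity genes tested between numbers 3 and 1, 67 were lower and 18 higher. In the epidermis 34 were higher and 27 lower, and in the pericycle 4 were lower.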

We therefore wanted to understand how cell identity and immunity networks are linked.

**Figure 3.**
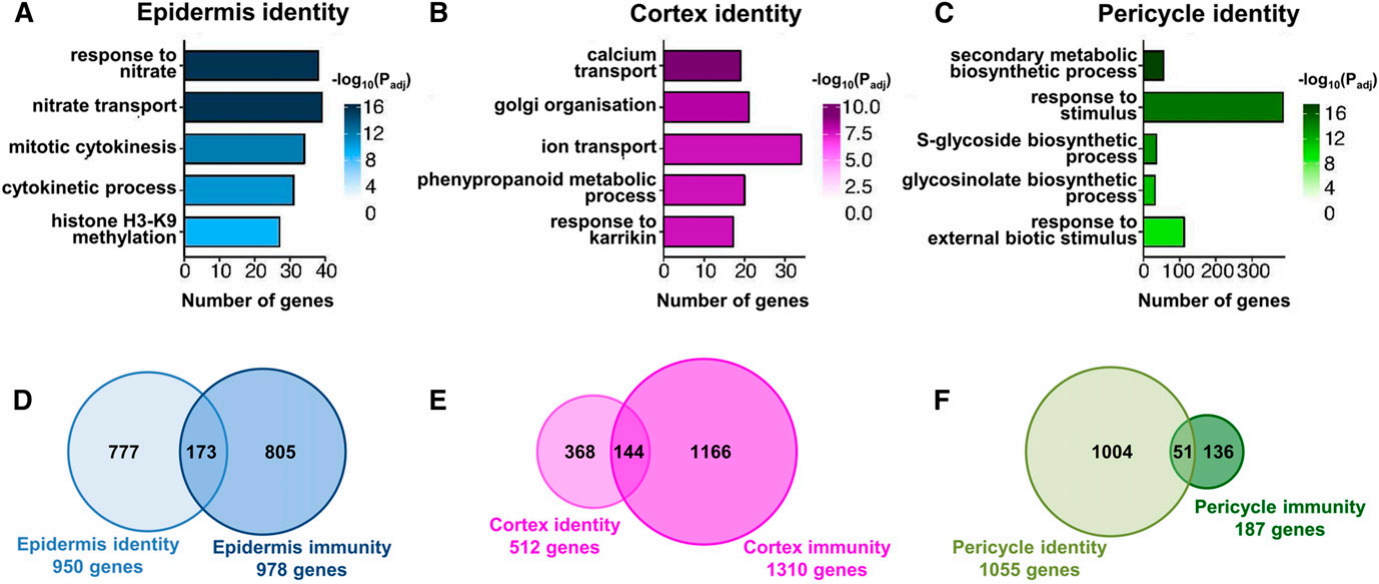
Overlap of Cell Type-Specific Immunity and Cell Identity Gene Networks. **(A)** to **(C)** The top 5 nonredundant, most significantly enriched GO terms in cell type-specific identity genes. The 512 most significant upregulated genes from each cell type were used for consistent comparisons across cell types. Tone of color indicates significance degree [log_10_ (P_adj_)]. **(D)** to **(F)** Venn diagrams showing the overlap between cell type-specific identity genes and cell type-specific, flg22- or Pep1-reponsive immunity genes.

### Specific TF Pairing Links Cell Identity with Cell Type-Specific Immunity Networks

To regulate gene networks, TFs exert their activity at their site (cell type) of synthesis but can also move across cell boundaries. For instance, fundamental root developmental processes such as root patterning, cell fate decision, and root growth depend on the mobility of TFs such as SHORTROOT, KNOTTED1, and PHLOEM EARLY DOF (Nakajima et al., 2001; Xu et al., 2011; Clark et al., 2016; Miyashima et al., 2019). We therefore analyzed the presence and abundance of TF binding motifs in the promoters of DEGs to identify cell type-specific gene regulatory patterns and reveal any interdependencies between cell identity and cell type-specific immunity. Based on the clear evidence that combinatorial TF pairing is most crucial in controlling gene expression (Achard et al., 2009; Van de Velde et al., 2014; Lewis et al., 2015), we developed the Paired Motif Enrichment Tool (PMET) method to identify pairs of TF binding motifs within the promoters of our cell identity and cell type-specific DEG sets based on the following criteria, as depicted in Figure 4A: (1) a multiplicity of TF binding motifs in each promoter, and (2) acceptance of limited but (3) rejection of major overlapping of binding sites with (4) high motif specificities (Figure 4A; see Methods). By tolerating limited motif overlap, our analysis allowed us to consider TF complexes associated with compound binding sites (Rodríguez-Martínez et al., 2017).

**Figure 4.**
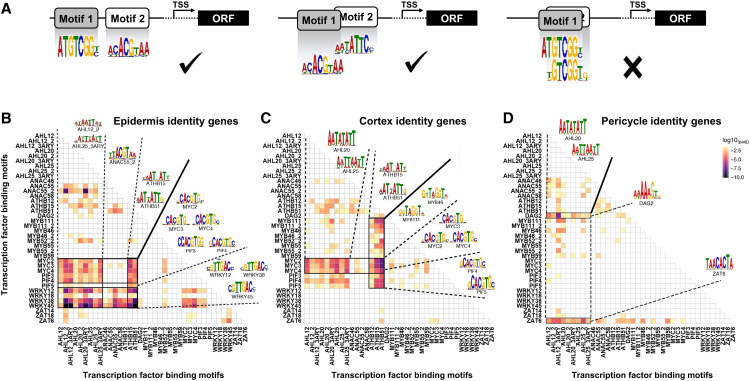
Different Cell Types Show Distinct Patterns of Paired-Motif Enrichment in Cell Type-Specific Genes. **(A)** Diagram illustrating the acceptance and rejection of overlaps of TF binding motifs in the paired-motif enrichment analysis. ORF, open reading frame; TSS, transcriptional start site. **(B)** to **(D)** Heatmaps representing P values (log10_Padj_) for enrichment of motif pairs in epidermis **(B)**, cortex **(C)**, and pericycle **(D)** identity genes. *x* and *y* axes of all heatmaps show the same order of TF binding motifs. Pixel colors indicate significance values (log10_Padj_) for the abundance of given motif pairs in the promoters of identity genes per cell type.

In the first step, we identified enriched motif pairs in our cell identity gene networks using a TF binding motif database derived from the work of Franco-Zorrilla et al. (2014). To enable direct comparisons with equal statistical power, we balanced the data sets in that we compared the promoters of all 512 (368 + 144 genes; Figure 3E) cortex identity genes with the promoters of the 512 most significantly upregulated epidermis and pericycle identity genes (Figures 3D to 3F). We found highly significant enrichment of a number of motif pairs within the promoters of 472 epidermis (92%), 442 cortex (86%), and 461 pericycle (90%) cell identity genes (Figures 4B to 4D; Supplemental Data Set 8). 

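The W-box, the core site bound by WRKY transcription factors, was more frequent in promoters of epidermis identity genes than in those of other genes. It stood in the 1000 bp upstream of 79.7% of 601 epidermis identity genes and of 67.5% of the other genes tested (two-sided Fisher's exact test, adjusted p = 1.59e-09). For cortex identity genes the shares were 64.2% and 68.0% (Fisher's exact test, adjusted p = 0.688), and for pericycle identity genes 63.8% and 68.1% (Fisher's exact test, adjusted p = 0.214). The G-box, bound by MYC and PIF factors, stood in 16.0% of the epidermis, 17.0% of the cortex and 16.0% of the pericycle identity promoters, against 16.1% of other promoters in each case. These consensus sites stand in for the motif matrices of the paper, which were not analysed here, so motif pairs with AHL, ATHB or NAC factors were not searched. Over all genes with a promoter in TAIR10.1, 67.2% held a W-box.

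**Figure D8:**
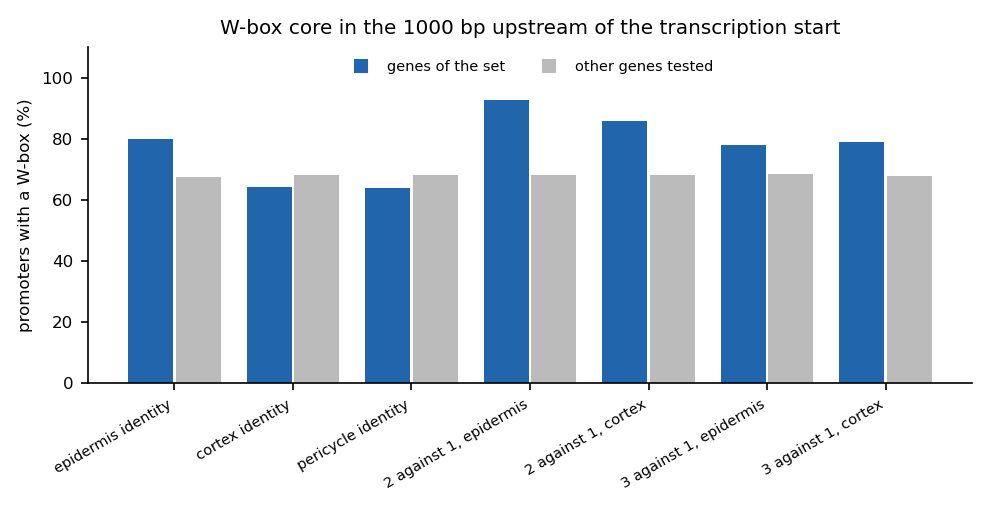
Percent of promoters (1000 bp) with at least 1 W-box in each gene set and in the other genes tested. Epidermis identity genes stand at 79.7% and the genes higher between replicate numbers 2 and 1 in the epidermis alone at 92.7%.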

Comparing epidermis, cortex, and pericycle, the pattern of enriched motif combinations was distinctive between all cell types. For instance, within the promoters of epidermis identity genes, motifs for four different WRKY TFs (WRKY12/38/45 and to a lesser extent WRKY18) were found to pair uniquely with a wide range of motifs (Figure 4B). In particular, WRKYs were enriched with binding motifs for AT-HOOK MOTIF CONTAINING NUCLEAR LOCALIZED (AHL), *ARABIDOPSIS THALIANA* HOMEOBOX (ATHB), and ARABIDOPSIS NAC (ANAC) TFs within the promoters of 40% of all epidermis identity genes (203 of 512 genes). In the cortex gene promoters, we observed specific pairing of ATHB with MYB TF binding motifs, whereas pairing between AHLs and DOF AFFECTING GERMINATION (DAG2) or ZINC FINGER OF ARABIDOPSIS6 (ZAT6) was pericycle-specific (Figures 4C and 4D). We also noted some overlap in enriched motif pairs between epidermis and cortex identity networks, with MYCs and PHYTOCHROME-INTERACTING FACTORs (PIFs) showing pairing with AHL and ATHB motifs for both cell types (Figures 4B and 4C).

Interestingly, we observed the distinct pairing of stress- and development-associated TFs in all cell types. In the epidermis, for instance, AHL and ATHB TFs, which function in growth and development (Matsushita et al., 2007; Hur et al., 2015; Miao et al., 2018), paired with WRKYs, a large family of Arabidopsis TFs (>70 members) with regulatory functions in plant innate immunity and abiotic stress responses (Pandey and Somssich, 2009; Rushton et al., 2010), whereas in the cortex, AHLs and ATHBs paired with plant immune/jasmonate-responsive MYC2/3/4 TFs (Fernández-Calvo et al., 2011; Schweizer et al., 2013). Based on this apparent connection between developmental and stress networks within identity genes, we analyzed cell type-specific flg22- and Pep1-responsive promoter sets to test whether this connection was also present following immune activation. We had to exclude pericycle data (Figures 2A and 2B) from these analyses due to the low number of flg22- or Pep1-responsive genes. To make the enrichment scores across treated cell types comparable, we again equalized gene set sizes (see Methods).

The sensitivity of the promoter analysis tool allowed us to detect elicitor-specific changes in motif pairing in each cell type. For the epidermis, a highly significant pairing of WRKY12/18/36/45 and AHL12/20/25 motifs was identified as specific for flg22-induced genes (Figure 5A), in contrast to the enriched pairing of WRKY12/18/36/45 and ANAC (ANAC46/55/55_2/58) motifs in the DEG promoters of Pep1-treated epidermal cells (Figure 5B). 

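Promoters with a W-box were most frequent among genes that were higher in epidermal libraries numbered 2 than in those numbered 1 and called in no other cell type. Of these 164 genes 92.7% had one, against 68.1% of the other genes tested (two-sided Fisher's exact test, adjusted p = 2.37e-12). The genes of this kind in the comparison of numbers 3 and 1 had a W-box in 77.8% of 198 promoters, against 68.2% (Fisher's exact test, adjusted p = 0.0222). WRKY45, PLA2A and RBOHD are themselves in the set of numbers 2 and 1. The G-box was not enriched in either set, with 17.1% and 15.2% of promoters (Fisher's exact test, adjusted p = 1 for both). With the labels flg22 and Pep1, 0 epidermal genes were called in edgeR and no promoter set could be formed.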

In the epidermis, there was also a common enriched pairing of WRKY12/18/38/45 with YABBY1 (YAB1) and YAB5 as well as with KANADI 1 (KAN1) and KAN4 motifs between flg22- and Pep1-induced genes (Figures 5A and 5B; Supplemental Data Sets 9 and 10). YABBYs participate in lateral organ and meristem development (Sarojam et al., 2010), while KANADI family member acts as negative regulators of embryo development (McAbee et al., 2006), root development (Hawker and Bowman, 2004), and vascular tissue formation (Ilegems et al., 2010). For the cortex, we detected enriched pairing of WRKY12/38/45 with ATHB15/51 and AHL12/20 motifs in the promoters of flg22-induced genes (Figure 5C). 

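PIF5, a G-box binding factor of growth and light responses, was higher in cortex libraries numbered 3, at 2.96 ± 0.484 (SD, n = 3) CPM, than in those numbered 1, at 0.227 ± 0.289 CPM (edgeR adjusted p = 0.0366), while MYC4, a G-box binding factor of jasmonate signaling, was lower, at -2.50 (standard error 0.41, edgeR adjusted p = 0.00261). The transcription factor list of the motif model had 6 higher and 3 lower genes of 17 tested in the cortex (6 and 3 when adjusted over the list alone). Genes that were higher in this comparison in the cortex alone held a G-box in 21.3% of 686 promoters, against 16.2% of the other genes tested (two-sided Fisher's exact test, adjusted p = 0.00359). A W-box stood in 78.9% of them, against 67.6% (Fisher's exact test, adjusted p = 2.03e-09), and both sites stood in 121 of these 686 promoters, against 11.1% of the other genes (Fisher's exact test, adjusted p = 4.02e-06). Each site alone was more frequent in these promoters, so a raised share with both follows without any pairing of the sites, which was not tested. Between numbers 2 and 1 the cortex-only genes had a W-box in 85.8% of 155 promoters and a G-box in 13.6% (Fisher's exact test, adjusted p = 0.925). Of the 8 cortex genes higher with the label Pep1, 75.0% had a W-box and 12.5% a G-box (Fisher's exact test, adjusted p = 1 for both).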

The promoters of Pep1-induced cortical genes, in turn, were dominated by MYC2/3/4 and PIF3/4/5 motif pairing with WRKY12/38/45 and ATHB15/51 (Figure 5D).

**Figure 5.**
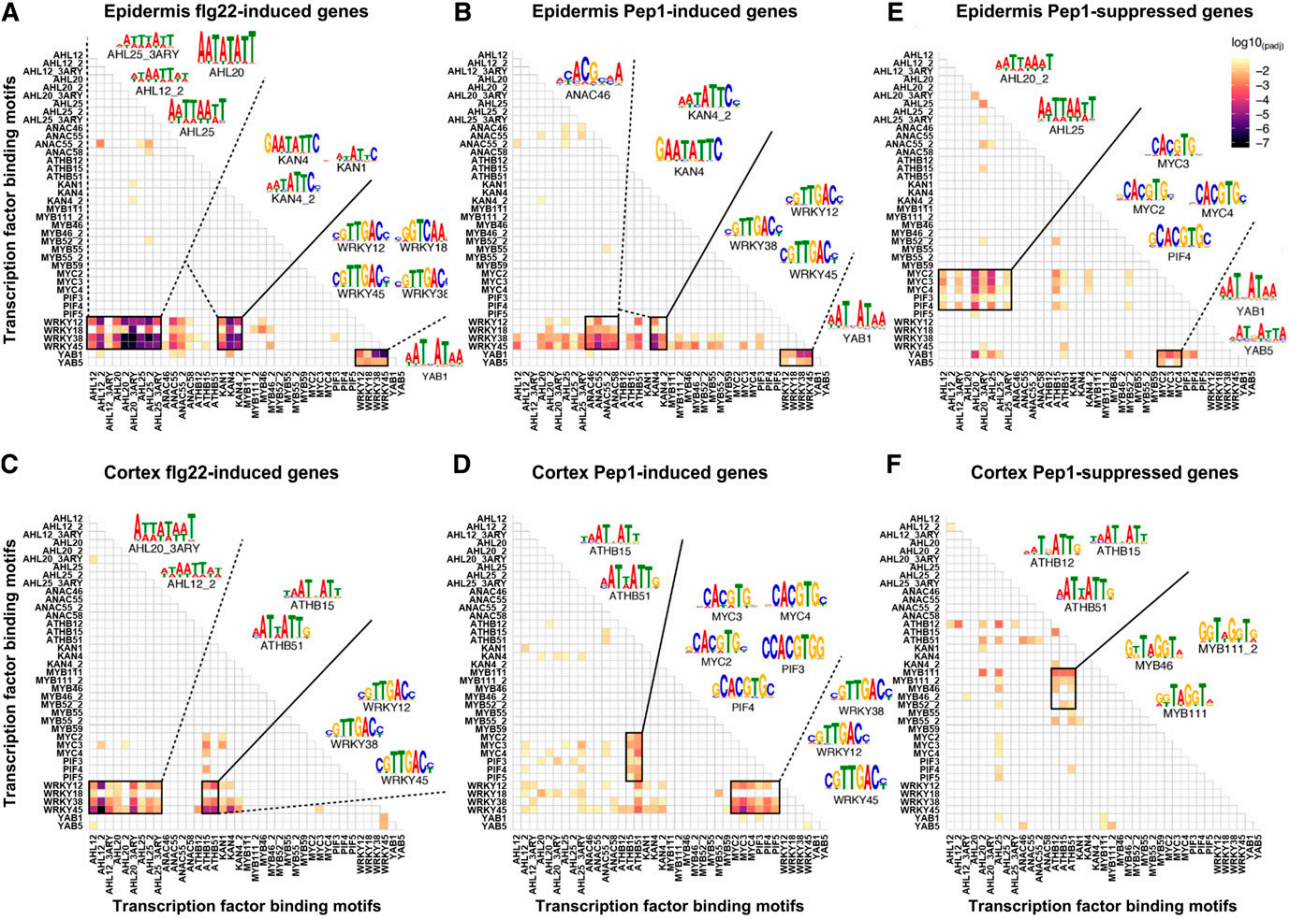
Paired-Motif Enrichment of Cell Type-Specific flg22- and Pep1-Responsive Genes. Heatmaps represent P values (log10_Padj_) for enrichment of motif pairs in the promoters of flg22-induced epidermis **(A)** and cortex genes **(B)**, promoters of Pep1-induced epidermis **(C)** and cortex genes **(D)**, and promoters of Pep1-suppressed epidermis **(E)** and cortex genes **(F)**. *x* and *y* axes of all heatmaps show the same order of TF binding motifs. Pixel colors indicate significance values (log10_Padj_) for the abundance of given motif pairs in the promoters of identity genes per cell type.

In summary, the analyses again revealed the interaction of stress- and development-associated TFs as a consistent theme, irrespective of flg22, Pep1, or cell type. Interestingly, in the promoters of Pep1-repressed genes, which were enriched in developmental GO terms (Figures 2G and 2H), we detected a higher abundance of developmental TF motif pairing (with a complete absence of WRKY motifs). 

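In promoters of genes that fell, the share with a W-box did not pass the test in any of 4 sets searched. It stood in 67.7% of 34 promoters of genes lower in cortex libraries labelled Pep1, against 68.1% of the other genes tested (two-sided Fisher's exact test, adjusted p = 1). Of the genes lower between numbers 3 and 1, 66.6% of 776 in the cortex alone held it (Fisher's exact test, adjusted p = 0.925) and 67.2% of 128 in the epidermis alone (Fisher's exact test, adjusted p = 1). The G-box stood in 16.4% of these cortical and 20.3% of these epidermal promoters (Fisher's exact test, adjusted p = 1 and 0.688). Of 36 genes lower between numbers 2 and 1 in the cortex alone, 80.6% held a W-box (Fisher's exact test, adjusted p = 0.542).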

While Pep1-suppressed genes in the epidermis showed an enriched pairing of MYC2/3/4 and PIF3/4 with AHL12/20/25 and YAB1 motifs, the promoters of Pep1-suppressed cortical genes revealed ATHB12/15/51 motifs paired with MYB46/52/111. Our paired-motif enrichment analyses thus revealed a pairing of stress- and development-associated TFs in regulating immunity networks in a cell type-specific manner. Overall, for flg22, our promoter analyses uncovered an enrichment of highly specific motif pairs in the promoters of 90% of flg22-induced epidermis genes and 86% of cortex genes (Figures 5A and 5C). For Pep1, we identified paired-motif enrichment in the promoters of 58 and 60% of epidermis- or cortex-induced genes, respectively (Figures 5B and 5D) as well as 57 and 50% of epidermis- or cortex-suppressed genes, respectively (Figures 5E and 5F; Supplemental Data Set 10). Despite some overlap, the promoters of DEGs specifically regulated by Pep1 and flg22 generally showed clear differences in motif enrichment within and across cell types.

### TF Binding Motif Pairs Determine Cell Type-Specific and Elicitor-Responsive Gene Regulation

As a final step, we wanted to confirm the accuracy of the predictions from our promoter motif enrichment tool in interpreting cell type-specific expression patterns. We first identified a set of native promoters from genes that showed cell type-specific expression and enrichment for a motif pair. 

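WRKY45 (AT3G01970, chromosome 3 from 325952 to 327412), a transcription factor gene, had 4.38 ± 3.77 (SD, n = 3) CPM in epidermal libraries numbered 1 and 111 ± 71.6 CPM in those numbered 3, a log2 fold change of 4.76 (standard error 0.44, edgeR adjusted p = 0.0015). Between numbers 2 and 1 it rose by 4.10 (standard error 0.44, edgeR adjusted p = 0.00432) there. In the cortex its levels were 0.643 ± 1.11 and 31.8 ± 25.7 CPM, and it rose between numbers 3 and 1 by 5.65 (standard error 1.14, edgeR adjusted p = 0.0081). PIRL2 (AT3G26500, chromosome 3 from 9707912 to 9710100), a leucine-rich repeat protein gene, rose in the epidermis by 2.95 (standard error 0.37, edgeR adjusted p = 0.00904) between numbers 2 and 1. In the cortex it stood at 0.184 ± 0.159 CPM in libraries numbered 1 and at 7.57 ± 3.46 CPM in those numbered 3 (edgeR adjusted p = 0.00514). In the pericycle neither gene passed. No difference of these genes between cell types passed the interaction test. Between the labels flg22 and mock, the epidermal log2 fold changes were 1.52 for WRKY45 and 0.94 for PIRL2, and between Pep1 and mock 0.39 and 0.07, none of them called in edgeR.

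**Figure D9:**
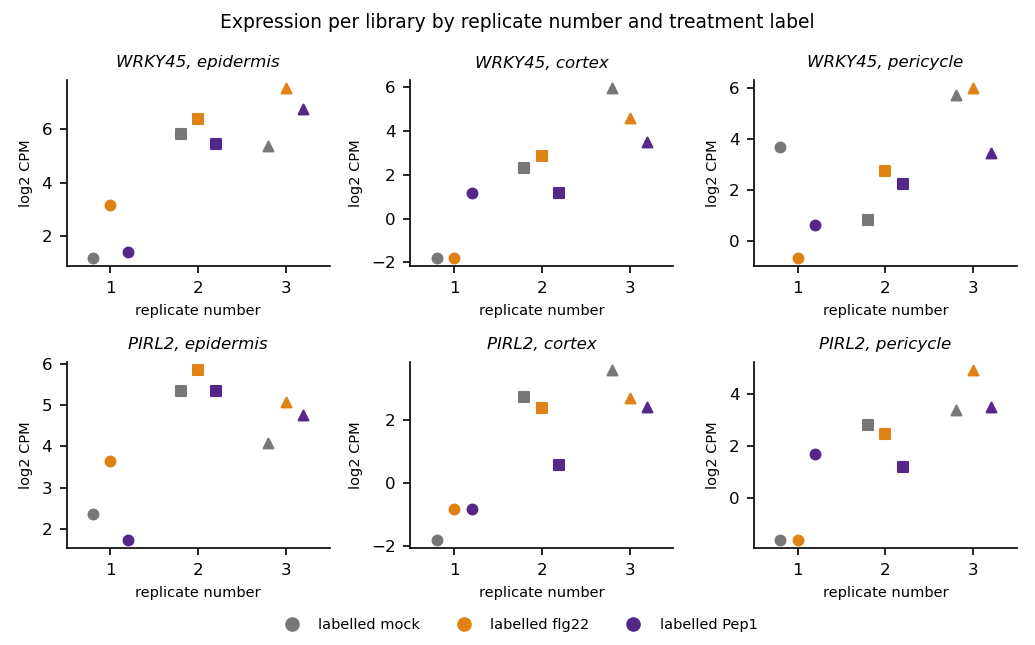
Log2 CPM of WRKY45 and PIRL2 in the 9 libraries of each cell type. The horizontal axis is the replicate number and the color is the treatment label, and libraries numbered 1 are lowest in the epidermis.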

For the epidermis, *WRKY45* and *PLANT INTRACELLULAR RAS GROUP-RELATED LRR2* (*PIRL2*) showed specific expression and predicted KAN-WRKY pairs. *AtM10* and *BASIC HELIX-LOOP-HELIX92* (*bHLH92*) were chosen as cortex-specific genes enriched in MYC-WRKY pairs in their promoters. 

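AtM10 (AT2G41280, chromosome 2 from 17209697 to 17210423), a late embryogenesis gene, stood at 0.227 ± 0.288 (SD, n = 3) CPM in cortex libraries numbered 1, at 5.58 ± 1.65 CPM in those numbered 2 (edgeR adjusted p = 0.00361 against number 1) and at 27.8 ± 4.44 CPM in those numbered 3 (edgeR adjusted p = 0.000106 against number 1). It did not pass in the epidermis and its counts were too low for the test in the pericycle. BHLH92 (AT5G43650, chromosome 5 from 17533130 to 17534796), a transcription factor gene of stress responses, stood at 76.5 ± 32.2 (SD, n = 3) CPM in cortex libraries numbered 1 and at 150.4 ± 41.1 CPM in those numbered 3, a log2 fold change of 1.01 (standard error 0.26, edgeR adjusted p = 0.0253). In the epidermis BHLH92 had 1.11 (standard error 0.49, edgeR adjusted p = 0.252) and in the pericycle 0.89 (standard error 0.43, edgeR adjusted p = 0.598). With the labels, the cortical log2 fold changes were 0.13 for AtM10 and 0.44 for BHLH92 with flg22, and 0.65 and -0.10 with Pep1, none of them called in edgeR.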

For our analyses we used the *pPROMOTER*:*LhG4* > *pOp6*:*YFP* transactivation system (Moore et al., 1998; Craft et al., 2005; Costa et al., 2014), where our native promoters were fused to *LhG4* (*pPROMOTER*^*NATIVE*^:*LhG4*), which binds to the *Op6* promoter (*pOP6*) to transactivate *yellow fluorescent protein *(*YFP*) expression. For each promoter variant, we identified two independent Arabidopsis lines for further analyses. Excitingly, except for *bHLH92* constructs, where we could not identify any lines, we confirmed the predicted cell type-specific expression patterns in planta: *pOp6*:*YFP* lines expressing *pWRKY45*^*NATIVE*^:*LhG4* or *pPIRL2*^*NATIVE*^:*LhG4* showed epidermis-specific *YFP* expression, whereas *pAtM10*^*NATIVE*^:*LhG4* mediated cortex-enriched *YFP* expression (Figures 6A, 6D, and 6G; Supplemental Figures 7A to 7F and 8A, 8D, and 8G). Moreover, replacing one type of the predicted motifs in the otherwise unaltered native promoters by a nonfunctional sequence (see Methods for design) was sufficient to abolish *YFP* expression (Figures 6B, 6C, 6E, 6F, 6H, and 6I; Supplemental Figures 8B, 8C, 8E, 8F, 8H, and 8I), indicating the accuracy of our prediction tool in identifying motif pairs that determine cell type-specific expression. We further confirmed the predicted function of these motif pairs in cell type-specific regulation by flg22 or Pep1. Again, eliminating one type of motif was sufficient to abolish (or significantly reduce Pep1-induced *YFP* transactivation in plants expressing *pWRKY45*^*NATIVE_ΔWRKY*^) cell type-specific elicitor inducibility (Figures 6J to 6L).

**Figure 6.**
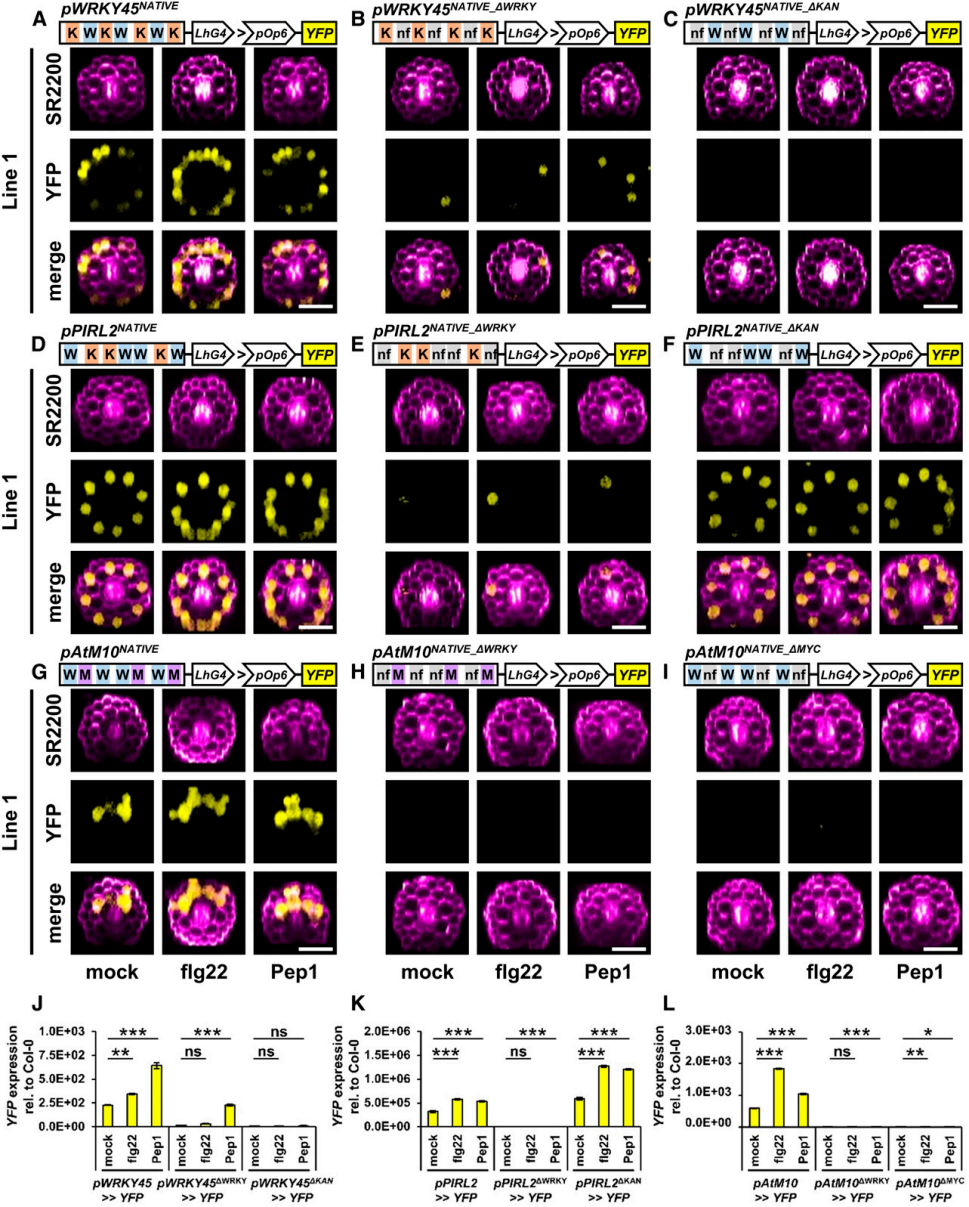
Predicted Promoter Motif Pairs in Native Promoters Are Essential for Cell Type-Specific Gene Regulation in Planta. In **(A)** to **(I)**, native promoters with or without deletions in predicted TF binding motifs were analyzed in two independent plant lines stably expressing the *Promoter*:*LhG4* > *pOp6*:*YFP* transactivation system. Please see the results for both lines per construct in Supplemental Figure 8. SCRI Renaissance 2200 (SR2200) was used to stain root cells. **(A)** to **(C)** and **(J)** WRKY (W) and KANADI (K) motifs in the native promoter of *WRKY45* specify epidermis-specific *YFP* expression, as indicated by confocal microscopy of axial root sections of transformed Arabidopsis lines (**[A]** to **[C]**). qRT-PCR-based quantification of flg22/Pep1 responsiveness in the native promoter lines shown in **(A)** to **(C)** is shown in **(J)**. nf, nonfunctional sequence. **(D)** to **(F)** and **(K)** WRKY and KANADI motifs in the native promoter of *PIRL2* specify epidermis-specific *YFP* expression, as indicated by confocal microscopy of axial root sections of transformed Arabidopsis lines (**[D]** to **[F]**). qRT-PCR-based quantification of flg22/Pep1 responsiveness in the native promoter lines shown in **(D)** to **(F)** is shown in **(K)**. In the case of the *PIRL2* promoter, the WRKY motifs were sufficient for and enhanced cell type-specific and elicitor-induced *YFP* expression, as shown in **(H)**. **(G)** to **(I)** and **(L)** WRKY and MYC (M) motifs in the native promoter of *AtM10* specify cortex-enriched *YFP* expression, as indicated by confocal microscopy of axial root sections of transformed Arabidopsis lines (**[G]** to **[I]**). qRT-PCR-based quantification of flg22/Pep1 responsiveness in the native promoter lines shown in **(G)** to **(I)** is shown in **(L)**. The qRT-PCR data in **(J)** to **(L)** are based on one representative biological experiment for one line. Asterisks indicate significant differences at P < 0.05 (*), P < 0.01 (**), and P < 0.001 (***) according to one-way ANOVA and Bonferroni posthoc test. ns, not significant. All other data are based on three biological experiments with *n* ≥ 14 plants per experiment and treatment. Bars = 50 µm.

In the case of plants expressing *pPIRL2*^*NATIVE_ΔKAN*^ (lacking KAN motifs in the native *PIRL2* promoter), we detected enhanced basal and elicitor-induced, cell type-specific expression of *YFP* (under mock, flg22, or Pep1; Figures 6D to 6F; Supplemental Figures 8D to 8F). This led us to investigate the roles of the identified motifs as activators or repressors of gene transcription. We therefore generated synthetic promoters consisting of motif sequences linked with short nonfunctional linker sequences (see Methods for design) and, to exclude any other regulatory motifs, lacking any promoter backbone sequence. These synthetic promoters were run by a proximally placed minimal *CaMV35S* promoter (*CaMV35S*_*min*_), and plants expressing this minimal *CaMV35S* promoter alone (*pCaMV35S*_*min*_:*LhG4*) did not induce *YFP* expression. As expected, when combining *CaMV35S*_*min*_ with a set of 4× KAN motifs (*pKANADI-Motif*^*SYNTHETIC*^:*LhG4*) or 4× MYC motifs (*pMYC-Motif*^*SYNTHETIC*^:*LhG4*), we did not induce *YFP* expression, whereas the combination with 4× WRKY motifs (*pWRKY-Motif*^*SYNTHETIC*^:*LhG4*) showed epidermis-specific *YFP* expression (Figures 7A to 7D; Supplemental Figures 9A and 9B). This epidermis-specific expression was almost abolished when 4× KAN motifs were placed proximal to 4× WRKY motifs (*pWRKY-KANADI-Motifs*^*SYNTHETIC*^:*LhG4*) and was strongly reduced when arranged distally to 4× WRKY motifs (*pKANADI-WRKY-Motifs*^*SYNTHETIC*^:*LhG4*) under mock, flg22, and Pep1 treatment (Figures 7E and 7F; note that deep screening only revealed one transformed line for *pWRKY-KANADI-Motifs*^*SYNTHETIC*^:*LhG4*). These findings suggest that KAN motifs inhibit 4× WRKY-mediated *YFP* expression and that KAN motifs could be considered to be suppressor elements. However, the suppressor activity was stronger when 4× KAN motifs were placed proximal to WRKY motifs (Figures 7E and 7F; Supplemental Figures 9A and 9B). To validate this positional effect further, we generated a second set of synthetic promoters with 4× WRKY and 4× MYC motifs. When 4× MYC motifs were placed proximally to 4× WRKY motifs (*pWRKY-MYC-Motifs*^*SYNTHETIC*^:*LhG4*), the plants showed reduced *YFP* expression (Figure 7G), whereas full epidermis-specific *YFP* expression levels were detected when 4× MYC motifs had a distal position to 4× WRKY motifs (*pMYC-WRKY-Motifs*^*SYNTHETIC*^:*LhG4*; Figure 7H; Supplemental Figures 9A and 9B). This indicates the importance of motif positions in balancing gene expression and that KAN motifs apparently functioned as repressor elements in our setup.

**Figure 7.**
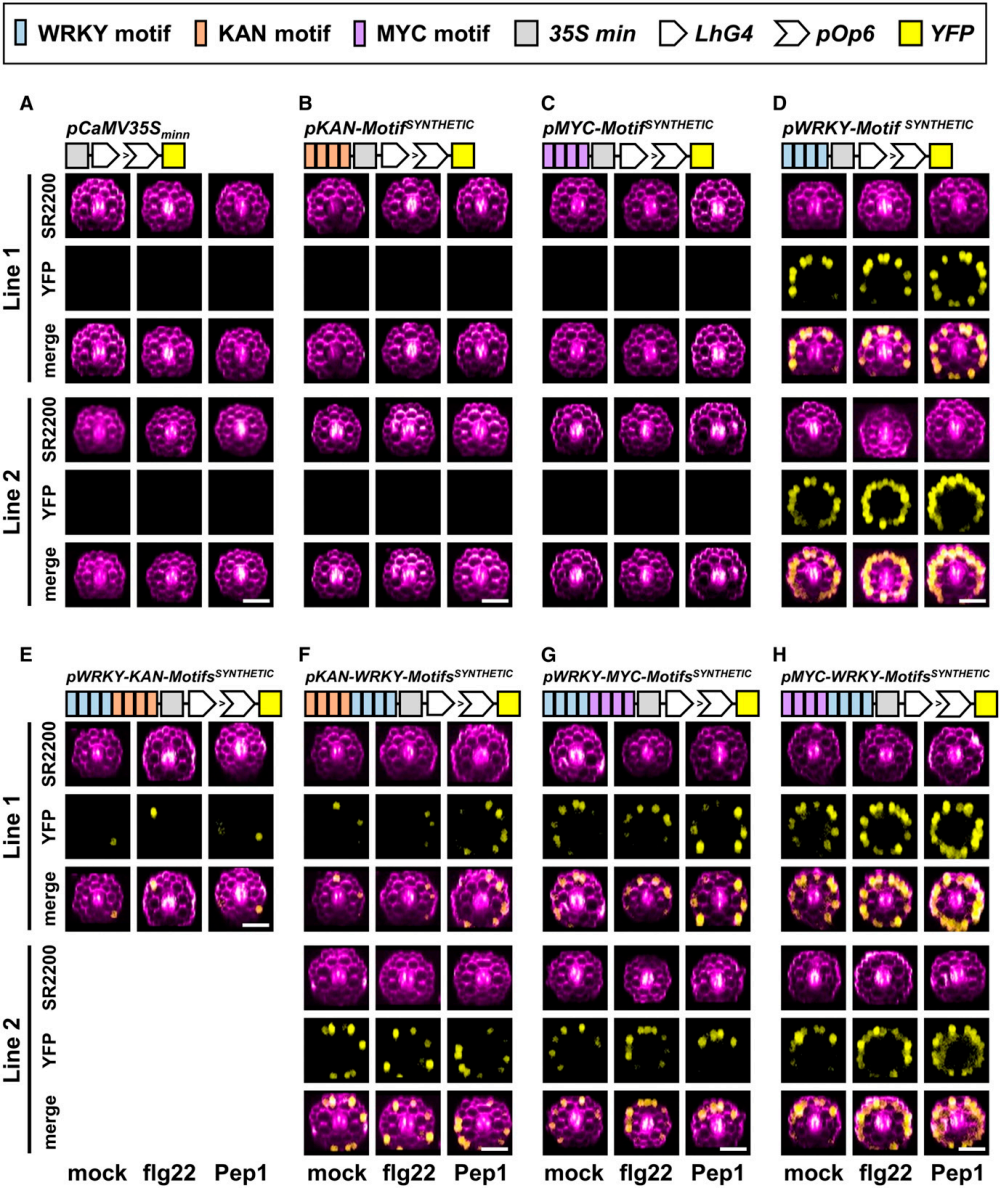
“Motif-Only” Synthetic Promoters Reveal Regulatory Functions of Promoter Motifs in Gene Expression in Planta. Synthetic promoters only consisting of a set of four motifs or motif combinations and a *CaMV35S* minimal promoter (but lacking any native promoter backbone sequence) were analyzed in plant lines stably expressing the *Promoter*:*LhG4* > *pOp6*:*YFP* transactivation system. Except for WRKY-KANADI motif combinations, two independent plant lines were analyzed per promoter construct by confocal microscopy of axial root sections. **(A)** to **(D)** Plant lines expressing the *CaMV35S* minimal promoter **(A)**, 4× KANADI binding motifs **(B)**, or 4× MYC binding motifs **(C)** did not activate *YFP* expression, whereas plant lines expressing 4× WRKY resulted in epidermis-specific *YFP* expression **(D)**. **(E)** and **(F)** Proximal **(E)** and distal **(F)** locations of 4× KANADI binding motifs inhibited 4× WRKY-mediated *YFP* expression. **(G)** and **(H)** Proximal **(G)** but not distal **(H)** locations of 4× MYC binding motifs inhibited 4× WRKY-mediated *YFP* expression. Root cells were stained with SCRI Renaissance 2200 (SR2200). All data were based on two biological experiments with *n* ≥ 12 plants per experiment and treatment. Bars = 50 µm.

Taken together, our promoter motif prediction tool identified paired TF binding sites, and we confirmed the importance of the predicted pairs of TF binding motifs in regulating cell type-specific gene expression. This tool is also suitable for identifying relevant promoter motifs whose function can be studied in synthetic promoters as a helpful step in generating customized or minimal synthetic promoters for the targeted analysis of gene network regulation in plants.

## DISCUSSION

The physical inaccessibility of roots impedes the detection and control of soil-borne pathogens and explains the high relevance of root diseases for staple crop production (Gewin, 2010; Alexandratos and Bruinsma, 2012; Panth et al., 2020). Under the projected future global warming, the frequency of root diseases is expected to rise at a global scale (Delgado-Baquerizo et al., 2020). Therefore, new control strategies are needed, which requires a better understanding of the genetic disease resistance potentials and regulatory mechanisms of underlying immune responses in roots. In this study, we analyzed the immunity gene networks of epidermis and cortex cells, which build the outer frontier to the rhizosphere, as well as the pericycle, the “outer frontier” of the inner root vasculature. To obtain a comprehensive picture of root immunity, we analyzed cell type-specific PTI in response to the MAMP flg22, which activates PTI against bacteria, and the DAMP Pep1, a plant-derived PTI elicitor that is activated upon the perception of different microbes and defense hormones and, hence, might trigger the full array of all PTI responses against a larger variety of pathogens (Ryan et al., 2007; Lori et al., 2015). By combining RNA-seq data with PMET, a promoter analysis approach, we were able to identify distinct regulatory patterns within immunity networks activated in a cell type-specific manner.

The analytic design of PMET considers the pairing of TF binding sites on promoters, which proved to be sufficient to explain the regulatory patterns of 50 to 90% of DEGs per cell type and treatment. The application of PMET in the analysis of complex transcriptomes is not restricted to plants but works for eukaryotes in general. We found it equally efficient for elucidating network regulation in neuroinflammatory disorders in mouse (Schang et al., 2018). In this study, PMET revealed the close interplay of cell type-specific immunity with identity networks that are essential for tissue organization and development. Consistent with this finding, cell type-specific transcriptomics revealed a close interaction of abiotic stress with cell identity networks. The adaptation to different abiotic stresses includes a highly coordinated and cell type-specific redirection of gene networks to maintain root function (e.g., growth; Dinneny et al., 2008; Gifford et al., 2008; Iyer-Pascuzzi et al., 2011). In addition, the underlying rebooting of cell type-specific signaling under salt stress involved hormones, such as abscisic acid, to readjust root growth and adapt root system architecture (Geng et al., 2013). Besides hormones, RAPID ALKALINIZATION FACTOR (RALF) peptides in interaction with their receptors THESEUS1 and FERONIA regulate lateral root formation (Haruta et al., 2014; Murphy et al., 2016; Gonneau et al., 2018; Jourquin et al., 2020). Interestingly, RALF-FERONIA complexes also control PTI (Stegmann et al., 2017). These studies suggest a close interdependency of developmental and stress networks at the perception (receptor) to signal transduction level (e.g., hormones) in order to adjust overall root development to changing environments. The observed interplay of cell identity and cell type-specific immune gene networks in our study adds regulatory mechanisms at the gene level to support this crosstalk at the plant development-environment interface. Altogether, these findings demonstrate a remarkable complexity of immunity signaling in roots.

Although cell type specificity in immunity gene regulation may require a higher degree of coordination (e.g., numerous regulatory and signaling proteins), it apparently adds to the robustness and flexibility required for a root system to adapt to changing environments. Accordingly, recent studies observed flg22 responsiveness in cell types of different developmental ages, although qualitative differences in the immune competences of root cell types appeared to occur (Beck et al., 2014; Wyrsch et al., 2015; Poncini et al., 2017). Supported by PMET-base analyses, we obtained insights into how this tight coordination of cell type-specific immune responses may be achieved. Our observation that root cell types keep their identity under biotic stress, as indicated by cell type marker expression, principal component analyses, and studying the regulation of cell identity genes under immunity (Figures 1C, 1D, and D to F3D to 3F), might be most critical in this respect. We found that the pairing of TF motifs for DEGs differed depending on the cell type, and we confirmed the significance of TF pairs for cell type-specific expression of immunity genes in our functional promoter analyses (Figure 6; Supplemental Figures 7 and 8). Moreover, our data suggest a model where certain TF combinations prevailed in specific cell types in a treatment-dependent manner and revealed “core” TFs that link cell identity with cell type immunity networks (Figure 8). For the epidermis-specific networks, WRKY12/18/38/45 appear to act as core TFs (together with ANAC46/55/58 and AHL12/20/25) to connect identity and immunity networks by pairing with ATHB, MYC, and PIF TFs of the epidermis identity network and with KAN and YAB TFs of the epidermis immunity network. In the cortex, in turn, MYC2/3/4 and ATHB15/51 (together with PIF3/4/5 and AHL12/20/25) might serve as core TFs that pair with WRKYs to direct cortex-specific immunity as well as with ATHB12 and MYBs to corroborate cortex identity networks. Thus, the cooperation of different TF families in specific combinations underpins the highly cell type-specific immunity networks that we observed.

**Figure 8.**
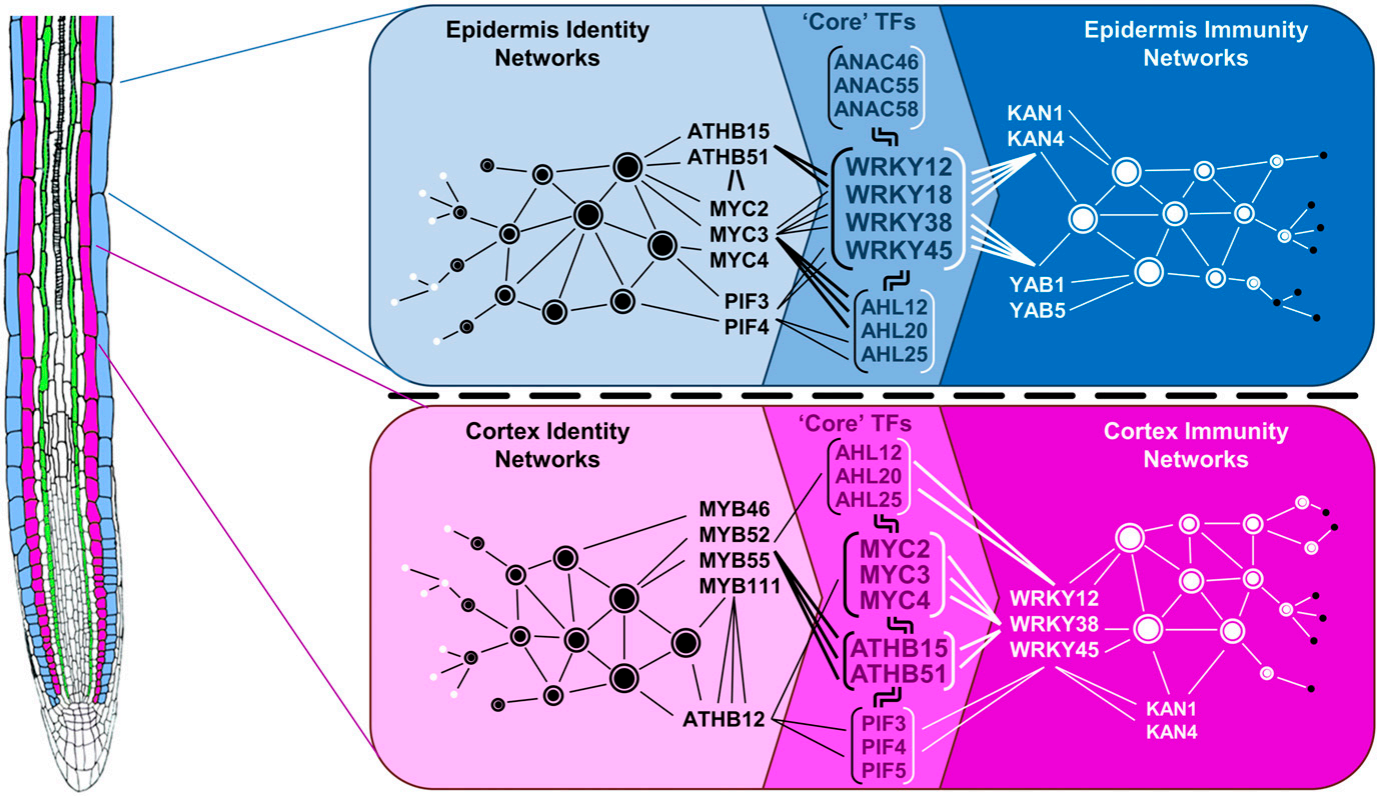
Model Illustrating TF-Mediated Linkage of Cell Identity and Cell Type-Specific Immunity Networks. Based on our paired motif enrichment analyses, TFs can be assigned to cell identity or cell type-specific immunity networks, and immunity networks differ between epidermis and cortex cells. Those TFs that can be found in both (identity and immunity) networks might act as core TFs (bracketed) to connect epidermis identity with cell type-specific immunity networks. Among all core TFs, WRKY12/18/38/45 and MYC2/3/4 together with ATHB15/51 showed the strongest links in the epidermis and cortex, respectively.

In addition to defining links between cell identity and immunity networks, our promoter motif prediction tool can disentangle apparently contradictory functions of TFs. We observed a striking difference in the context-dependent association of MYC motifs in Pep1 responses. MYC TFs have been implicated in Pep1-mediated signaling. Pep peptides specifically activate the MYC2-dependent branch of jasmonic acid signaling (Bartels and Boller, 2015), and MYC2 can act as both an activator and a repressor of jasmonic acid-mediated gene expression (Dombrecht et al., 2007). Consistent with this observation, MYC2/3/4 binding motifs were found to pair with WRKY and ATHB motifs in the promoters of Pep1 upregulated cortex genes (Figure 5D). By contrast, MYC2/3/4 motifs paired with AHL12/20/25 motifs in the promoters of downregulated genes in the epidermis (Figure 5E). The analyses thus suggest a potential multifunctionality of specific TF family member combinations, whereby they can act with heterogeneous partners in different cell types to control contrasting transcriptional outputs. In addition, the observed context dependency of regulatory functions may reduce the perceived redundancy among TFs that recognize highly similar sites if investigated in isolation.

By computing the presence of TF binding motif combinations for DEGs in our RNA-seq data, we observed that cell identity and stress-responsive gene networks coexist in each root cell type. As reported for abiotic stress integration (Dinneny et al., 2008; Iyer-Pascuzzi et al., 2011; Geng et al., 2013), our data support the concept that cell identity underpins transcriptional reprogramming leading to cell specificity in response to signal perception, even modulating outputs from strong elicitors such as MAMPs. Linking immunity to cell identity networks would guarantee cell type-specific coordination of immune responses with individual and measured contributions from each cell type. Such a coregulatory model would likely be applicable to root responses to all environmental stresses and add the necessary flexibility to gene regulation (Dinneny et al., 2008; Van de Velde et al., 2014). In the future, it will be interesting to explore to what extent cell identity and core TFs contribute to cell type specificity of immune responses and resistance against pathogens as well as root growth upon the activation of immunity. Our analyses using promoter lines (Figure 6; Supplemental Figures 7 and 8) suggest the feasibility of such functional dissection studies.

## METHODS

### Plant Materials, Growth Conditions, and Treatments

Seeds of Arabidopsis (*Arabidopsis thaliana*) ecotype Col-0 were obtained from the Nottingham Arabidopsis Stock Center. Seeds of the *pepr1-2 pepr2-2* mutant were kindly provided by Y. Yamaguchi (Osaka Prefecture University). Marker lines for the three cell types, *pGL2*:*GFP* (epidermis atrichoblast; Lin et al. 2015), *pCORTEX*:*GFP* (cortex), and *E3754* (xylem-pole pericycle; Bargmann et al. 2013), were obtained from Miriam Gifford (University of Warwick). PTI marker lines *pMYB51*:*NLS-3xmVENUS* and *pPER5*:*NLS-3xmVENUS* were provided by Silke Lehmann (University of Warwick; Poncini et al., 2017). Plants were grown on vertical square Petri dishes on ATS medium (Lincoln et al., 1990) without sucrose and supplemented with 4.5 g L^−1^ Gelrite (Duchefa #G1101) or on half-strength MS medium (2.151 g L^−1^ Murashige and Skoog Basal Salt Mixture; Sigma-Aldrich #M5524), 2.56 mM MES hydrate, and 0.7% Phytoagar (Duchefa #P1003) in a 22°C day/18°C night cycle (8 h of light) at 120 µmol m^−2^ s^−1^. For experiments with *Serendipita indica*, roots of 9- to 10-d-old Arabidopsis plants were inoculated with 1 mL of a 500,000 chlamydospores mL^−1^ spore suspension per Petri dish. Control plants were treated with water containing 0.02% Tween 20 (mock). If not stated otherwise, plants were treated on plates with 1 mL per plate with a 1 µM solution of flg22 or Pep1 or with water as a control. For all experiments, flg22 and Pep1 peptides were used as described (Gómez-Gómez et al., 1999; Krol et al., 2010). All data are based on at least three independent biological experiments (if not specified otherwise).

### Measurement of Plant Growth Inhibition

For seedling growth inhibition assays, plants were grown on square Petri dishes for 10 d before inoculation with *S. indica* or mock treatment. After 3 d, plants were supplemented with 1 µM flg22, 1 µM Pep1, or water (control). Eleven days later, plant fresh weights were determined. For root growth inhibition assays, *pMYB51*:*NLS-3xmVENUS* and *pPER5*:*NLS-3xmVENUS* lines were grown on square Petri dishes for 10 d and treated with 1 mL per plate of 1 µM flg22 or 1 µM Pep1 solution in water. Control plants were treated with water (mock). Four days later, the plates were photographed and root lengths were measured using ImageJ software (https://imagej.net). If not stated otherwise, all biological experiments were done in triplicate and at least 12 plants per line per treatment were evaluated.

### Measurement of ROS Burst

Roots of 2-week-old plants were grown on solid ATS medium and treated with 1 µM flg22, 1 µM Pep1, or mock at 3 d after inoculation with *S. indica* or mock treatment. For ROS burst quantification, roots were cut into 1-cm-long pieces (10 mg per assay) and transferred to a luminol-based assay as described (Gómez-Gómez et al., 1999). Data were analyzed by Student’s *t* test.

### MAPK Protein and Phosphorylation Assay

Roots of 21-d-old Arabidopsis seedlings were harvested into liquid nitrogen 10, 30, and 60 min after immune elicitor treatment. Total protein was extracted after grinding and homogenizing the material in protein extraction buffer containing 15 mM Tris-HCl (pH 7.8), 25 mM NaCl, 75 mM EGTA, 15 mM MgCl_2_, 10 mM Tween 20, 0.1% (v/v) PMSF, 0.5 mM leupeptin, 10 μg μL^−1^ aprotinin, 10 μg μL^−1^ glycerophosphate, 15 mM NaF, 1 mM Na_3_VO_4_, and 0.5 mM DTT. Thirty to 40 μg of total protein extract was subjected to SDS-PAGE. Following transfer to nitrocellulose membrane, the proteins were incubated with monoclonal mouse anti-phospho-p44/42 MAPK (Erk1/2, Thr202/Tyr204; 1:1,000 dilution) antibody (Cell Signaling Technology), anti-MPK6 (1:10,000), anti-MPK3 (1:5000), and anti-MPK4 (1:5000) antibodies (all Sigma-Aldrich). The antibodies were diluted in 5% BSA in Tris-buffered saline plus Tween 20. After replacing primary with secondary anti-rabbit IgG HRP-conjugated antibody (1:10,000; Sigma-Aldrich), the samples were incubated for 2 h at room temperature before signal detection using a Femto-ECL kit (Pierce) and Amersham Hyperfilm (GE Healthcare).

### Gene Expression Analysis Using qRT-PCR

For gene expression analyses of whole roots, root material was harvested 2 and 24 h after flg22, Pep1, or control treatment. TRIzol (Invitrogen) was used to extract total RNA. After DNase treatment, RNA was reverse transcribed into cDNA using a qScript cDNA synthesis kit (Quanta Biosciences), and 10 ng of cDNA was used as a template in qRT-PCR using SYBR Green JumpStart Taq ReadyMix (Sigma-Aldrich) and a Stratagene Mx3005P Real-time PCR Detection System (Agilent Technologies) following the manufacturer’s recommended protocol. The 2^−ΔCt^ method (Schmittgen and Livak, 2008) was used to determine the differential expression of marker genes for immunity activation, and the housekeeping genes *UBIQUITIN5* (*UBQ5*, AT3G62250) and *ELONGATION FACTOR1α* (*EF1α*, AT5G60390; for primer sequences, see Supplemental Table 5) were used for normalization. Data were analyzed using Student’s *t* test.

### Quantification of *S. indica* Colonization by qRT-PCR

Genomic DNA was isolated from roots using a Plant DNeasy Kit (Qiagen). A total of 40 ng of genomic DNA served as the template in qRT-PCR using SYBR Green JumpStart Taq ReadyMix (Sigma-Aldrich) in a Stratagene Mx3005P Real-time PCR Detection System (Agilent Technologies) following the manufacturer’s recommended protocol. The 2^−ΔCt^ method (Schmittgen and Livak, 2008) was used to determine the extent of fungal colonization by subtracting the raw cycle threshold values of *S. indica* internal transcribed spacer from those of Arabidopsis *UBQ5* (for primer sequences, see Supplemental Table 5). Differences in *S. indica* colonization were determined by Student’s *t* test.

### FACS

For FACS experiments, plants were grown for 12 d on square ATS plates and treated with 1 mL per plate of 1 µM solutions of flg22 or Pep1 peptide or water as a control for 1 h. Taking into account the time required for protoplast generation and cell sorting (together ∼1 h), the status of all sampled cells was 2 h after flg22 or Pep1 treatment. Briefly, whole roots were cut into pieces and incubated in protoplast solution (1.5% cellulase R10 [Duchefa Biochemie], 1.2% cellulase RS [Duchefa Biochemie], 0.2% macerozyme R10 [Duchefa Biochemie], and 0.12% pectinase [Sigma-Aldrich] in 600 mM mannitol, 2 mM MES hydrate, 10 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_, and 0.1% BSA, pH 5.7; Walker et al., 2017) for 45 min. Protoplasts were filtered through 70-µm followed by 40-µm cell strainers, centrifuged at 300*g* for 3 min, resuspended in protoplast solution lacking cell wall-degrading enzymes, and subjected to FACS. Three independent biological experiments were performed for each marker line. GFP-expressing protoplasts were collected using a BD Influx cell sorter (BD Biosciences) following previously published protocols (Birnbaum et al., 2003; Gifford et al., 2008; Grønlund et al., 2012). The cell sorter was equipped with a 100-µm nozzle, and BD FACSFlow (BD Biosciences) was used as the sheath fluid. BD Accudrop Fluorescent Beads (BD Biosciences) were used prior to each experiment to optimize sorting settings. A pressure of 20 p.s.i. (sheath) and 21 to 21.5 p.s.i. (sample) was applied during the experiments. Drop frequency was set to 39.2 kHz, and event rate was generally kept at <4000 events s^−1^. GFP-expressing protoplasts were identified using a 488-nm argon laser, plotting the outcome of a 580/30 bandpass filter versus a 530/40 bandpass filter, to differentiate between green fluorescence and autofluorescence. Different cell populations were collected for microscopy in preexperiments to determine the presence of GFP-expressing protoplasts. As previously reported (Grønlund et al., 2012), these protoplasts were present in the high 530-nm/low 580-nm population. Sorting gates were set conservatively in subsequent experiments based on these observations (Supplemental Figure 10). For RNA extraction, GFP-expressing protoplasts were sorted into Qiagen RLT lysis buffer containing 1% (v/v) β-mercaptoethanol, mixed, and immediately frozen at −80°C. At least 10,000 GFP-expressing protoplasts were sorted per experiment and treatment condition. Sorting times were kept below 20 min.

### RNA Isolation, RNA-Seq Library Construction, and Sequencing

Total RNA was extracted from the samples using a Qiagen RNeasy Plant Mini Kit including on-column DNase treatment with a Qiagen DNase kit. A 6000 Pico Kit (Agilent Technologies) was used to check quantity and quality of the RNA on a Bioanalyzer 2100 (Agilent Technologies). Preparation of amplified cDNA from total RNA and RNA-seq library construction were performed using the Ovation RNA-seq System V2 and Ovation Ultralow Library Systems Kits (NuGEN Technologies), respectively, following standard protocols. Sequencing was performed by the High-Throughput Genomics Group at the Wellcome Trust Centre for Human Genetics on an Illumina HiSeq2500 System.

### RNA-Seq Quality Control and Read Mapping

For each sample, read quality was evaluated using FastQC software (Andrews, 2010). The paired-end libraries (2 × 100-bp reads) were mapped to the Arabidopsis TAIR10 genome using STAR (default parameters; Dobin et al., 2013). The reads mapping to exons were counted using LiBiNorm (Dyer et al., 2019; settings: -f bam -s no -i Parent -t mRNA) using an Araport 11 annotation GTF file (Ensembl release 39). On average, 43% of reads uniquely mapped to exons (full details are given in Supplemental Table 1). The quality of read mapping was assessed using the Integrative Genomics Viewer (Robinson et al., 2011). The quality of replicates was assessed by plotting read counts of samples against one another and assessing the dispersion and presence of any artifacts between samples. Due to preferential amplification in some samples, reads corresponding to rRNA and ribosomal proteins had to be removed for subsequent analyses (Supplemental Data Set 11). The mitochondrial and plastid chromosomes were also removed, as this work focused on nucleus-encoded genes. Principal component analysis was calculated using the R function prcomp and visualized using ggplot2 implemented in R. Fragments per kilobase per million values were calculated for genes remaining after filtering using exonic gene lengths from the Araport 11 annotation GTF file (the same GTF file used for HTSeq-count; Supplemental Data Set 12).

### Differential Gene Expression and Functional Analysis

Within each cell type, genes that were differentially expressed in response to each treatment (compared with mock) were identified using DESeq2 (Love et al., 2014). All counts (minus filtered genes described above) were normalized using DESeq2 (default parameters). The model for differential expression included the replicate information in the model matrix (∼batch + condition) in order to account for batch effects. Genes were defined as differentially expressed if the adjusted P value was less than 0.05. We included all statistically significant genes and did not use a threshold on the fold change to (1) avoid the use of an arbitrary threshold, especially as thresholds do not necessarily correlate with translation and/or biological function, and (2) maximize statistical power for downstream analyses such as GO term or motif enrichment analyses. In order to define cell identity genes, first we identified genes that were differentially expressed between all possible pairs of cell type mock-treated samples using DESeq2 (again accounting for batches in the model matrix; P < 0.05). We then defined cell identity genes as those that were significantly upregulated in one cell type compared with both other cell types. For example, to define epidermis identity genes, we first identified genes differentially upregulated compared with the pericycle and cortex separately, then we took the intersection of these two lists of genes to be the epidermis identity genes. The significance of the overlap between cell identity genes and published cell-specific gene sets (Bargmann et al., 2013; Supplemental Data Set 13) was tested using Fisher’s exact test. From the published data set, epidermis-specific genes were taken to be the union of those labeled “trichoblast” and “atrichoblast,” cortex genes were those labeled as “cortex,” and pericycle genes were labeled as the union of “phloem-pole pericycle” and “xylem-pole pericycle” genes (Supplemental Data Set 14). The fit of the DESeq2 model to our data was tested by plotting replicates against one another and overlaying the read counts of DEGs (Supplemental Figure 4). Subset analysis to determine cell type- and treatment-exclusive genes was performed in R using built-in set functions and the VennDiagram (Chen and Boutros, 2011) package. Proportional visualizations of three-set Venn diagrams were created using eulerAPE (Micallef and Rodgers, 2014), nonproportional Venn diagrams were created using the Venn function from the R packaged gplots, and the six-set Venn diagram was created using the interactive Venn tool by Bardou et al. (2014).

GO enrichment analysis was performed using the R package GOStats (Falcon and Gentleman, 2007) with an additional Benjamini-Hochberg multiple testing correction applied. To make the P values across cell types directly comparable, we equalized gene set sizes by taking the top *K* genes from the larger data set where *K* is the size of the smaller data set for flg22 upregulated genes (cortex set: 128 genes; Figure 2A), Pep1 upregulated genes (epidermis set: 365 genes; Figure 2B), and Pep1 downregulated genes (epidermis set: 337 genes; Figure 2B). For the cell identity genes, we took the top 512 genes (Figure 3E). For the figures, the top 5 nonredundant terms were shown, where redundant terms were defined as terms that corresponded to exactly the same sets of genes. These were not shown in the plots in order to maximize the scope of the top GO terms.

### PMET

A total of 113 motifs (in the form of letter-probability matrices) were obtained from microarray studies performed by Franco-Zorrilla et al. (2014). These motifs characterize the target sequence specificity of 63 plant TFs representing 25 families. To conduct accurate comparisons, we equalized gene set sizes by taking all of the cortex-specific flg22 upregulated genes (128 genes; from Figure 2A) and the top 120 most significantly upregulated epidermis-specific genes. For Pep1, we included all Pep1-induced/suppressed epidermis genes (365 and 337 genes, respectively; Figure 2B) and the equivalent top Pep1-induced/suppressed genes in the cortex. Promoter regions corresponding to 1000 bp upstream from the transcription start site were collected from the TAIR database (Lamesch et al., 2012; www.arabidopsis.org) for all nuclear genes (including transposable element genes and excluding genes on the mitochondrial or plastid chromosomes) in the Arabidopsis genome. For each motif and each promoter, the sequence was scanned for occurrences of the motif using FIMO (Grant et al., 2011), which assigns a probability score to each potential hit. In order to determine the number of hits to consider and to compute an overall score for motif presence in a promoter, we computed the geometric mean *p* of the top *k* FIMO probability scores for nonoverlapping hits and computed the binomial probability of observing at least *k* hits of probability *p* in a 1-kb promoter. The value of *k* minimizing the binomial probability was taken to indicate the most likely number of binding sites, and the *k* hits were recorded for subsequent analysis (1 ≤ *k* ≤ 5). For each motif, the promoters were ordered by increasing binomial probability, and the top *n* = 5000 promoters were considered as containing the motif. Homogeneously setting *n* to the same value for each motif lays the foundation for computing P values for motif pairs that are comparable (see below) and avoids biases brought about by motifs of varying specificity. The parameter *n* was set to the high value of 5000 for high sensitivity (rather than specificity), as stringency is introduced when the pairing of motifs is considered. The binomial probability of the *n*-th promoter was recorded for each motif as a threshold. For each pair of motifs and for each promoter containing both motifs, overlaps of recorded motif hits were identified and the total information content (IC) of the overlap (based on motifs) was calculated. Total IC across the overlapping positions (*i*) of one motif was calculated as

$$IC=\;\underset{i\in I}{\sum }\left(2+\;\underset{b\in B}{\sum }f_{b,i}\log_{2}f_{b,i}\;\right)$$

where $f_{b,i}$ corresponds to the probability of observing base *b* at position *i*, according to previous work by Franco-Zorrilla et. al. (2014), and where B={A,C,G,T} and *I* is the set of positions in the overlap. If the IC of the overlap for either motif exceeded 4 (indicating that highly conserved bases are part of the overlap), these hits were removed and the binomial probability was recalculated for the remaining hits. The process of overlap removal is, therefore, only dependent on the IC and not directly dependent on the length of the overlap.

If the recalculated scores were still below the recorded motif-specific threshold, the two motifs were considered to be colocalized in the promoter. Finally, gene sets of interest were tested for enrichment of paired motifs using a pairwise hypergeometric test based on the MATLAB function proposed by Meng et al. (2009). Hypergeometric P values were corrected for the number of motif pairs using a stringent Bonferroni correction (calculating the correction for each gene set separately). As a negative control, random gene sets were tested against the same statistical method, resulting in no significant P values. Corrected P < 0.05 values are considered significant. For each comparison of results made between conditions, the gene sets tested were of equal size to make P values comparable. To this end, gene set sizes were equalized by taking the top *K* genes from the larger gene set, where *K* is the size of the smaller gene set.

### Generation of LhG4/pOp6 Transactivation Lines to Study Promoter Activities

In order to assess the PMET results, we decided to validate two pairs of motifs: WRKY-KAN enrichment in epidermis-specific flg22-responsive genes and MYC-WRKY enrichment in cortex-specific Pep1-responsive genes. We used short native promoters of three candidates, all of which were expressed strongly in a cell type-specific manner. *WRKY45* and *PIRL2* were chosen as genes to validate WRKY-KAN enrichment and *AtM10* was chosen to validate MYC-WRKY enrichment. Native promoter fragments (300 to 550 bp) were chosen such that they contained at least three binding sites for each TF type (WRKY, KAN, or MYC) but were short enough to reduce complexity arising from the presence of other TF binding motifs known to be present based on prior motif results. In the mutant versions of the promoters, WRKY, KAN, or MYC TF binding sites were replaced by the random sequence GAACTT. For synthetic promoters, we stacked TF binding sites in quadruplicate, each separated by 6 bp of a random spacer sequence (GAACTT), in front of the *CaMV35S* minimal promoter (nucleotides −46 to +1; Bhullar et al., 2003). In all cases, the presence or absence of TF binding sites was confirmed using FIMO, and we made sure that the insertion of random sequences did not result in the prediction of new TF binding sites. Native promoters or their mutated versions as well as synthetic promoter fragments were synthesized (Integrated DNA Technologies) flanked by attb sites for recombination into the Gateway-compatible pBIN+-GW-LhG4 vector (Costa et al., 2014). The resulting pBIN+Promoter-LhG4 “effector” plasmids were transformed into a stable *pOp6*:*YFP* “activator” line (Costa et al., 2014) via *Agrobacterium tumefaciens*-mediated transformation (Chang et al., 1994). Transformants were selected on hygromycin-containing medium, and the presence of the effector constructs was confirmed by PCR. For all assays, plants were grown in vertical square Petri dishes on ATS medium for 7 d and treated with 1 mL per plate of 1 μM flg22 or Pep1 or water (mock). Two hours later, whole roots of ∼30 plants per line and treatment were harvested for expression analysis by qRT-PCR (with *UBQ5* and *EF1α* for normalization as described above) or whole seedlings were harvested for confocal laser-scanning microscopy. The 2^−ΔΔCt^ method was used to determine *YFP* expression in transactivation plants relative to Col-0. To quantify YFP fluorescence in the synthetic promoter lines, maximum projections of the YFP channel from Z-stacks taken from root segments were analyzed using the ImageJ software package (https://imagej.net), and mean gray values for each image were determined. One-way ANOVA with Bonferroni posthoc test was applied to determine significance levels between native and synthetic promoter lines (see the Supplemental File for ANOVA tables).

### Confocal Laser-Scanning Microscopy

All images were taken with a confocal laser-scanning microscope (Zeiss LSM 880 or Leica SP5). For all experiments, GFP was excited with a 488-nm laser line and detected between 500 and 545 nm, and YFP and VENUS were excited at 514 nm and detected between 520 and 560 nm. *pMYB51*:*NLS-3xmVENUS*, *pPER5*:*NLS-3xmVENUS*, *pGL2*:*GFP*, *pCORTEX*:*GFP*, and *E3754* lines were imaged 1 h after flg22, Pep1, or mock treatment. For immunity and cell type-specific marker lines, viable roots were stained in a 10 μg mL^−1^ propidium iodide solution. Propidium iodide was excited at 561 nm, and fluorescence was detected between 570 and 720 nm. Due to the short time frame (2 to 3 h after treatment) for imaging of LhG4/pOp6 transactivation lines, we used a SCRI Renaissance 2200 (SR2200)/ClearSee staining method (Kurihara et al., 2015; Musielak et al., 2015), which involves fixation in paraformaldehyde. For this, seedlings were incubated in SR2200 staining solution (Musielak et al., 2015) for 30 min, followed by a washing step with PBS and clearing for at least 2 d in ClearSee solution (Kurihara et al., 2015). SR2200-stained cell walls were imaged using a 405-nm laser line for excitation and a bandwidth between 410 and 480 nm for detection.

### Uploading to ePlant

A scalable vector graphics (SVG) image representing our experimental setup was generated using the open-source SVG editing program Inkscape (https://inkscape.org). Expression data summarized as fragments per kilobase per million reads mapped were data based on the Bio-Analytic Resource for Plant Biology, and a web service was created to return expression values for a given gene across all samples in JSON (Javascript object notation) format. An XML file for a new Root Immunity Elicitation ePlant view was created to permit mapping of sample names to specific SVG parts and incorporated into ePlant (Waese et al., 2017). The appropriate group tags in the SVG file were edited to correspond to those in the XML file. The view may be freely accessed with ePlant at http://bar.utoronto.ca/eplant/?ActiveSpecies=Arabidopsis%20thalianaandGenes=AT2G35980andActiveGene=AT2G35980andActiveView=RootImmunityElicitationView (view for NHL10).

### Accession Numbers

The following supplemental data sets have been submitted to the Gene Expression Omnibus and are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112960: paired-end raw .fastq files and raw counts produced using LiBiNorm (Dyer et al., 2019) as .txt files. The data generated and analyzed during this study are available from the corresponding author on reasonable request. PMET has been made available as a web-based tool at http://bar.utoronto.ca/index.html (linked to http://nero.wsbc.warwick.ac.uk/tools), and the PMET source code is available on GitHub at https://github.com/kate-wa/PMET-software.

### Supplemental Data

**Supplemental Figure 1.** The ability of *S. indica* to suppress flg22 but not Pep1-triggered immune responses in roots.
**Supplemental Figure 2.** flg22 and Pep1 activate immunity in different root zones.
**Supplemental Figure 3.** Workflow for FACS analyses and RNA-seq.
**Supplemental Figure 4.** Visual inspection of differential gene expression.
**Supplemental Figure 5.** Assessment of RNA-seq data quality.
**Supplemental Figure 6.** Number of genes expressed per treatment and cell type.
**Supplemental Figure 7.** Promoter activities of selected candidate genes confirm cell type-specific expression in planta.
**Supplemental Figure 8.** Deletions in predicted promoter motif pairs in native promoters abolish cell type-specific gene regulation in planta.
**Supplemental Figure 9.** Quantification of YFP signals in the synthetic promoter lines shown in Figure 7.
**Supplemental Figure 10.** Representative FACS dot plots of the output from the 580/30 nm vs. the 530/40 nm bandpass filters.
**Supplemental Table 1.** Alignment statistics table based on output from htseq-count.
**Supplemental Table 2.** Number of DEGs responding to flg22 and Pep1 in three root cell types.
**Supplemental Table 3.** Genes differentially expressed in all three cell types in response to both flg22 and Pep1.
**Supplemental Table 4.** Number of DEGs responding specifically to either flg22 or Pep1 in one or more cell types.
**Supplemental Table 5.** Primer sequences.
**Supplemental Data Set 1.** Lists of all differentially expressed genes in response to flg22 and Pep1 from DESeq2 output.
**Supplemental Data Set 2.** Lists of cell type-specific DEGs following flg22 or Pep1 treatment.
**Supplemental Data Set 3.** Lists of cell type-specific GO terms after flg22 and Pep1 treatment.
**Supplemental Data Set 4.** Lists of flg22- and Pep1-specific DEGs per cell type.
**Supplemental Data Set 5.** Lists of flg22- and Pep1-specific GO terms per cell type.
**Supplemental Data Set 6.** Lists of cell identity genes and enriched GO terms.
**Supplemental Data Set 7.** Lists of PTI genes within cell type-specific cell identity genes.
**Supplemental Data Set 8.** Paired-motif analysis results for cell identity genes.
**Supplemental Data Set 9.** Paired-motif analysis results for flg22 up-regulated genes.
**Supplemental Data Set 10.** Paired-motif analysis results for Pep1 up- and down-regulated genes.
**Supplemental Data Set 11.** Genes omitted from the analysis.
**Supplemental Data Set 12.** Fragments per kilobase per million (FPKM) matrix of filtered genes.
**Supplemental Data Set 13.** Lists of differentially expressed genes between mock-treated cell types.
**Supplemental Data Set 14.** List of cell-specific genes as published (Bargmann et al., 2013).
**Supplemental File.** ANOVA tables.

## DIVE Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

MYC2 Gramene: AT1G32640
MYC2 Araport: AT1G32640

WRKY18 Gramene: AT4G31800
WRKY18 Araport: AT4G31800

YAB5 Gramene: AT2G26580
YAB5 Araport: AT2G26580

UBQ5 Gramene: AT3G62250
UBQ5 Araport: AT3G62250

WRKY45 Gramene: AT3G01970
WRKY45 Araport: AT3G01970

PROPEP1 Gramene: AT5G64900
PROPEP1 Araport: AT5G64900

WRKY22 Gramene: AT4G01250
WRKY22 Araport: AT4G01250

WRKY33 Gramene: AT2G38470
WRKY33 Araport: AT2G38470

FLS2 Gramene: Solyc02g070890
FLS2 Araport: Solyc02g070890

PTI Gramene: Pattern triggered immunity
PTI Araport: Pattern triggered immunity

MAMP Gramene: Microbe-associated molecular pattern
MAMP Araport: Microbe-associated molecular pattern

KAN1 Gramene: AT5G16560
KAN1 Araport: AT5G16560

ATS, KAN4 Gramene: AT5G42630
ATS, KAN4 Araport: AT5G42630

## References

[bib1] Achard, P., Gusti, A., Cheminant, S., Alioua, M., Dhondt, S., Coppens, F., Beemster, G.T.S., Genschik, P. (2009). Gibberellin signaling controls cell proliferation rate in Arabidopsis. Curr. Biol. 19: 1188–1193.1957676810.1016/j.cub.2009.05.059

[bib2] Alexandratos, N., Bruinsma, J. (2012). World Agriculture Towards 2030/2050: The 2012 Revision.. (Rome: Food and Agriculture Organization of the United Nations).

[bib3] Andrews, S. (2010). FastQC: A quality control tool for high throughput sequence data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/: http://www.bioinformatics.babraham.ac.uk/projects/.

[bib4] Asai, T., Tena, G., Plotnikova, J., Willmann, M.R., Chiu, W.-L., Gomez-Gomez, L., Boller, T., Ausubel, F.M., Sheen, J. (2002). MAP kinase signalling cascade in Arabidopsis innate immunity. Nature 415: 977–983.1187555510.1038/415977a

[bib5] Bardou, P., Mariette, J., Escudié, F., Djemiel, C., Klopp, C. (2014). jvenn: An interactive Venn diagram viewer. BMC Bioinformatics 15: 293.2517639610.1186/1471-2105-15-293PMC4261873

[bib6] Bargmann, B.O.R., Vanneste, S., Krouk, G., Nawy, T., Efroni, I., Shani, E., Choe, G., Friml, J., Bergmann, D.C., Estelle, M., Birnbaum, K.D. (2013). A map of cell type-specific auxin responses. Mol. Syst. Biol. 9: 688.2402200610.1038/msb.2013.40PMC3792342

[bib7] Bartels, S., Boller, T. (2015). Quo vadis, Pep? Plant elicitor peptides at the crossroads of immunity, stress, and development. J. Exp. Bot. 66: 5183–5193.2591174410.1093/jxb/erv180

[bib8] Beck, M., Wyrsch, I., Strutt, J., Wimalasekera, R., Webb, A., Boller, T., Robatzek, S. (2014). Expression patterns of flagellin sensing 2 map to bacterial entry sites in plant shoots and roots. J. Exp. Bot. 65: 6487–6498.2520557710.1093/jxb/eru366PMC4246182

[bib9] Berendsen, R.L., Pieterse, C.M.J., Bakker, P.A.H.M. (2012). The rhizosphere microbiome and plant health. Trends Plant Sci. 17: 478–486.2256454210.1016/j.tplants.2012.04.001

[bib10] Bhullar, S., Chakravarthy, S., Advani, S., Datta, S., Pental, D., Burma, P.K. (2003). Strategies for development of functionally equivalent promoters with minimum sequence homology for transgene expression in plants: Cis-elements in a novel DNA context versus domain swapping. Plant Physiol. 132: 988–998.1280562710.1104/pp.103.020602PMC167037

[bib11] Birnbaum, K., Jung, J.W., Wang, J.Y., Lambert, G.M., Hirst, J.A., Galbraith, D.W., Benfey, P.N. (2005). Cell type-specific expression profiling in plants via cell sorting of protoplasts from fluorescent reporter lines. Nat. Methods 2: 615–619.1617089310.1038/nmeth0805-615

[bib12] Birnbaum, K., Shasha, D.E., Wang, J.Y., Jung, J.W., Lambert, G.M., Galbraith, D.W., Benfey, P.N. (2003). A gene expression map of the Arabidopsis root. Science 302: 1956–1960.1467130110.1126/science.1090022

[bib13] Birnbaum, K.D. (2018). Power in numbers: Single-cell RNA-seq strategies to dissect complex tissues. Annu. Rev. Genet. 52: 203–221.3019263610.1146/annurev-genet-120417-031247PMC6314027

[bib14] Boller, T., Felix, G. (2009). A renaissance of elicitors: Perception of microbe-associated molecular patterns and danger signals by pattern-recognition receptors. Annu. Rev. Plant Biol. 60: 379–406.1940072710.1146/annurev.arplant.57.032905.105346

[bib15] Brady, S.M., Orlando, D.A., Lee, J.Y., Wang, J.Y., Koch, J., Dinneny, J.R., Mace, D., Ohler, U., Benfey, P.N. (2007). A high-resolution root spatiotemporal map reveals dominant expression patterns. Science 318: 801–806.1797506610.1126/science.1146265

[bib16] Bulgarelli, D., Schlaeppi, K., Spaepen, S., Ver Loren van Themaat, E., Schulze-Lefert, P. (2013). Structure and functions of the bacterial microbiota of plants. Annu. Rev. Plant Biol. 64: 807–838.2337369810.1146/annurev-arplant-050312-120106

[bib17] Chang, S.S., Park, S.K., Kim, B.C., Kang, B.J., Kim, D.U., Nam, H.G. (1994). Stable genetic transformation of *Arabidopsis thaliana* by Agrobacterium inoculation in planta. Plant J. 5: 551–558.

[bib18] Chen, H., Boutros, P.C. (2011). VennDiagram: A package for the generation of highly-customizable Venn and Euler diagrams in R. BMC Bioinformatics 12: 35.2126950210.1186/1471-2105-12-35PMC3041657

[bib19] Clark, N.M., Hinde, E., Winter, C.M., Fisher, A.P., Crosti, G., Blilou, I., Gratton, E., Benfey, P.N., Sozzani, R. (2016). Tracking transcription factor mobility and interaction in Arabidopsis roots with fluorescence correlation spectroscopy. eLife 5: e14770.2728854510.7554/eLife.14770PMC4946880

[bib20] Cook, D.E., Mesarich, C.H., Thomma, B.P.H.J. (2015). Understanding plant immunity as a surveillance system to detect invasion. Annu. Rev. Phytopathol. 53: 541–563.2604756410.1146/annurev-phyto-080614-120114

[bib21] Costa, L.M., (2014). Central cell-derived peptides regulate early embryo patterning in flowering plants. Science 344: 168–172.2472360510.1126/science.1243005

[bib22] Craft, J., Samalova, M., Baroux, C., Townley, H., Martinez, A., Jepson, I., Tsiantis, M., Moore, I. (2005). New pOp/LhG4 vectors for stringent glucocorticoid-dependent transgene expression in Arabidopsis. Plant J. 41: 899–918.1574345310.1111/j.1365-313X.2005.02342.x

[bib23] Delgado-Baquerizo, M., Guerra, C.A., Cano-Díaz, C., Egidi, E., Wang, J.T., Eisenhauer, N., Singh, B.K., Maestre, F.T. (2020). The proportion of soil-borne pathogens increases with warming at the global scale. Nat. Clim. Chang. 10: 550–554.

[bib24] Denyer, T., Ma, X., Klesen, S., Scacchi, E., Nieselt, K., Timmermans, M.C.P. (2019). Spatiotemporal developmental trajectories in the Arabidopsis root revealed using high-throughput single-cell RNA sequencing. Dev. Cell 48: 840–852.e5.3091340810.1016/j.devcel.2019.02.022

[bib25] De Smet, I. (2012). Lateral root initiation: One step at a time. New Phytol. 193: 867–873.2240382310.1111/j.1469-8137.2011.03996.x

[bib26] Dinneny, J.R., Long, T.A., Wang, J.Y., Jung, J.W., Mace, D., Pointer, S., Barron, C., Brady, S.M., Schiefelbein, J., Benfey, P.N. (2008). Cell identity mediates the response of Arabidopsis roots to abiotic stress. Science 320: 942–945.1843674210.1126/science.1153795

[bib27] Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., Gingeras, T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29: 15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[bib28] Dolan, L., Janmaat, K., Willemsen, V., Linstead, P., Poethig, S., Roberts, K., Scheres, B. (1993). Cellular organisation of the *Arabidopsis thaliana* root. Development 119: 71–84.827586510.1242/dev.119.1.71

[bib29] Dombrecht, B., Xue, G.P., Sprague, S.J., Kirkegaard, J.A., Ross, J.J., Reid, J.B., Fitt, G.P., Sewelam, N., Schenk, P.M., Manners, J.M., Kazan, K. (2007). MYC2 differentially modulates diverse jasmonate-dependent functions in Arabidopsis. Plant Cell 19: 2225–2245.1761673710.1105/tpc.106.048017PMC1955694

[bib30] Du, Y., Scheres, B. (2018). Lateral root formation and the multiple roles of auxin. J. Exp. Bot. 69: 155–167.2899226610.1093/jxb/erx223

[bib31] Dyer, N.P., Shahrezaei, V., Hebenstreit, D. (2019). LiBiNorm: An htseq-count analogue with improved normalisation of Smart-seq2 data and library preparation diagnostics. PeerJ 7: e6222.3074026810.7717/peerj.6222PMC6366399

[bib32] Ezer, D., Zabet, N.R., Adryan, B. (2014). Homotypic clusters of transcription factor binding sites: A model system for understanding the physical mechanics of gene expression. Comput. Struct. Biotechnol. J. 10: 63–69.2534967510.1016/j.csbj.2014.07.005PMC4204428

[bib33] Falcon, S., Gentleman, R. (2007). Using GOstats to test gene lists for GO term association. Bioinformatics 23: 257–258.1709877410.1093/bioinformatics/btl567

[bib34] Felix, G., Duran, J.D., Volko, S., Boller, T. (1999). Plants have a sensitive perception system for the most conserved domain of bacterial flagellin. Plant J. 18: 265–276.1037799210.1046/j.1365-313x.1999.00265.x

[bib35] Fernández-Calvo, P., (2011). The Arabidopsis bHLH transcription factors MYC3 and MYC4 are targets of JAZ repressors and act additively with MYC2 in the activation of jasmonate responses. Plant Cell 23: 701–715.2133537310.1105/tpc.110.080788PMC3077776

[bib36] Flury, P., Klauser, D., Schulze, B., Boller, T., Bartels, S. (2013). The anticipation of danger: Microbe-associated molecular pattern perception enhances AtPep-triggered oxidative burst. Plant Physiol. 161: 2023–2035.2340070310.1104/pp.113.216077PMC3613473

[bib37] Franco-Zorrilla, J.M., López-Vidriero, I., Carrasco, J.L., Godoy, M., Vera, P., Solano, R. (2014). DNA-binding specificities of plant transcription factors and their potential to define target genes. Proc. Natl. Acad. Sci. USA 111: 2367–2372.2447769110.1073/pnas.1316278111PMC3926073

[bib38] Geng, Y., Wu, R., Wee, C.W., Xie, F., Wei, X., Chan, P.M.Y., Tham, C., Duan, L., Dinneny, J.R. (2013). A spatio-temporal understanding of growth regulation during the salt stress response in Arabidopsis. Plant Cell 25: 2132–2154.2389802910.1105/tpc.113.112896PMC3723617

[bib39] Gewin, V. (2010). Food: An underground revolution. Nature 466: 552–553.2067168910.1038/466552a

[bib40] Gifford, M.L., Banta, J.A., Katari, M.S., Hulsmans, J., Chen, L., Ristova, D., Tranchina, D., Purugganan, M.D., Coruzzi, G.M., Birnbaum, K.D. (2013). Plasticity regulators modulate specific root traits in discrete nitrogen environments. PLoS Genet. 9: e1003760.2403960310.1371/journal.pgen.1003760PMC3764102

[bib41] Gifford, M.L., Dean, A., Gutierrez, R.A., Coruzzi, G.M., Birnbaum, K.D. (2008). Cell-specific nitrogen responses mediate developmental plasticity. Proc. Natl. Acad. Sci. USA 105: 803–808.1818045610.1073/pnas.0709559105PMC2206617

[bib42] Gómez-Gómez, L., Felix, G., Boller, T. (1999). A single locus determines sensitivity to bacterial flagellin in *Arabidopsis thaliana*. Plant J. 18: 277–284.1037799310.1046/j.1365-313x.1999.00451.x

[bib43] Gonneau, M., (2018). Receptor kinase THESEUS1 is a rapid alkalinization factor 34 receptor in Arabidopsis. Curr. Biol. 28: 2452–2458.e4.3005730110.1016/j.cub.2018.05.075

[bib44] Grant, C.E., Bailey, T.L., Noble, W.S. (2011). FIMO: Scanning for occurrences of a given motif. Bioinformatics 27: 1017–1018.2133029010.1093/bioinformatics/btr064PMC3065696

[bib45] Grønlund, J.T., Eyres, A., Kumar, S., Buchanan-Wollaston, V., Gifford, M.L. (2012). Cell specific analysis of Arabidopsis leaves using fluorescence activated cell sorting. J. Vis. Exp. 68: e4214.10.3791/4214PMC349032023070217

[bib46] Halfon, M.S., Carmena, A., Gisselbrecht, S., Sackerson, C.M., Jiménez, F., Baylies, M.K., Michelson, A.M. (2000). Ras pathway specificity is determined by the integration of multiple signal-activated and tissue-restricted transcription factors. Cell 103: 63–74.1105154810.1016/s0092-8674(00)00105-7

[bib47] Haruta, M., Sabat, G., Stecker, K., Minkoff, B.B., Sussman, M.R. (2014). A peptide hormone and its receptor protein kinase regulate plant cell expansion. Science 343: 408–411.2445863810.1126/science.1244454PMC4672726

[bib48] Hawker, N.P.N., Bowman, J.L.J. (2004). Roles for Class III HD-Zip and KANADI genes in Arabidopsis root development. Plant Physiol. 135: 2261–2270.1528629510.1104/pp.104.040196PMC520795

[bib49] Huffaker, A., Pearce, G., Ryan, C.A. (2006). An endogenous peptide signal in Arabidopsis activates components of the innate immune response. Proc. Natl. Acad. Sci. USA 103: 10098–10103.1678543410.1073/pnas.0603727103PMC1502512

[bib50] Hur, Y.-S., (2015). Arabidopsis thaliana homeobox 12 (ATHB12), a homeodomain-leucine zipper protein, regulates leaf growth by promoting cell expansion and endoreduplication. New Phytol. 205: 316–328.2518735610.1111/nph.12998

[bib51] Ilegems, M., Douet, V., Meylan-Bettex, M., Uyttewaal, M., Brand, L., Bowman, J.L., Stieger, P.A. (2010). Interplay of auxin, KANADI and Class III HD-ZIP transcription factors in vascular tissue formation. Development 137: 975–984.2017909710.1242/dev.047662

[bib52] Iyer-Pascuzzi, A.S., Jackson, T., Cui, H., Petricka, J.J., Busch, W., Tsukagoshi, H., Benfey, P.N. (2011). Cell identity regulators link development and stress responses in the Arabidopsis root. Dev. Cell 21: 770–782.2201452610.1016/j.devcel.2011.09.009PMC3204215

[bib53] Jacobs, S., Zechmann, B., Molitor, A., Trujillo, M., Petutschnig, E., Lipka, V., Kogel, K.-H., Schäfer, P. (2011). Broad-spectrum suppression of innate immunity is required for colonization of Arabidopsis roots by the fungus *Piriformospora indica*. Plant Physiol. 156: 726–740.2147443410.1104/pp.111.176446PMC3177271

[bib54] Jean-Baptiste, K., McFaline-Figueroa, J.L., Alexandre, C.M., Dorrity, M.W., Saunders, L., Bubb, K.L., Trapnell, C., Fields, S., Queitsch, C., Cuperus, J.T. (2019). Dynamics of gene expression in single root cells of *Arabidopsis thaliana*. Plant Cell 31: 993–1011.3092322910.1105/tpc.18.00785PMC8516002

[bib55] Jones, J.D.G., Dangl, J.L. (2006). The plant immune system. Nature 444: 323–329.1710895710.1038/nature05286

[bib56] Jourquin, J., Fukaki, H., Beeckman, T. (2020). Peptide-receptor signaling controls lateral root development. Plant Physiol. 182: 1645–1656.3186284110.1104/pp.19.01317PMC7140930

[bib57] Junion, G., Spivakov, M., Girardot, C., Braun, M., Gustafson, E.H., Birney, E., Furlong, E.E.M. (2012). A transcription factor collective defines cardiac cell fate and reflects lineage history. Cell 148: 473–486.2230491610.1016/j.cell.2012.01.030

[bib58] Krol, E., Mentzel, T., Chinchilla, D., Boller, T., Felix, G., Kemmerling, B., Postel, S., Arents, M., Jeworutzki, E., Al-Rasheid, K.A.S., Becker, D., Hedrich, R. (2010). Perception of the Arabidopsis danger signal peptide 1 involves the pattern recognition receptor AtPEPR1 and its close homologue AtPEPR2. J. Biol. Chem. 285: 13471–13479.2020015010.1074/jbc.M109.097394PMC2859507

[bib59] Kurihara, D., Mizuta, Y., Sato, Y., Higashiyama, T. (2015). ClearSee: A rapid optical clearing reagent for whole-plant fluorescence imaging. Development 142: 4168–4179.2649340410.1242/dev.127613PMC4712841

[bib60] Lamesch, P., (2012). The Arabidopsis Information Resource (TAIR): Improved gene annotation and new tools. Nucleic Acids Res. 40: D1202–D1210.2214010910.1093/nar/gkr1090PMC3245047

[bib61] Lareen, A., Burton, F., Schäfer, P. (2016). Plant root-microbe communication in shaping root microbiomes. Plant Mol. Biol. 90: 575–587.2672947910.1007/s11103-015-0417-8PMC4819777

[bib62] Lewis, L.A., (2015). Transcriptional dynamics driving MAMP-triggered immunity and pathogen effector-mediated immunosuppression in Arabidopsis leaves following infection with *Pseudomonas syringae* pv *tomato* DC3000. Plant Cell 27: 3038–3064.2656691910.1105/tpc.15.00471PMC4682296

[bib63] Lin, Q., Ohashi, Y., Kato, M., Tsuge, T., Gu, H., Qu, L.-J., Aoyama, T. (2015). GLABRA2 directly suppresses basic helix-loop-helix transcription factor genes with diverse functions in root hair development. Plant Cell 27: 2894–2906.2648644710.1105/tpc.15.00607PMC4637992

[bib64] Lincoln, C., Britton, J.H., Estelle, M. (1990). Growth and development of the *axr1* mutants of Arabidopsis. Plant Cell 2: 1071–1080.198379110.1105/tpc.2.11.1071PMC159955

[bib65] Liu, Z., Wu, Y., Yang, F., Zhang, Y., Chen, S., Xie, Q., Tian, X., Zhou, J.-M. (2013). BIK1 interacts with PEPRs to mediate ethylene-induced immunity. Proc. Natl. Acad. Sci. USA 110: 6205–6210.2343118410.1073/pnas.1215543110PMC3625333

[bib66] Lori, M., van Verk, M.C., Hander, T., Schatowitz, H., Klauser, D., Flury, P., Gehring, C.A., Boller, T., Bartels, S. (2015). Evolutionary divergence of the plant elicitor peptides (Peps) and their receptors: Interfamily incompatibility of perception but compatibility of downstream signalling. J. Exp. Bot. 66: 5315–5325.2600297110.1093/jxb/erv236PMC4526913

[bib67] Love, M.I., Huber, W., Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15: 550.2551628110.1186/s13059-014-0550-8PMC4302049

[bib68] Masucci, J.D., Rerie, W.G., Foreman, D.R., Zhang, M., Galway, M.E., Marks, M.D., Schiefelbein, J.W. (1996). The homeobox gene GLABRA2 is required for position-dependent cell differentiation in the root epidermis of *Arabidopsis thaliana*. Development 122: 1253–1260.862085210.1242/dev.122.4.1253

[bib69] Matsushita, A., Furumoto, T., Ishida, S., Takahashi, Y. (2007). AGF1, an AT-hook protein, is necessary for the negative feedback of AtGA3ox1 encoding GA 3-oxidase. Plant Physiol. 143: 1152–1162.1727709810.1104/pp.106.093542PMC1820926

[bib70] McAbee, J.M., Hill, T.A., Skinner, D.J., Izhaki, A., Hauser, B.A., Meister, R.J., Venugopala Reddy, G., Meyerowitz, E.M., Bowman, J.L., Gasser, C.S. (2006). ABERRANT TESTA SHAPE encodes a KANADI family member, linking polarity determination to separation and growth of Arabidopsis ovule integuments. Plant J. 46: 522–531.1662391110.1111/j.1365-313X.2006.02717.x

[bib71] Meng, J., Gao, S.-J., Huang, Y. (2009). Enrichment constrained time-dependent clustering analysis for finding meaningful temporal transcription modules. Bioinformatics 25: 1521–1527.1935161810.1093/bioinformatics/btp235PMC2687989

[bib72] Miao, Z.-Q., Zhao, P.-X., Mao, J., Yu, L., Yuan, Y., Tang, H., Liu, Z.-B., Xiang, C. (2018). HOMEOBOX PROTEIN52 mediates the crosstalk between ethylene and auxin signaling during primary root elongation by modulating auxin transport-related gene expression. Plant Cell 30: 2761–2778.3033314710.1105/tpc.18.00584PMC6305987

[bib73] Micallef, L., Rodgers, P. (2014). eulerAPE: Drawing area-proportional 3-Venn diagrams using ellipses. PLoS One 9: e101717.2503282510.1371/journal.pone.0101717PMC4102485

[bib74] Millet, Y.A., Danna, C.H., Clay, N.K., Songnuan, W., Simon, M.D., Werck-Reichhart, D., Ausubel, F.M. (2010). Innate immune responses activated in Arabidopsis roots by microbe-associated molecular patterns. Plant Cell 22: 973–990.2034843210.1105/tpc.109.069658PMC2861455

[bib75] Miyashima, S., (2019). Mobile PEAR transcription factors integrate positional cues to prime cambial growth. Nature 565: 490–494.3062696910.1038/s41586-018-0839-yPMC7617008

[bib76] Moore, I., Gälweiler, L., Grosskopf, D., Schell, J., Palme, K. (1998). A transcription activation system for regulated gene expression in transgenic plants. Proc. Natl. Acad. Sci. USA 95: 376–381.941938310.1073/pnas.95.1.376PMC18229

[bib77] Murphy, E., (2016). RALFL34 regulates formative cell divisions in Arabidopsis pericycle during lateral root initiation. J. Exp. Bot. 67: 4863–4875.2752160210.1093/jxb/erw281PMC4983113

[bib78] Musielak, T.J., Schenkel, L., Kolb, M., Henschen, A., Bayer, M. (2015). A simple and versatile cell wall staining protocol to study plant reproduction. Plant Reprod. 28: 161–169.2645483210.1007/s00497-015-0267-1PMC4623088

[bib79] Nakajima, K., Sena, G., Nawy, T., Benfey, P.N. (2001). Intercellular movement of the putative transcription factor SHR in root patterning. Nature 413: 307–311.1156503210.1038/35095061

[bib80] Ortiz-Morea, F.A., (2016). Danger-associated peptide signaling in Arabidopsis requires clathrin. Proc. Natl. Acad. Sci. USA 113: 11028–11033.2765149410.1073/pnas.1605588113PMC5047203

[bib81] Pandey, S.P., Somssich, I.E. (2009). The role of WRKY transcription factors in plant immunity. Plant Physiol. 150: 1648–1655.1942032510.1104/pp.109.138990PMC2719123

[bib82] Panth, M., Hassler, S.C., Baysal-Gurel, F. (2020). Methods for management of soilborne diseases in crop production. Agriculture 10: 16.

[bib83] Parizot, B., Roberts, I., Raes, J., Beeckman, T., De Smet, I. (2012). In silico analyses of pericycle cell populations reinforce their relation with associated vasculature in Arabidopsis. Philos. Trans. R. Soc. Lond. B Biol. Sci. 367: 1479–1488.2252739010.1098/rstb.2011.0227PMC3321678

[bib84] Poncini, L., Wyrsch, I., Dénervaud Tendon, V., Vorley, T., Boller, T., Geldner, N., Métraux, J.-P., Lehmann, S. (2017). In roots of *Arabidopsis thaliana*, the damage-associated molecular pattern AtPep1 is a stronger elicitor of immune signalling than flg22 or the chitin heptamer. PLoS One 12: e0185808.2897302510.1371/journal.pone.0185808PMC5626561

[bib85] Qi, Z., Verma, R., Gehring, C., Yamaguchi, Y., Zhao, Y., Ryan, C.A., Berkowitz, G.A. (2010). Ca^2+^ signaling by plant *Arabidopsis thaliana* Pep peptides depends on AtPepR1, a receptor with guanylyl cyclase activity, and cGMP-activated Ca^2+^ channels. Proc. Natl. Acad. Sci. USA 107: 21193–21198.2108822010.1073/pnas.1000191107PMC3000296

[bib86] Rich-Griffin, C., Stechemesser, A., Finch, J., Lucas, E., Ott, S., Schäfer, P. (2020). Single-cell transcriptomics: A high-resolution avenue for plant functional genomics. Trends Plant Sci. 25: 186–197.3178033410.1016/j.tplants.2019.10.008

[bib87] Robinson, J.T., Thorvaldsdóttir, H., Winckler, W., Guttman, M., Lander, E.S., Getz, G., Mesirov, J.P. (2011). Integrative genomics viewer. Nat. Biotechnol. 29: 24–26.2122109510.1038/nbt.1754PMC3346182

[bib88] Rodríguez-Martínez, J.A., Reinke, A.W., Bhimsaria, D., Keating, A.E., Ansari, A.Z. (2017). Combinatorial bZIP dimers display complex DNA-binding specificity landscapes. eLife 6: e19272.2818649110.7554/eLife.19272PMC5349851

[bib89] Ross-Elliott, T.J., (2017). Phloem unloading in Arabidopsis roots is convective and regulated by the phloem-pole pericycle. eLife 6: e24125.2823052710.7554/eLife.24125PMC5365319

[bib90] Rushton, P.J., Somssich, I.E., Ringler, P., Shen, Q.J. (2010). WRKY transcription factors. Trends Plant Sci. 15: 247–258.2030470110.1016/j.tplants.2010.02.006

[bib91] Ryan, C.A., Huffaker, A., Yamaguchi, Y. (2007). New insights into innate immunity in Arabidopsis. Cell. Microbiol. 9: 1902–1908.1759324710.1111/j.1462-5822.2007.00991.x

[bib92] Ryu, K.H., Huang, L., Kang, H.M., Schiefelbein, J. (2019). Single-cell RNA sequencing resolves molecular relationships among individual plant cells. Plant Physiol. 179: 1444–1456.3071835010.1104/pp.18.01482PMC6446759

[bib93] Sabatini, S., Heidstra, R., Wildwater, M., Scheres, B. (2003). SCARECROW is involved in positioning the stem cell niche in the Arabidopsis root meristem. Genes Dev. 17: 354–358.1256912610.1101/gad.252503PMC195985

[bib94] Sarojam, R., Sappl, P.G., Goldshmidt, A., Efroni, I., Floyd, S.K., Eshed, Y., Bowman, J.L. (2010). Differentiating Arabidopsis shoots from leaves by combined YABBY activities. Plant Cell 22: 2113–2130.2062815510.1105/tpc.110.075853PMC2929102

[bib95] Schang, A.L., (2018). Discordant perturbations of transcriptome and epigenome landscapes highlight dual roles of proinflammatory players in normal and IL1B-compromised OPC maturation trajectory in a prenatal model of diffuse white matter injury. bioRxiv 411702.

[bib96] Schmittgen, T.D., Livak, K.J. (2008). Analyzing real-time PCR data by the comparative C(T) method. Nat. Protoc. 3: 1101–1108.1854660110.1038/nprot.2008.73

[bib97] Schulze, B., Mentzel, T., Jehle, A.K., Mueller, K., Beeler, S., Boller, T., Felix, G., Chinchilla, D. (2010). Rapid heteromerization and phosphorylation of ligand-activated plant transmembrane receptors and their associated kinase BAK1. J. Biol. Chem. 285: 9444–9451.2010359110.1074/jbc.M109.096842PMC2843194

[bib98] Schweizer, F., Fernández-Calvo, P., Zander, M., Diez-Diaz, M., Fonseca, S., Glauser, G., Lewsey, M.G., Ecker, J.R., Solano, R., Reymond, P. (2013). Arabidopsis basic helix-loop-helix transcription factors MYC2, MYC3, and MYC4 regulate glucosinolate biosynthesis, insect performance, and feeding behavior. Plant Cell 25: 3117–3132.2394386210.1105/tpc.113.115139PMC3784603

[bib99] Stegmann, M., Monaghan, J., Smakowska-Luzan, E., Rovenich, H., Lehner, A., Holton, N., Belkhadir, Y., Zipfel, C. (2017). The receptor kinase FER is a RALF-regulated scaffold controlling plant immune signaling. Science 355: 287–289.2810489010.1126/science.aal2541

[bib100] Stringlis, I.A., Proietti, S., Hickman, R., Van Verk, M.C., Zamioudis, C., Pieterse, C.M.J. (2018). Root transcriptional dynamics induced by beneficial rhizobacteria and microbial immune elicitors reveal signatures of adaptation to mutualists. Plant J. 93: 166–180.2902417310.1111/tpj.13741PMC5765484

[bib101] Takano, J., Noguchi, K., Yasumori, M., Kobayashi, M., Gajdos, Z., Miwa, K., Hayashi, H., Yoneyama, T., Fujiwara, T. (2002). Arabidopsis boron transporter for xylem loading. Nature 420: 337–340.1244744410.1038/nature01139

[bib102] Tintor, N., Ross, A., Kanehara, K., Yamada, K., Fan, L., Kemmerling, B., Nürnberger, T., Tsuda, K., Saijo, Y. (2013). Layered pattern receptor signaling via ethylene and endogenous elicitor peptides during Arabidopsis immunity to bacterial infection. Proc. Natl. Acad. Sci. USA 110: 6211–6216.2343118710.1073/pnas.1216780110PMC3625345

[bib103] van den Berg, C., Willemsen, V., Hage, W., Weisbeek, P., Scheres, B. (1995). Cell fate in the Arabidopsis root meristem determined by directional signalling. Nature 378: 62–65.747728710.1038/378062a0

[bib104] Vandepoele, K., Casneuf, T., Van de Peer, Y. (2006). Identification of novel regulatory modules in dicotyledonous plants using expression data and comparative genomics. Genome Biol. 7: R103.1709030710.1186/gb-2006-7-11-r103PMC1794593

[bib105] Van de Velde, J., Heyndrickx, K.S., Vandepoele, K. (2014). Inference of transcriptional networks in Arabidopsis through conserved noncoding sequence analysis. Plant Cell 26: 2729–2745.2498904610.1105/tpc.114.127001PMC4145110

[bib106] Waese, J., (2017). ePlant: Visualizing and exploring multiple levels of data for hypothesis generation in plant biology. Plant Cell 29: 1806–1821.2880813610.1105/tpc.17.00073PMC5590499

[bib107] Walker, L., (2017). Changes in gene expression in space and time orchestrate environmentally mediated shaping of root architecture. Plant Cell 29: 2393–2412.2889385210.1105/tpc.16.00961PMC5774560

[bib108] Wendrich, J.R., Möller, B.K., Li, S., Saiga, S., Sozzani, R., Benfey, P.N., De Rybel, B., Weijers, D. (2017). Framework for gradual progression of cell ontogeny in the *Arabidopsis* root meristem. Proc. Natl. Acad. Sci. USA 114: E8922–E8929.2897391510.1073/pnas.1707400114PMC5651754

[bib109] Wyrsch, I., Domínguez-Ferreras, A., Geldner, N., Boller, T. (2015). Tissue-specific FLAGELLIN-SENSING 2 (FLS2) expression in roots restores immune responses in Arabidopsis fls2 mutants. New Phytol. 206: 774–784.2562757710.1111/nph.13280

[bib110] Xu, X.M., Wang, J., Xuan, Z., Goldshmidt, A., Borrill, P.G.M., Hariharan, N., Kim, J.Y., Jackson, D. (2011). Chaperonins facilitate KNOTTED1 cell-to-cell trafficking and stem cell function. Science 333: 1141–1144.2186867510.1126/science.1205727

[bib111] Yamada, K., Yamashita-Yamada, M., Hirase, T., Fujiwara, T., Tsuda, K., Hiruma, K., Saijo, Y. (2016). Danger peptide receptor signaling in plants ensures basal immunity upon pathogen-induced depletion of BAK1. EMBO J. 35: 46–61.2657453410.15252/embj.201591807PMC4718002

[bib112] Yamaguchi, Y., Huffaker, A. (2011). Endogenous peptide elicitors in higher plants. Curr. Opin. Plant Biol. 14: 351–357.2163631410.1016/j.pbi.2011.05.001

[bib113] Yamaguchi, Y., Huffaker, A., Bryan, A.C., Tax, F.E., Ryan, C.A. (2010). PEPR2 is a second receptor for the Pep1 and Pep2 peptides and contributes to defense responses in Arabidopsis. Plant Cell 22: 508–522.2017914110.1105/tpc.109.068874PMC2845411

[bib114] Zhang, T.Q., Xu, Z.G., Shang, G.D., Wang, J.W. (2019). A single-cell RNA sequencing profiles the developmental landscape of Arabidopsis root. Mol. Plant 12: 648–660.3100483610.1016/j.molp.2019.04.004

[bib115] Zhou, F., Emonet, A., Dénervaud Tendon, V., Marhavy, P., Wu, D., Lahaye, T., Geldner, N. (2020). Co-incidence of damage and microbial patterns controls localized immune responses in roots. Cell 180: 440–453.e18.3203251610.1016/j.cell.2020.01.013PMC7042715

[bib116] Zipfel, C., Robatzek, S., Navarro, L., Oakeley, E.J., Jones, J.D.G., Felix, G., Boller, T. (2004). Bacterial disease resistance in Arabidopsis through flagellin perception. Nature 428: 764–767.1508513610.1038/nature02485

How the deposited data were processed for this re-analysis (not part of the article)

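RNA was sequenced from Arabidopsis root cells sorted by fluorescence from lines that mark the non-hair epidermis, the cortex and the pericycle. The 27 libraries are 3 replicates each of the labels mock, flg22 and Pep1 in each of the 3 cell types. The authors aligned read pairs to the TAIR10 genome with STAR and counted them over exons with LiBiNorm, whereas the sample labels name TopHat2 2.0.14 and HTSeq, and the paper states that the deposited counts were made with LiBiNorm. The deposited values are raw counts per gene, whole numbers with no scaling, in 34262 gene entries that are the same in every library. A further 5 entries name no gene and hold the reads that were not assigned. Unassigned reads that overlapped no gene made up 5.24 to 9.31% of a library (median 7.12%), ambiguous ones 2.83 to 5.55% (median 4.35%) and those aligned to several places 31.1 to 66.2% (median 58.7%). Reads assigned to a gene were 34.2% on average.

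All 32548 nuclear genes were matched by identifier to the TAIR10.1 annotation. Left out of the tests were 152 mitochondrial and 133 plastid genes, as in the paper, 4 rRNA genes with 1 gene that overlaps one, and 357 ribosomal protein genes, because mitochondrial transcripts took up to 42.0% and ribosomal protein genes 0.352 to 6.23% of the gene counts of a library. The list of genes that the authors omitted was not analysed here. Gene counts per library ran from 4172741 to 17188823, and after these genes were left out from 2322577 to 12291555. At these depths the variance between replicates was 28.8 to 134 times that of counting noise.

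Each cell type was fitted on its own 9 libraries in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with TMM normalization, genes kept by filterByExpr (minimum count 10, minimum total count 15), estimated dispersions and the quasi-likelihood F test. The model held the treatment label and the replicate number as a block, as the paper's DESeq2 model held condition and batch. P values were adjusted by Benjamini and Hochberg within each comparison and a gene was called at an adjusted p under 0.05, without a fold change threshold, as in the paper. The comparisons were flg22 with mock, Pep1 with mock and flg22 with Pep1. Comparisons between libraries of different replicate numbers, with the treatment label as the other term, were added after the data had been examined, as was the thinning of every library to 2322577 counts. Identity genes are those higher in 1 cell type than in both others among the 9 mock libraries, with the replicate number as a block. Differences of a response between cell types were tested by the interaction of cell type and treatment over all 27 libraries. Principal components were computed on log2 CPM with a prior count of 2. Standard errors of log2 fold changes were taken from the fold change and the F statistic, and SDs are over 3 libraries on the CPM scale.

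Gene lists were tested with camera, at the preset correlation of 0.01 and with an estimated one, and each list was also adjusted over its own members. The 23 lists were written by name from general knowledge of the pathways, with 397 members, of which 4 were dropped because the reference gives their identifier another name. Promoters are the 1000 bp upstream of the annotated start in TAIR10.1. They were searched on both strands for the W-box TTGAC[CT] and the G-box CACGTG, and shares were compared by two-sided Fisher's exact test. The share of 100-base stretches of a transcript that recur in the genome was counted from the reference. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and random draws had fixed seeds.

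Genes are named by a rule. It takes every gene the paper names and AtM10, in each comparison the 10 largest rises and the 10 largest falls past the threshold with a mean log2 CPM of at least 2 and the same direction in all 3 same-numbered pairs, the 4 members of each list with the smallest p in each comparison, and the 10 leading identity genes of each cell type. Other genes named, among them RBOHD, TIP2;3 and PATL2, were chosen after their values were seen, as were all genes named for the replicate numbers apart from those that the paper or a list names. The main model, the gene lists, the rule for named genes and the alternatives tried on the treatment labels were set before the data were examined.

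The alternatives were DESeq2 1.42.0 with the same block, no replicate block, RLE size factors in edgeR, total counts without TMM, no filter on low counts, rRNA and ribosomal protein genes kept, a fit on only the 6 libraries compared, a fit on all 27 libraries, tests within 1 sequencing pool, and leaving out each library in turn. For the components they were the 500 most variable genes after variance stabilization and scaling to unit variance. The whole procedure was tested on simulated data with known changes, 4 simulations per cell type with 100 genes changed 2-fold and 100 changed 8-fold. In simulated epidermis, cortex and pericycle libraries edgeR found 96.5%, 90% and 57% of genes changed 8-fold, with 5, 7.5 and 4.5 false calls per comparison. DESeq2 found 98%, 94% and 62.3%, with 34.3, 31.3 and 89.8 false calls. The list test at the preset correlation found the 1 shifted list among 20 in 4 of 4 cortex simulations and called 0 of the others. The estimated correlation was not tried in these simulations. The motif test gave p = 3.01e-07 (Fisher's exact test) for a set of 200 genes of which 100 had been given the site, and p = 0.497 (Fisher's exact test) for a random set.

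The sequencing pools were read from the facility numbers in the library names. They follow the conditions in part. In no cell type does a pool hold all libraries of 2 labels, and in the epidermis the libraries labelled flg22 and Pep1 share none. A difference between pools and a difference between labels cannot be separated in the cortex and pericycle, and only in part in the epidermis. The mock libraries of different cell types share no pool, so for identity genes pool and cell type cannot be separated either. The motif matrices, the gene ontology annotation, the published expression sets and the microscopy of the paper were not analysed here.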

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

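The comparisons between replicate numbers and the thinning of libraries to equal depth were tests chosen only after the results had been seen. The interaction tests of the elicitor labels were planned.

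In 9 of 19144 genes, the difference between libraries labelled flg22 and mock differed between cell types in edgeR's interaction test (1305 genes at an unadjusted p under 0.05, where 957 are expected by chance, and 270 genes in DESeq2). For each of them the 3 pericycle libraries labelled flg22 were lower than the mock libraries of the same number, while the epidermis and cortex differed by less than 1 on the log2 scale. They are AAC2 (edgeR adjusted p = 0.0296, epidermis minus pericycle 5.98), MLO14 (edgeR adjusted p = 0.0403, 3.38), AT2G24300 (edgeR adjusted p = 0.0403, 3.81) and GRXS17 (edgeR adjusted p = 0.0403, 3.2). CMT3, AT3G10310 and AT4G01760 (edgeR adjusted p = 0.0403 each) held 3 counts or fewer in the pericycle libraries labelled flg22, and TBL41 (edgeR adjusted p = 0.0463) and AT5G49000 (edgeR adjusted p = 0.0449) are listed at 0 there, so that no size is given. Of 40 groupings of the labels within the cell types, the real one included, 5 gave as many genes or more, with up to 87, so that chance cannot be excluded. The count depends on single libraries. Without pericycle flg22 replicate 2 it was 126. It was 0 without cortex Pep1 replicate 1 or 2, cortex mock replicate 2, epidermis flg22 replicate 1, 2 or 3 or epidermis mock replicate 1, and 1 without cortex flg22 replicate 3, cortex mock replicate 3 or epidermis Pep1 replicate 1 or 2. It was 2 without cortex Pep1 replicate 3, cortex flg22 replicate 1 or 2, cortex mock replicate 1 or pericycle mock replicate 3, 3 without pericycle mock replicate 2, 4 without epidermis mock replicate 2, and 5 without epidermis mock replicate 3, pericycle flg22 replicate 1 or pericycle mock replicate 1. All 3 pericycle libraries labelled flg22 come from 1 sequencing pool that holds no other condition. They also had fewer genes detected than the mock libraries (16454 to 17847 against 19247 to 19510), larger mitochondrial shares (33.0 to 35.4% against 22.8 to 30.4%) and more reads that overlapped no gene (7.82 to 8.29% against 6.65 to 7.12%). A difference between pools, one in library quality and one between labels cannot be told apart for these genes.

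RBOHD was the single gene whose difference between replicate numbers differed between cell types. Between numbers 2 and 1 the interaction had an edgeR adjusted p = 0.0101, with the epidermal change above that of the cortex by 2.5 and above that of the pericycle by 2.92 on the log2 scale. For numbers 3 and 1 the values were an edgeR adjusted p = 0.000569, 2.81 and 3.61. The epidermal libraries numbered 2 and 3 were higher than those numbered 1 within all 3 labels. Of 40 groupings within the cell types, the real one included, 5 gave at least 1 gene between numbers 2 and 1, with up to 11. Between numbers 3 and 1, 2 of 40 did, with up to 2, so that chance cannot be excluded for either.

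Pericycle libraries varied more than those of the other cell types, with a biological coefficient of variation in edgeR of 0.804 (0.758 without pericycle flg22 replicate 3) against 0.360 in the cortex and 0.335 in the epidermis. Depth is argued against, since with every library thinned to 2322577 counts the pericycle value was still 2.23 times the higher of the other 2. Whether few transcripts were captured from the sorted pericycle cells, which would leave zeros even in abundant genes, stays open. At equal depth, genes with a mean of at least 50 counts were at 0 in 0.183% of values, which is 10.1 times the share in the epidermis (0.0181%), while 70 of the 148 zeros lay in pericycle flg22 replicate 3 and 78 in the other 8 libraries. More zeros also follow from a larger variance of any source, so this share cannot tell low capture from other sources. No biological explanation was tested.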

How the results depend on the processing

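All settings applied to the comparisons between replicate numbers, which themselves were chosen after the results had been seen, were unplanned tests, and the other settings were planned. With DESeq2 and the replicate block, flg22 against mock gave 7, 110 and 754 genes in epidermis, cortex and pericycle, Pep1 against mock 800 in the cortex and 375 in the pericycle, and flg22 against Pep1 18, 161 and 615. Unique genes over the cell types were 868 for flg22, 1171 for Pep1 (99.7% in 1 cell type) and 1772 for either. The interaction with cell type had 270 genes for flg22 and 130 for Pep1, and identity genes were 469 in the cortex and 823 in the pericycle, of which 4.48% and 7.17% were elicitor genes of that cell type. Replicate number 2 against 1 gave 668, 684 and 451 genes, and 3 against 1 gave 1780 in the epidermis and 980 in the pericycle.

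Without the low-count filter, flg22 against mock gave 18 genes in the cortex and 53 in the pericycle, Pep1 against mock 804 and 27, and flg22 against Pep1 74 and 3. The unique genes were 70, 827 (99.5% in 1 cell type) and 852, and the interaction had 24 and 8 genes. The coefficient of variation was 0.388 in the cortex and 0.854 in the pericycle, there were 366 cortex identity genes, elicitor genes made 7.92% of the identity genes in the cortex and 3.32% in the pericycle, and PC1 held 28.9%. Number 2 against 1 gave 684 genes in the cortex and 68 in the pericycle, and 3 against 1 gave 280 in the pericycle. Without the replicate block, Pep1 gave 0 genes in cortex and pericycle and 0 unique genes, as did either elicitor, identity genes were 290 in the epidermis and 59 in the cortex, 4 marker genes passed, and the coefficients of variation were 0.429 and 0.477 in epidermis and cortex. With rRNA and ribosomal protein genes kept, Pep1 gave 118 genes in the cortex, 0 in the pericycle and 118 unique genes, as did either elicitor. With only the 6 libraries compared, Pep1 gave 128 and 5 genes, and with all 27 libraries in one fit the pericycle had 496 for flg22 and 6 for Pep1. Within 1 sequencing pool, where a lone Pep1 library is assumed to vary like the others, Pep1 in the cortex gave 0 genes in edgeR (1212 at an unadjusted p under 0.05) while the 34 lower genes had a median of -2.88, a fall built in by choosing them with that library, and with total counts only the flg22 interaction had 1. On the 500 most variable genes the first 3 components held 57.4, 26.1 and 7.43% of the variance, and scaled to unit variance 22.0, 18.1 and 9.07%. Of 134 list tests, 26 passed with the preset correlation and 0 with an estimated one.

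Leaving out each library in turn kept flg22 against mock in the epidermis, Pep1 against mock in the epidermis, and flg22 against Pep1 in all cell types at 0 to 0 genes. The range was 0 to 1 (without cortex flg22 replicate 2) for flg22 in the cortex and 0 to 14 (without pericycle flg22 replicate 2) in the pericycle, with unique flg22 genes from 0 to 14. Pep1 ranged from 0 (without cortex Pep1 replicate 1, 2 or 3 or mock replicate 1) to 249 (without cortex flg22 replicate 2) in the cortex and from 0 to 6 (without pericycle Pep1 replicate 2) in the pericycle, and unique genes with Pep1 or either elicitor from 2 to 251, with 100 to 100% in 1 cell type. Identity genes ranged from 249 (without epidermis mock replicate 1) to 644 in the epidermis, from 34 (without pericycle mock replicate 2) to 369 (without epidermis mock replicate 2) in the cortex and from 214 (without pericycle mock replicate 2) to 584 in the pericycle. Elicitor genes made 0 to 0% of them in the epidermis, 0 to 3.91% in the cortex (without cortex flg22 replicate 2) and 0 to 1.87% in the pericycle (without pericycle mock replicate 2), and genes called in all cell types with both elicitors stayed at 0 to 0. The flg22 interaction ranged from 0 to 126 (without pericycle flg22 replicate 2) and the Pep1 interaction from 0 to 1 (without cortex Pep1 replicate 3). For 2 against 1 the ranges were 20 (without epidermis mock replicate 1) to 421, 127 (without cortex Pep1 replicate 2) to 355 and 11 to 26 (without pericycle flg22 replicate 3), and for 3 against 1 they were 167 (without epidermis mock replicate 1) to 1137, 1124 (without cortex Pep1 replicate 3) to 2297 and 57 (without pericycle flg22 replicate 1) to 154. For 3 against 2, compared in the same settings, they were 0 to 42 (without epidermis Pep1 replicate 1), 21 (without cortex mock replicate 2) to 520 and 0 to 4 (without pericycle flg22 replicate 2), and DESeq2 gave 504, 834 and 470. Coefficients of variation ranged from 0.293 to 0.367, 0.340 to 0.386 and 0.758 to 0.848, and PC1, PC2 and PC3 from 28.8 to 31.4, 17.2 to 20.8 and 7.12 to 8.44%.

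The share of flg22 genes that Pep1 also called has no value in edgeR, where no gene was called, and was 30.8% in DESeq2, 64.3% without the filter, 100% without cortex flg22 replicate 2 and 21.4% without pericycle flg22 replicate 2. The 13 named genes called with the label Pep1 kept their call in 103 pairs of a gene and a setting and lost it with the same direction in 92, and none turned sign. As a check of the replicate block, deviations from the condition means were compared between libraries of a cell type as if paired by number. Median correlations were 0.427 in the epidermis, 0.349 in the cortex and 0.0761 in the pericycle at the same number and -0.123, -0.0745 and -0.0394 at different numbers. Deviations from a mean of 3 libraries sum to 0, so opposite signs at the same and at different numbers are built in. Deviations from the means of the numbers gave medians of -0.148, 0.2275 and 0.0462 at the same label, and 0.0905, -0.0838 and -0.0316 at different labels. The nearest library had the same number for 8, 6 and 6 of 9 libraries and the same label for 0, 2 and 3. The limits of all counts are 3 libraries per condition, the overlap of sequencing pools with conditions, and a low power in the pericycle, where edgeR found 57% of genes changed 8-fold in simulated data.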

Differences from the paper's values

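The comparisons between replicate numbers that are set beside the paper's values here were tests chosen after seeing the values, and the comparisons and settings on the treatment labels were planned. The paper called genes with DESeq2 at an adjusted p under 0.05 and no fold threshold. The values here use the same threshold in edgeR, with the same block of replicates, and DESeq2 is one of the alternatives set before the data were examined. Genes unique over the cell types, shared by them or found in 1 of them were not counted for the fits of only the 6 libraries compared, of all 27 libraries or within 1 sequencing pool, so statements on alternatives leave those fits out for such counts. The paper's list of omitted genes was not analysed here.

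The paper gives 62% of the variance to PC1, and log2 CPM of all genes kept gave 30.3%. On the 500 most variable genes after variance stabilization it was 57.4%, within 1.5 times of the paper's value, and no other alternative was. The paper reports 3276 unique genes for either elicitor, and edgeR called 44. None of the alternatives reached this, the highest being DESeq2 with 1772. For Pep1 the paper has 3082 and edgeR 44, with 1171 in DESeq2 and 827 without the low-count filter, and none of the alternatives reached it. For flg22 the paper has 884 and edgeR 0 (7, 110 and 754 genes by cell type in DESeq2, and 280, 886 and 1275 in edgeR at an unadjusted p under 0.05). DESeq2 gave 868 unique genes for flg22, close to the paper's 884, but 751 of these in the pericycle alone, and no other alternative came near.

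Of the Pep1 genes, the paper finds 65% in 1 cell type, against 100% in edgeR and 99.7% in DESeq2, and none of the alternatives was nearer than 99.5%. The paper's counts of Pep1 genes called in 1 cell type are 702, 1159 and 157 for epidermis, cortex and pericycle, and those in edgeR are 0, 42 and 2. In the cortex DESeq2 (796) and the fit without the low-count filter (800) came within 1.5 times of the paper's value and the others did not, while none of the alternatives did so in the epidermis or in the pericycle (371 in DESeq2). For flg22 the paper's counts are 368, 244 and 32, and edgeR had 0, 0 and 0. In the epidermis and the cortex none of the alternatives reached them, with 7 and 107 in DESeq2 and 0 and 17 without the filter, while in the pericycle DESeq2 (751) and the fit without the filter (52) exceeded the paper's 32. The paper names 35 genes changed in all cell types, and edgeR, DESeq2 and the other alternatives for which these were counted had 0. It gives 2392 genes for Pep1 and not flg22, against 44 in edgeR, 904 in DESeq2 and 782 without the filter, and none of the alternatives reached it. The paper's shares of flg22 genes found in 1 cell type and found with Pep1 as well are 73% and 78%, and they have no value in edgeR, where no gene was called. They were 99.7% and 30.8% in DESeq2, 98.6% and 64.3% without the low-count filter, 100% and 100% without cortex flg22 replicate 2 (1 gene) and 100% and 21.4% without pericycle flg22 replicate 2 (14 genes), of which all but 30.8% and 21.4% lie within 1.5 times the paper's values.

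For identity genes the paper has 950, 512 and 1055 in epidermis, cortex and pericycle, against 601, 230 and 506 in edgeR. DESeq2 came within 1.5 times of the paper's values for all 3 cell types (869, 469 and 823). So did the fit without the low-count filter for the epidermis (766) and the cortex (366), and leaving out epidermis mock replicate 3 for the epidermis (644) and epidermis mock replicate 2 for the cortex (369). The other alternatives did not. Of the identity genes, 18, 28 and 5% were also elicitor genes of the same cell type in the paper, and 0, 0 and 0.395% in edgeR. DESeq2 gave 7.17% in the pericycle, within 1.5 times of the paper's 5%, and none of the alternatives came as near for the epidermis or the cortex.

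Comparisons between replicate numbers, which were chosen after seeing the values, came closer to several of the paper's counts. DESeq2 called 4011 genes for number 3 against 1, 1437 for 2 against 1 and 4430 for either. In 1 cell type these were 682, 1582 and 550 genes for epidermis, cortex and pericycle and 70.2% of the genes in the first comparison, and 392, 413 and 341 genes and 79.8% in the second. DESeq2 found 55 genes in all 3 cell types and both comparisons, and 2993 for number 3 and not 2. In edgeR the counts were 2350, 479 and 2430, with 327, 1462 and 8 genes in 1 cell type (76.5%) for 3 against 1 and 167, 191 and 0 (74.7%) for 2 against 1, 12 genes in all, and 1951 for number 3 and not 2. Of the genes for number 2, 83.3% were also called for number 3 in edgeR and 70.8% in DESeq2. Of the identity genes, 6.49, 26.1 and 0.791% were called between numbers in their own cell type alone.

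The paper names 10 genes among those changed by both elicitors in all cell types, and further immunity genes by cell type. In edgeR none of the genes the paper names was called between the elicitor labels and mock in 170 tests (15 at an unadjusted p under 0.05). In DESeq2, FRK1 was lower in pericycle libraries labelled flg22 (DESeq2 adjusted p = 0.00213), and GST11 (DESeq2 adjusted p = 0.0493) and PER61 (DESeq2 adjusted p = 0.0283) were lower in cortex libraries labelled Pep1. FRK1 was also lower in the fit of all 27 libraries (edgeR adjusted p = 0.0317), and GST11 (edgeR adjusted p = 0.0142), PER61 (edgeR adjusted p = 0.00700) and PRX71 (edgeR adjusted p = 0.0494) without the low-count filter, each the opposite of a rise. Between replicate numbers, chosen after seeing the values, the 10 genes rose past the threshold in 52 of 60 tests, which drops PER61 in all cell types and GST1 and IGMT3 in the pericycle for number 2 against 1. The paper assigns its second component to the treatments, whereas here the second component parted the cortex from the other cell types, with 88.9% of its variance between cell types. Of its variance within cell types, the treatment label took 44.3% and the replicate number 25.25%. Label and sequencing pool are not separated in these shares. The paper finds immunity terms among genes raised by both elicitors in the epidermis, where no gene was called with either label in edgeR, and of the PTI markers 10 of 21 were higher there for numbers 2 against 1 and 3 against 1. For repressed genes of the cortex the paper names flavonoid and brassinosteroid terms, and none of 8 flavonoid genes passed between labels here.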

Other observations

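The comparisons between replicate numbers, the tests of exchanged label fields, of pools and of batches on them, those of dividing cells and of the elicitor on the cortex genes, and all counts over 10 splits were chosen only after the results had been seen. The tests of the joint models, the identity genes, the interactions and the pool of the cortex genes were written before their results were seen.

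More genes differed between libraries of different replicate numbers than between treatment labels, as edgeR called 2430 genes over the cell types for numbers 2 or 3 against 1 and 44 for the elicitor labels against mock, and DESeq2 called 4430 and 1772. The 44 became 2 without cortex Pep1 replicate 1, 2 or 3 or cortex mock replicate 1, 5 without cortex mock replicate 3, 17 without cortex flg22 replicate 3, 20 without cortex mock replicate 2, 121 without cortex flg22 replicate 1 and 251 without cortex flg22 replicate 2. A difference between sequencing pools is argued against, since within each of the 6 conditions that lie in 1 pool the 10 genes that the paper names as changed in all cell types had a median log2 difference of at least 4.28 between replicates 3 and 1. A candidate explanation is that the treatment and replicate fields of the sample labels are exchanged, because those 10 genes rose past the threshold in 52 of 60 tests between replicate numbers and in 0 of 60 between labels in edgeR. In that case the mock-labelled libraries, which define identity genes and marker levels, would not all come from untreated cells. A growth or sorting batch marked by the number predicts the 72 genes called in all 3 cell types between numbers 3 and 1 too. That count cannot tell the 2 explanations apart. A batch with correct labels would still leave the changes that the paper reports between the labels. In edgeR 0 of 60 tests between labels rose, which argues against a batch alone for those 10 genes. DESeq2 called 0 genes in all 3 cell types with both labels. Whether a batch adds to the differences stays open without a record of the batches.

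In the cortex, 34 genes, among them genes of the nucleolus, were lower in libraries labelled Pep1 than in those labelled mock, and none of 12 cell division genes was called. The call depends on single libraries, as the 42 genes in all became 0 without Pep1 replicate 1, 2 or 3 or mock replicate 1, 3 without mock replicate 3, 15 without flg22 replicate 3, 18 without mock replicate 2, 119 without flg22 replicate 1 and 249 without flg22 replicate 2. Fewer dividing cells in the sorted population may account for the fall, since the list of cell division and meristem genes had a median log2 fold change of -1.96 (camera adjusted p = 0.893 with an estimated correlation). The sequencing pool stays open, because within the pool that holds the 3 mock libraries and 1 Pep1 library the 34 genes had a median of -2.88, under the bound of -1 set in advance against the pool, and yet the genes had been chosen with that same Pep1 library, so that a fall was built in. Library quality stays open and was not tested, as the Pep1 libraries had 18476 to 19743 genes detected and the mock libraries 20105 to 20729. The elicitor named in the label predicts a rise of the 10 genes that the paper names as changed in all cell types. In these libraries none of the 10 passed, 2 were above 0 and their median log2 fold change was -0.71. This argues against such a rise for those 10 genes. None of them is among the 34 genes, for which the elicitor stays open.

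Other splits of the libraries were tried for each count. For identity genes chance is argued against. The epidermis had 601 genes and at most 60 in the other 99 of 100 splits. The cortex had 230 and 112, and the pericycle 506 and 82, each matched by 1 split, the real one. Other splits mix the cell types, which raises the spread within groups. They therefore ask whether the groups differ and not in how many genes. The mock libraries of different cell types share no sequencing pool, so these splits cannot separate cell type from pool. For the joint test of the replicate number chance is argued against, with 592, 1458 and 66 genes in epidermis, cortex and pericycle, at most 12, 65 and 14 in other splits, and 1 of 40 splits as large. It is not excluded, since only 40 splits were drawn and the comparison of replicate numbers was chosen after the results had been seen. For the joint test of the treatment label the real value was 0 genes in edgeR, so that 40 of 40 splits are as large by definition and nothing follows about chance, and others gave up to 4169, 659 and 9. Such splits with many genes point to a structure of the samples other than the label. The same holds for the Pep1 interaction, with 0 real genes in edgeR (1100 at an unadjusted p under 0.05 and 130 in DESeq2), 40 of 40 groupings, the real one included, as large by definition and up to 244 genes in others.

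Comparisons of 3 against 3 libraries have 10 splits, which are too few for a share under 0.05. For flg22 against mock the real value was 0 and the highest other 0, 1 and 0 in epidermis, cortex and pericycle, in edgeR (280, 886 and 1275 genes at an unadjusted p under 0.05 and 7, 110 and 754 in DESeq2). For Pep1 against mock these were 0 and 0 in the epidermis (89 genes at an unadjusted p under 0.05 in edgeR, 0 in DESeq2), 42 and 32 in the cortex, and 2 and 0 in the pericycle. For flg22 against Pep1 the real value was 0 in each cell type in edgeR (1106, 1031 and 868 genes at an unadjusted p under 0.05, 18, 161 and 615 in DESeq2) and the highest other 6185, 3 and 0. The 6185 genes come from setting epidermis flg22 replicates 1 and 3 and Pep1 replicate 3 against the other 3 libraries, a split that follows no sequencing pool and points to a structure of the samples. For numbers 2 against 1 the real values were 285, 311 and 16, for 3 against 1 they were 857, 2014 and 104, and the highest other was 0 in each. For numbers 3 against 2 they were 14, 327 and 0, with other splits at up to 3401, 0 and 2 (828 genes at an unadjusted p under 0.05 and 470 in DESeq2 for the pericycle), and the 3401 epidermal genes again point to a structure of the samples.

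The pericycle library labelled flg22 replicate 3 lay at -198.9 on the third component, apart from the other 26 libraries. Among the gene sets searched, W-box promoters were most frequent, at 92.7%, among genes higher in epidermal libraries numbered 2 than in those numbered 1 and called in no other cell type (two-sided Fisher's exact test, adjusted p = 2.37e-12).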
